# Conserved expression of natural antisense transcripts in mammals

**DOI:** 10.1186/1471-2164-14-243

**Published:** 2013-04-12

**Authors:** Maurice HT Ling, Yuguang Ban, Hongxiu Wen, San Ming Wang, Steven X Ge

## Abstract

**Background:**

Recent studies had found thousands of natural antisense transcripts originating from the same genomic loci of protein coding genes but from the opposite strand. It is unclear whether the majority of antisense transcripts are functional or merely transcriptional noise.

**Results:**

Using the Affymetrix Exon array with a modified cDNA synthesis protocol that enables genome-wide detection of antisense transcription, we conducted large-scale expression analysis of antisense transcripts in nine corresponding tissues from human, mouse and rat. We detected thousands of antisense transcripts, some of which show tissue-specific expression that could be subjected to further study for their potential function in the corresponding tissues/organs. The expression patterns of many antisense transcripts are conserved across species, suggesting selective pressure on these transcripts. When compared to protein-coding genes, antisense transcripts show a lesser degree of expression conservation. We also found a positive correlation between the sense and antisense expression across tissues.

**Conclusion:**

Our results suggest that natural antisense transcripts are subjected to selective pressure but to a lesser degree compared to sense transcripts in mammals.

## Background

Recent studies suggest that a substantial portion of mammalian genomes are transcribed as non-coding RNA [1-4], including *cis*-natural antisense transcripts (*cis*-NATs) [5-8]. *Cis*-NATs are transcribed from the antisense counterpart of protein coding sequences, which may result in post-transcriptional gene silencing [9]. However, the extent to which *cis*-NATs are biologically functional and actively regulated remains a subject of debate [10]. Some studies had suggested that *cis*-NATs represent transcriptional noise [11,12], while others had reported supportive evidence for the function of various *cis*-NATs [13-16], especially in RNA editing [17], stability [18], and translation [19]. Growing evidence implicating a role of NATs in medical conditions, such as hypertension [20] and immune disorders [21], suggests a functional role for *cis*-NATs. However, it cannot be assumed that *cis*-NATs are as actively regulated as its sense counterparts.

Through our previous study, we developed an Antisense Transcriptome analysis using Exon array (ATE) approach for high-throughput expression analysis of NATs by using commercial oligonucleotide DNA microarrays [22]. The Affymetrix Exon array is an inexpensive high-density oligonucleotide microarray that has two unique features: (1) it has multiple probes for each of known or predicted exons, and (2) its signals are strand-specific because of the generation and labeling of single-stranded DNA targets. By modifying the recommended cDNA synthesis protocol, we demonstrated that it is possible to label targets in reverse orientation as what would be labeled according to the standard protocol (See Additional file 1: Figure S1). Thus, the cDNAs from known genes can no longer hybridize with these probes. Instead, any true hybridization signal must come from transcripts on the opposite strand, i.e., *cis*-NATs. Our preliminary microarray data on human Jurkat cells showed that the modified protocol can successfully detect a large number of NATs transcribed from known exonic loci [22]. Although limited to exonic NATs, using the Affymetrix exon arrays with our modified protocol provides a cost-efficient method to study the expression of NATs on ~ 1 million exonic loci.

The expression patterns of protein-coding genes [23,24] and orthologous genes that are essential to the organism [25] are evolutionarily conserved. Hence, it can be implied that orthologous transcripts that demonstrates expression conservation are likely to be biologically functional. Expression divergence of randomly assigned pairs of genes, by means of permutation, had been used as a baseline to approximate a neutral evolution of gene expression [23]. If orthologous cis-NATs show more correlated expression patterns when compared to randomly permuted cis-NAT pairs, it would provide evidence that cis-NATs are actively regulated or subject to selective pressure.

In this study, we measured the expression of antisense transcript across human, mouse, and rat using the ATE procedure [22]. Coupled with expression analysis of sense transcripts in the same samples, this will define a “double stranded” expression profile at the exon level. We report significant differences in expression divergence between antisense orthologous transcripts when compared to permuted pairs. However, the expression divergence of sense transcripts is significantly lower than that of antisense transcripts, suggesting that *cis*-NATs are subjected to selective pressure but to a lesser degree compared to sense transcripts.

## Methods

### Microarray data

Total RNA were purchased from Ambion (Austin, TX, USA). The RNA samples consist of human colon, mouse embryo, rat embryo, and 9 orthologous tissues from all 3 organisms, namely, brain, heart, kidney, liver, lung, spleen, ovary, testes, and thymus. Sense and antisense expression was measured using Affymetrix Exon 1.0 ST array according to manufacturer’s protocol and previously described modification for measuring antisense expression [22] respectively. Sense and antisense arrays were normalized separately using RMA method. The log expression values and exon annotations for core exon set were extracted using Affymetrix Expression Console. The final log expression values were averaged from two replicates.

### Defining orthology

Orthologous genes between human, rat, and mouse were identified from NCBI HomoloGene, build 65. The protein accession numbers were converted to gene accession numbers [26] and mapped to the microarray annotations for gene-level orthology. For exon-level orthology, three sets of exon sequences; human, mouse, and rat; were downloaded from USCS Genome Browser and used to generate BLAST databases. The exon sequence sets were compared using *blastn* and exon pairs with global sequence identity of more than 80% were considered to be orthologous. In event where one exon was found to have global sequence identity of more than 80% with more than one orthologous exons in the same organism, the exon with the highest global sequence identity were considered to be orthologous. In addition, exons with overlapping RefSeq transcripts on both sense and antisense strands were removed.

### Permutation test for expression divergence

Permutation test was used to evaluate whether the expression divergence of orthologous exons are statistically different from random. Expression divergence between 2 probesets is defined by Euclidean distance of the relative abundance, converted from microarray log expression value, using 9 orthologous tissues. At least one of the tissues must have expression higher than 6.5. Relative abundance is defined as the quotient of the microarray log expression value of the sample and the sum of the log expression values of the 9 tissues in the same set. Student’s t-test was used to test the expression divergence between the orthologous probesets and permuted pairs. Permuted pairs were generated by randomly assigning pairs of probesets from different organisms within the orthologous set. As a result, the number of orthologous pairs and permuted pairs are equal.

### Identifying tissue-specific NATs

Tissue-specific probesets were identified based on a previously described method [27] using 3 empirical criteria. Firstly, the log expression value of the highest expressing tissue must be higher than 6.5 which is the threshold for a detection p-value of 0.01 above background. Secondly, the Z-score of the log expression value for the highest expressing tissue must be higher than 2. Finally, the expression level of the highest expressing tissue must be at least one log higher than that of the second highest expressing tissue. Mouse and rat embryo samples were removed from the data set before identifying tissue-specific NAT probesets for the 9 orthologous tissues in rat and mouse.

### Identifying novel NATs

Novel NAT probesets were identified from the core Affymetrix exon probeset based on a previously described method [28] using BLASTN (version 2.2.25+). Each probeset was queried against RefSeq database (downloaded from NCBI on August 9, 2012) and EST database (downloaded from NCBI on May 15, 2012) for perfect matches. Query sequences without perfect matches in RefSeq database and EST database were considered to be novel. The strand option was set to “minus” to query only the reverse-complement of the query sequence (personal communication, Wayne Matten, NIH).

### Strand-specific RT-PCR

Strand-specific RT-PCR was used to validate the sense-antisense transcripts candidates. Total RNA samples were purchased from Clontech and tested for genomic DNA contamination by direct PCR at the cycling conditions of 95°C 30 seconds, 56°C 30 seconds, 72°C 45 seconds for 38 cycles before visualized in a 2% agarose gel. For RT-PCR, sense and antisense primers were designed for each candidate using Primer3. Strand-specific reverse transcription were performed for each candidate on the conditions: RNA (100 ng) were reverse-transcribed using M-MLV Reverse Transcriptase (Invitrogen) and gene-specific sense primer (for antisense detection) or antisense primer (for sense detection) (2 pmole) in 20 μl volume at 65°C for 5 minutes, 37°C for 50 minutes, 70°C for 15 minutes. 5 μl of cDNA was amplified in 50 μl containing sense primer (10 pmole), antisense primer (10 pmole), Taq polymerase (1.25 U, Promega), MgCl_2_ (1.5 mM) in ABI 9700 cycler under cycling conditions: 95°C for 7 minutes, 25 or 38 cycles of 95°C for 30 seconds, 56°C for 30 seconds, 72°C for 45 seconds, 72°C for 7 minutes, and visualized in 2% agarose gels.

## Results and discussion

Using the ATE protocol [22], we analyzed antisense transcription in 10 corresponding tissues for human, mouse and rat. The Affymetrix GeneChip Human Exon ST array includes 1.4 million probesets targeting exonic loci, of which 287,329 “core” probes are supported by full-length RNAs. Similar arrays for mouse and rat have 1.2 and 1 million probesets, and 231,465 and 92,751 core probesets, respectively. The same RNA sample and microarray were used to detect sense gene expression using the standard protocol. 

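The sense arrays measured total RNA of 10 tissues in each of human, mouse and rat, hybridized to the Affymetrix Exon 1.0 ST array of the species. Brain, heart, kidney, liver, lung, ovary, spleen, testes and thymus were measured in all 3 species, and human colon, mouse embryo and rat embryo completed the 10. Each of the 30 tissues has 2 arrays, which are technical replicates of 1 RNA sample, so their difference gives the technical spread and no species has a biological replicate of a tissue. The authors normalized sense arrays apart from antisense arrays with RMA in Affymetrix Expression Console and deposited log values of core exon probesets and of gene probesets. The base of the logarithm is not given in the sources used here. The values were read as log2, the base RMA uses in that software, and run from 1.35 to 14.84. They cover 287329 core exon probesets and 22011 gene probesets in human, 229581 and 23332 in mouse, and 92353 and 8793 in rat, with no value missing. The array annotation gives 1 gene symbol for 14432 of the human, 14996 of the mouse and 7603 of the rat gene probesets, and the others have several symbols or none. For every comparison between tissues or species the 2 arrays of a tissue were averaged. Genes with the same symbol in 2 species, ignoring case, were taken as orthologs, because the HomoloGene table used in the paper is not among the files. This gave 10166 human/mouse, 5177 human/rat and 5371 mouse/rat pairs, and 4360 genes in all 3 species. Genes that mark a tissue were tested with limma on the 27 RNA samples of the 9 shared tissues, where the 3 species are the replicates of a tissue and species is an additive term, each tissue against the mean of the other 8 and with Benjamini-Hochberg adjustment. The number of arrays, 2 per tissue, limits the precision of each single tissue value.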

Two technical replicates were performed for each biological sample, resulting in a total of 120 hybridizations.

### Thousands of antisense transcripts are detected

67,649 (23.5%), 46,050 (19.9%), and 21,742 (23.4%) of human, mouse, and rat antisense exon probesets detected expression in at least one tissue, respectively. Of these, 33,313, 31,362, 14,180 antisense probesets do not overlap with RefSeq and EST sequences (Table 1), suggesting that these antisense transcripts are novel. This is similar to [28] who defined novelty as non-repetitive sequences that were not found in RefSeq database. The novel probeset list and sequences are given as Additional file 2: Dataset 1.

**Table 1:** Number of novel and tissue-specific antisense transcripts

	**Human**	**Mouse**	**Rat**
Total number of probesets supported by RefSeq annotations (Core probesets)	287,329 (100%)	231,465 (100%)	92,751 (100%)
Antisense transcripts that are not found in RefSeq database	278,827 (97.0%)	226,996 (98.1%)	91,648 (98.8%)
Antisense transcripts that are not found in EST database	140,496 (48.9%)	162,379 (70.2%)	66,943 (72.2%)
Antisense transcripts that are not found in both RefSeq or EST databases	139,918 (48.7%)	161,865 (69.9%)	66,865 (72.1%)
Antisense transcripts that are expressed in at least one tissue and not found in RefSeq or EST databases (novel antisense transcripts)	33,313 (11.6%)	31,362 (13.5%)	14,180 (15.3%)
Tissue-specific transcripts	14,485 (5.0%)	12,673 (5.5%)	11,358 (12.2%)
Tissue-specific transcripts and not found in RefSeq or EST database (novel, tissue-specific transcripts)	5,287 (1.8%)	7,652 (3.3%)	7,411 (8.0%)
Antisense transcripts that are expressed in at least one tissue and not found in RefSeq database (This is used for expression divergence analysis, Figure 5)	67,649 (23.5%)	46,050 (19.9%)	21,742 (23.4%)

To identify antisense transcripts with tissue-specific pattern of expression, we used empirical criteria similar to [27]. Our results suggest 14,485 (5.0% of core probesets) human antisense exon probesets, 12,673 (5.5% of core probesets) mouse antisense exon probesets and 11,358 (12.2% of core probesets) rat antisense exon probesets are tissue-specific. This may suggest a biological role for these antisense transcripts and warrant further investigation.

A number of the mouse tissue-specific antisense transcripts are confirmed using strand-specific RNA-seq data [29-31] in UCSC Genome Browser. As an example, the mouse probeset ID 4628230, corresponding to the 4^th^ exon of *inositol oxygenase* (*Miox*) gene, shows kidney-specific expression in both the Affymetrix Exon Array data and RNA-seq (Figure 1). Using strand-specific PCR targeting the 4^th^ exon of *Miox* gene, we confirmed the kidney-specific expression in both sense and antisense transcripts (Figure 2, Additional file 1: Figure S2). However, antisense expressions are much lower than sense expression and require larger quantities of RNA samples for antisense array [22]. This resulted in the need to normalize sense and antisense arrays separately. Therefore, it is difficult to quantify the ratio of sense to antisense expression on a global scale using microarray experiments. Inositol oxygenase had been reported to be involved in osmoregulation which accounts for its kidney-specificity [32].

**Figure 1:**
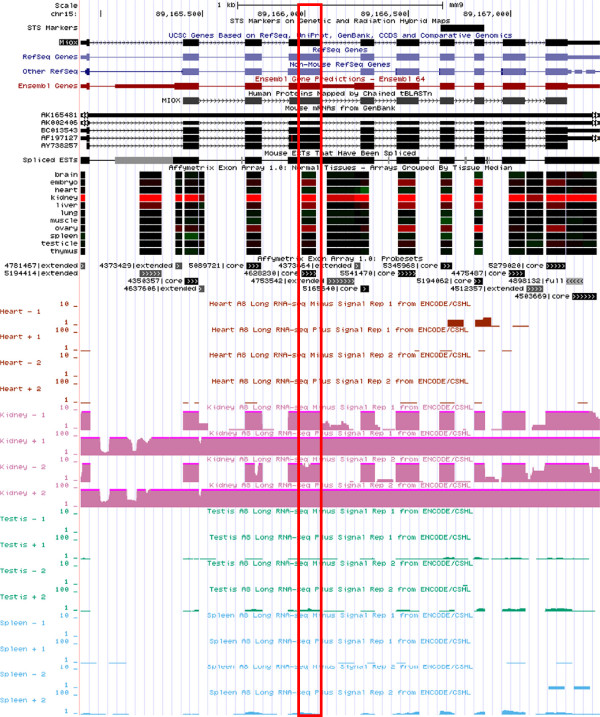
**Exon-level expression of mouse *Miox *gene.** USCS genome browser show that expression of Miox gene in mouse is kidney-specific for both Affymetrix exon array and RNA-seq [1,2]. The probeset in the box (Probeset ID 4628230) is an example of the probesets that shows kidney-specific expression at the antisense array, which is confirmed by RNA-seq.

**Figure 2:**
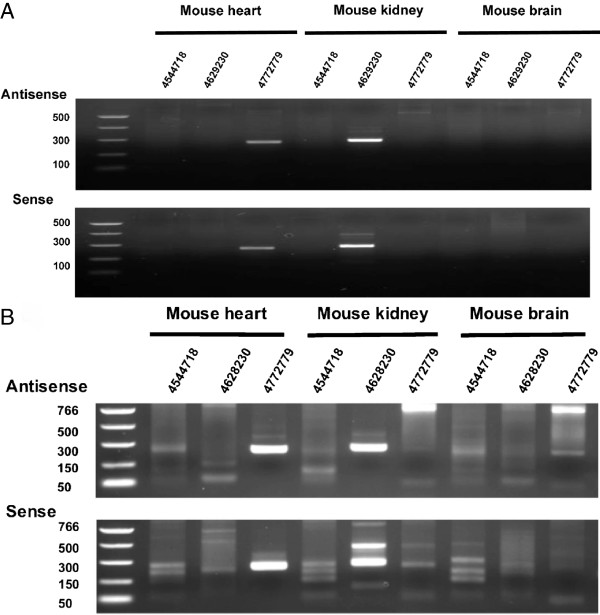
**Strand-specific PCR of 3 tissue-specific mouse probesets.** Panel **A** shows 25 cycles of amplification. Panel **B** showed 38 cycles of amplification. Probesets ID 4544718, 4628230, and 4772779 showed tissue-specific expressions to mouse embryo, mouse kidney, and mouse heart respectively. Probesets ID 4544718 targets the last exon of *myosin regulatory light chain 2, skeletal muscle* (*Mylpf*) gene. Probesets ID 4628230 targets the 4^th^ exon of *inositol oxygenase* (*Miox*) gene. Probesets ID 4772779 targets the 2^nd^ exon of *creatine kinase M-type* (*Ckm*) gene. Microarray expression data for these 3 probesets are given in Figure 3.

We choose 2 additional tissue-specific probes for strand-specific PCR verification, namely, probeset ID 4544718 which is embryo-specific, and probeset ID 4772779 which is heart-specific (Figure 3, Additional file 1: Figure S3 for primer design methodology). PCR from RNA samples without undergoing reverse transcription does not yield any visible bands (Additional file 1: Figure S4), which indicates no genomic DNA contamination in the RNA samples. Our results show that probeset ID 4772779 is only expressed in mouse heart and all 3 probes did not detect expression in mouse brain at the expected size. The PCR was performed with 25 and 38 extension cycles; hence, the lack of a strong band acts as strong support for lack of expression. Thus, experimental validation using strand-specific PCR supports the validity of our empirical criteria for the selection of tissue-specific antisense expression.

**Figure 3:**
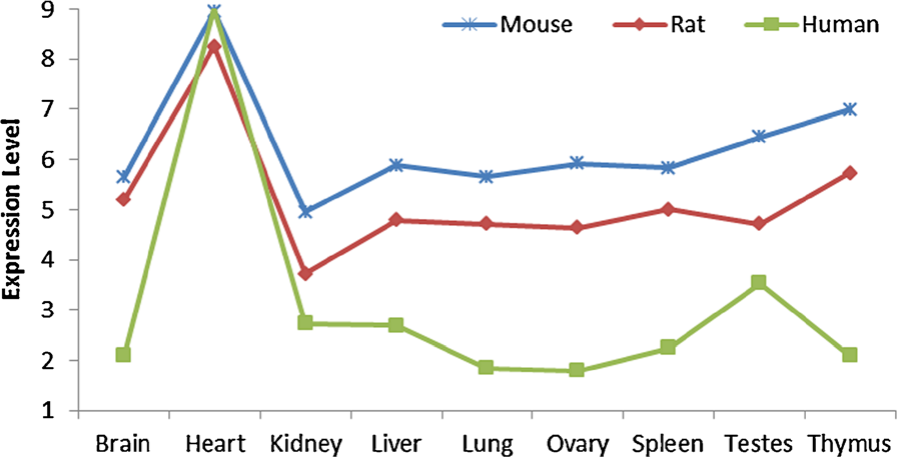
**Expression profile of an antisense heart-specific transcript (*creatine kinase M-type *gene) across all 3 species.** The mouse, rat, and human probesets are probesets ID 4772779, 5823307, and 3865287 respectively. The correlations between mouse/rat and mouse/human are 0.96 and 0.85 respectively, demonstrating expression conservation in all 3 species.

We had identified an example of human long noncoding RNA expression (Additional file 1: Figure S5) identified in NONCODE [33], which forms a sense-antisense pair at the 5^′^-end of *Ubiquitin-specific protease 25* (*USP25*). USP25 is involved in degrading mis-folded proteins in the endoplasmic reticulum [34]. This suggests that the expression of USP25 may be modulated by antisense transcript.

### Further validation of antisense transcript detection protocol

The average expression of antisense transcripts is lower than that of sense transcripts at both the gene and exon level (Additional file 1: Figures S6-S11). This is consistent with that of [22] who reported that the hybridization control probes were higher in antisense arrays, suggesting that the actual expression levels of transcripts on the antisense arrays were lower than sense arrays. 

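A majority or near majority of core exons gave a clear sense signal on every array of every tissue, from lung and heart to the whole embryo. Counted as core exon probesets above an intensity of 6.5, the share was 55.6% ± 4.30 (SD, n = 60 arrays), with 44.3% on the first human lung array and 64.3% on the first mouse embryo array. By species it was 51.3% ± 2.82 in human, 57.2% ± 3.08 in mouse and 58.3% ± 3.19 in rat (SD, n = 20 arrays each), on 3 arrays with different probes, so that the species are not ranked by it. The detection p-values themselves are not among the deposited files, so the share rests on the intensity alone, and it moves to 62.9% with a threshold of 6 and to 47.8% with a threshold of 7.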

The proportion of core exon probesets detected above background (DABG) with a detection p-value less than 0.01 (Additional file 1: Figure S12) were consistent with previous report [22]. Our results also suggest that probesets with DABG p-value of less than 0.01 have an intensity of at least 6.5.

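Genes known to be silent outside one organ show where low sense signals lie on each array. Hepatocyte transcripts such as the plasma proteins ALB and FGG, and the pancreas enzymes such as CPB1 and CLPS, were below 6.5 in most tissues. In mouse the median over the tissues other than heart and liver was 5.71 for ALB and 4.07 for FGG. For each gene of the hepatocyte list the median over the tissues other than heart and liver was taken. Over the genes the median of these was 3.46 in human, 4.80 in mouse and 4.48 in rat (log2, 17, 13 and 14 members). For the pancreas enzymes over the tissues other than spleen and liver it was 3.99, 4.99 and 4.38 (6, 8 and 10 members). The probes and the members differ between the arrays, so these medians are not compared between species.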

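Most tissues gave nearly the same sense profile on both arrays, and human testes, ovary and lung stood apart. In human testes the transcripts of germ cells were far lower on the second array, among them PRM1, a protamine that packs sperm DNA, and LDHC, the lactate dehydrogenase of sperm. Transcripts of Leydig and Sertoli cells, which make testosterone and nurse the germ cells, mostly kept their level. PRM1 went from 12.73 on the first array to 3.31 on the second and LDHC from 10.82 to 6.17 (log2). The median difference over the 19 germ cell genes was -4.66, with 17 of them lower by over 1 log2, while the Leydig and Sertoli median was -0.10. CLDN11 of Sertoli cells had 11.14 and 11.07, and 2 of the 9 Leydig and Sertoli genes were lower by over 1 log2, INSL3 by a change of -2.19 and STAR of -1.01. Across gene probesets, Pearson's r between the 2 arrays was lowest in human testes, 0.931, had a median of 0.988 over the 30 tissues and was highest in rat embryo, 0.995. Across core exon probesets it ran from 0.868 in human ovary to 0.984 in rat embryo, with a median of 0.972. Probesets are not independent replicates, so these values describe each pair of arrays. In human testes 261 gene probesets differed by over 3 log2 between the arrays, 256 of them lower on the second. Human ovary had 64 such probesets, 50 of them higher on the second array, and human lung 30, with 23 higher. Mouse liver had 13, mouse heart 10 and no rat tissue more than 2. The second ovary and the second testes array of human were closer to each other, with r = 0.955 across gene probesets, than each was to its own first array. Among probesets with a mean above 6.5 the lowest r dropped to 0.832 at the gene level and 0.714 at the exon level.

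**Figure D1:**
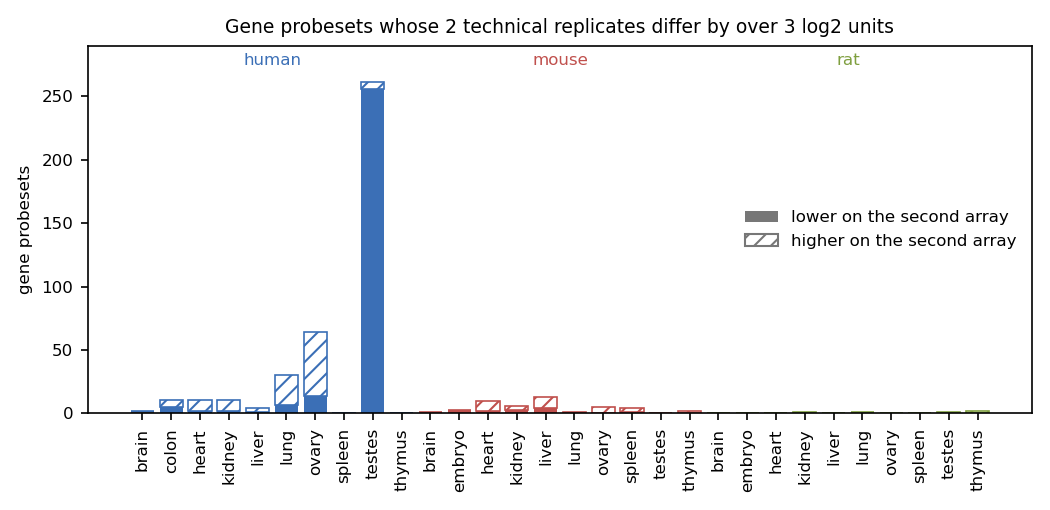
Number of gene probesets (vertical axis) whose 2 technical arrays differ by over 3 on the log2 scale, for each tissue (horizontal axis) and species. Solid bars count probesets lower on the second array and hatched bars those higher on it; human testes, with 256 lower, exceeds all other tissues.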

Two technical replicates were performed for each tissue and our results show that core probeset intensities of the technical replicates are strongly correlated (0.86 < r < 0.99) in both sense and antisense arrays (Additional file 1: Figures S13-S24), suggesting that the experimental procedure is reproducible. The average intensity values from the two technical replicates were used for analysis.

For further validation of ATE procedure, we examined pre-designed probes for known antisense transcripts. We searched for extended probesets at the same genic location to core probesets but are located on the opposite strand. Some antisense transcripts should be detected by these extended probesets in the sense arrays, as well as the core probesets in the antisense array. We found positive correlation (0.50 < r < 0.58) between the expression level of core probesets in antisense array and the overlapping extended probeset in sense array (Additional file 1: Figure S25, S26). This is expected as the extended probesets in the sense array and the sense probesets in the antisense array are detecting the same antisense transcript.

### Sense gene expression is conserved as previously reported

To quantify expression divergence, we used Euclidean distance to measure the dissimilarity between the expression patterns across multiple tissues [23,35]. The expression divergence between orthologous genes is significantly lower than permuted pairs (Figure 4, Figure 5A) and the difference is correlated to evolutionary time between the two species (Additional file 1: Figure S27). In addition, we found stronger correlation between expression profiles of orthologous tissues than non-orthologous tissues (Figure 4). This corroborates [23] and validates our experimental and analytical procedures. 

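The sense profile of a gene over the 9 tissues was kept between species far more closely than that of a random pair, and most closely between the rodents. SLC13A1, the sulfate transporter of the kidney tubule, and SNAP25, a protein of the synapse, had closely correlated profiles over tissues in human, mouse and rat. For SNAP25 Pearson's r over the 9 tissues was 0.960 (human/mouse), 0.946 (human/rat) and 0.983 (mouse/rat). MIOX, the myo-inositol oxygenase of the kidney, and CKM, the creatine kinase of muscle, lay further apart between human and rodents than between mouse and rat. The Euclidean distance of relative abundances was 0.0269 (human/mouse), 0.0408 (human/rat) and 0.0193 (mouse/rat) for SLC13A1, and 0.0420, 0.0488 and 0.0277 for SNAP25, whose first 2 values lie above the mean of all orthologs. For CKM it was 0.0747, 0.0668 and 0.0143, and for MIOX 0.111 between human and rat and 0.0550 between mouse and rat. Over all orthologs with at least 1 tissue above 6.5 the mean distance between human and mouse was 0.0391 ± 0.0249 (SD, n = 9399 genes) against 0.0614 for random pairs. Between human and rat it was 0.0433 ± 0.0285 (SD, n = 4761 genes) against 0.0698, and between mouse and rat 0.0287 ± 0.0204 (SD, n = 5011 genes) against 0.0715. In each pair of species none of 100000 random pairings of the same genes reached the distance of the orthologs (permutation test, one-sided, p = 1e-05, the smallest these pairings can give). For the 4163 genes measured in all 3 species the mouse/rat distance, 0.0281, differed from the human/mouse distance, 0.0406, by -0.0125 (SE 0.000340), and from the human/rat distance, 0.0429, by -0.0148 (SE 0.000334). Sign flips over genes gave p = 1e-05 for both (permutation test, the smallest that 100000 flips can give). The genes are not independent replicates, and each tissue of a species is a single RNA sample. Citing Figure S27, the paper states that the difference from permuted pairs goes with evolutionary time.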

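Each tissue of mouse was closest to the same tissue of rat, and human brain, heart, kidney, liver, lung, ovary, spleen and thymus were each closest to their own counterpart in both rodents. Human testes was the exception and lay closer to mouse and rat ovary than to testes, although mouse and rat testes were each closer to human testes than to any other human tissue. On average over the 3 species, nerve cells, heart muscle, kidney tubules, hepatocytes and lung epithelium each had a set of genes high in their own organ. Across the 4360 shared genes Pearson's r of matching tissues averaged 0.731 between human and mouse (testes 0.574 to liver 0.767), 0.738 between human and rat and 0.840 between mouse and rat (testes 0.809 to brain 0.877). Tissues that do not match averaged 0.574, 0.579 and 0.590, and exact enumeration of all ways to pair the 9 tissues gave p = 2.76e-06 in each case, the smallest it can give. With its 2 arrays averaged, human testes reached 0.712 with mouse ovary and 0.718 with rat ovary. In that average it was also closer to heart, kidney, lung, spleen and thymus of both rodents than to their testes. The gap was small for mouse kidney, with 0.575 against 0.574 for mouse testes. With the first human testes array alone the r to testes was 0.635 (mouse) and 0.626 (rat), below 0.657 and 0.664 to ovary. With the second alone the r to testes was 0.489 and 0.469. With each gene centred on its mean over tissues first, human testes was closest to testes in both rodents, as were all 9 tissues to their match. In brain, limma called 881 of 4163 genes higher and 946 lower (539 to 996 and 462 to 998 with 1 species left out). All 9 measured genes of the nerve cell list were higher there (9 adjusted over the list alone), with a median difference of 5.55 log2, though the synaptic gene NRGN gave -1.34 in human against 3.33 in mouse and 4.55 in rat. GABRA6, a GABA receptor subunit of cerebellar granule cells, was 7.69 ± 0.31 log2 above the mean of the other 8 tissues (SE, n = 3 species, limma adjusted p = 6.03e-14), and SNAP25 7.07 ± 0.29 (SE). Each SE printed with a limma difference comes from 1 spread per gene over all 27 samples. It does not measure how far the 3 species differ in that tissue, where GABRA6 gave 8.68 in human, 7.05 in mouse and 7.34 in rat. Of 9 measured glia genes 8 were higher (8 adjusted over the list alone), among them GFAP of astrocytes by 5.11 log2 and MOG of myelin by 5.80. The myelin gene MBP was not called, and its probeset gave -2.09 in human, 4.35 in mouse and 0.23 in rat, and -0.93 on average without mouse. With the mean of all probesets of a gene, 9 glia genes were called, so the MBP result depends on the probeset kept.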

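Heart, kidney, liver and lung were each marked by the genes of their main working cell. ANKRD1, a stress-responsive protein of the heart muscle cell, was 7.28 ± 0.40 log2 higher in heart than in the other 8 tissues (SE, n = 3 species, limma adjusted p = 6.85e-11), and the hormone gene NPPA 6.78 ± 0.57 (SE). In kidney the salt transporter SLC12A1 was 8.24 ± 0.24 log2 higher (SE) and SLC13A1 7.68 ± 0.19 (SE). MIOX differed by species, 1.58 log2 higher in human kidney, 7.51 in mouse and 6.95 in rat. Liver had the acute-phase protein CRP, higher by 8.40 ± 0.29 log2 (SE), and the complement protein C9, by 8.19 ± 0.36 (SE). Lung had SFTPB, a surfactant protein, higher by 6.65 ± 0.17 log2 (SE, limma adjusted p = 2.01e-16) and SCGB3A2, a secretoglobin of airway cells, by 7.08 ± 0.22 (SE). By list, 4 of 4 measured heart muscle genes, 9 of 9 kidney tubule and glomerulus genes, 13 of 13 hepatocyte genes and 6 of 7 lung epithelium genes were higher in their organ (4, 9, 13 and 7 adjusted over the list alone), with median differences of 6.69, 5.61, 7.64 and 6.26 log2. The 4 measured genes of oxidative phosphorylation were higher in heart, by a median of 1.46 log2, and in kidney, by 0.68 (4 and 4 adjusted over the list alone). SDHA, the succinate dehydrogenase subunit, was 1.85 ± 0.31 log2 higher in heart (SE). Hepatocyte transcripts were also high in mouse heart, by a median of 2.73 log2 over the tissues other than heart and liver. Counts of genes called higher and lower were 331 and 206 in heart, 522 and 101 in kidney, 512 and 530 in liver, and 342 and 149 in lung. With 1 species left out the higher counts ran from 129 to 517 in heart, 165 to 660 in kidney, 265 to 576 in liver and 43 to 584 in lung, and the lower counts from 17 to 517, 8 to 325, 121 to 929 and 2 to 243 in the same order. Quantile normalization gave 393 and 251 in kidney and 375 and 311 in lung. Without mouse heart the heart counts were 201 and 81, and without mouse and rat liver the liver counts were 278 and 68.

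**Figure D2:**
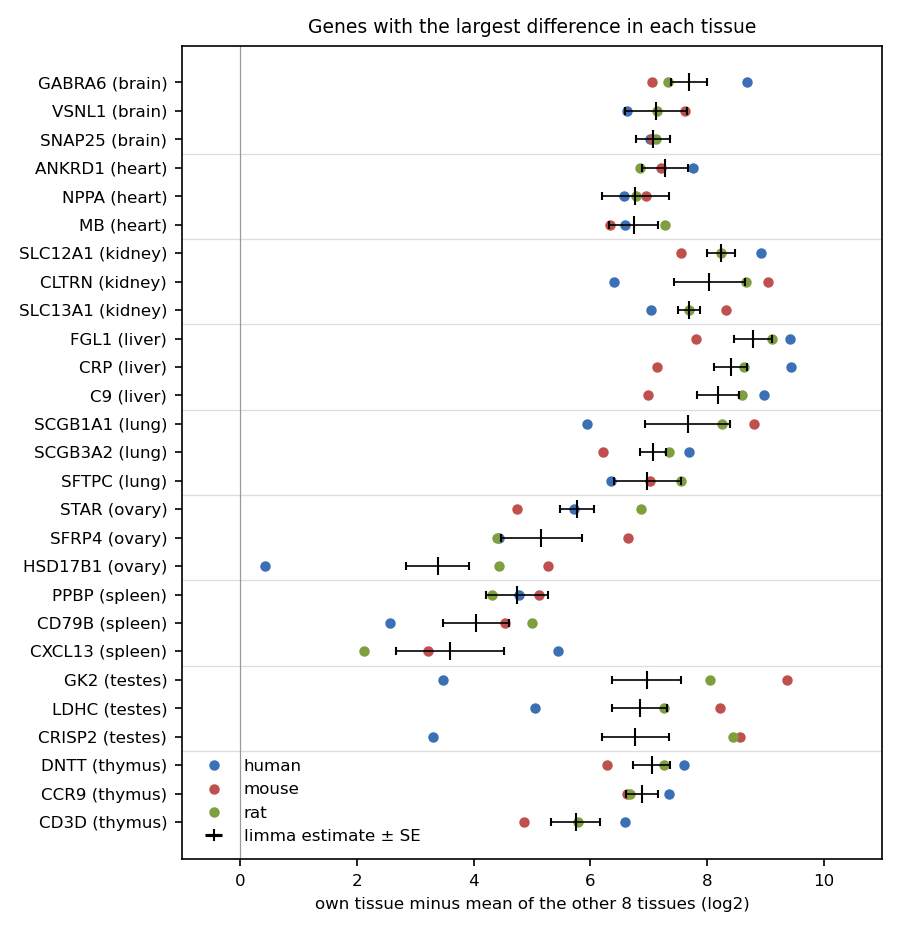
Difference between a gene's own tissue and the mean of the other 8 tissues (log2) for 3 genes of each of the 9 tissues. Coloured dots are human, mouse and rat and black marks the limma estimate with its SE; SLC12A1 in kidney lies at 8.93, 7.56 and 8.24 in the 3 species.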

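Sense genes with a long distance between human and mouse had both high and negative correlations over tissues. The kidney gene MIOX and the liver gene FGL1 had a long distance together with a high correlation, while MBP, a protein of myelin, and NRGN, a protein of the synapse, had a long distance and a negative one. For MIOX Pearson's r over the 9 tissues was 0.926, although the distances of MIOX and FGL1, 0.104 and 0.112, were far above the human/mouse average. MBP and NRGN had distances of 0.0973 and 0.0765, also above that average, and an r of -0.908 and -0.663. The MBP and NRGN values rest on the probeset kept in each species. In brain NRGN gave -1.34 log2 in human against 3.33 in mouse, and whether the human probeset reports the gene was not tested. Across the 9399 human/mouse orthologs the r between both measures was -0.0675 (95% interval -0.0876 to -0.0473; Spearman -0.0638), across genes that are not independent replicates. It was -0.0359 between human and rat and -0.208 between mouse and rat. Without the first array of every tissue the 3 values moved to -0.153 (human/mouse), -0.185 (human/rat) and -0.201 (mouse/rat), and without the second to -0.116, -0.0551 and -0.181.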

Our results showed poor correlation (r < 0.167; Additional file 1: Figure S28) between the 2 measures used to calculate expression divergence, namely, Euclidean distance and Pearson’s correlation. Nevertheless, our results are robust (Additional file 1: Figure S27) despite using different expression divergence measures (Euclidean distance and Pearson’s correlation) or different intensity thresholds (full set of orthologous genes without threshold, or intensity of at least one orthologous gene to be above 6.5).

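Orthologs stayed closer than random pairs when tissue profiles were compared by correlation and when every gene was kept. SLC13A1 of the kidney, with an r over tissues of 0.997 between human and mouse, and CKM of muscle, with 0.850, had correlated profiles. CXCL13, the chemokine that draws B cells into lymphoid tissue, had lower values, with 0.677 between human and mouse, 0.0391 between human and rat and 0.435 between mouse and rat. Without a threshold the mean distance was 0.0384 against 0.0595 for random human/mouse pairs (n = 10166 genes), 0.0424 against 0.0671 for human/rat (n = 5177) and 0.0282 against 0.0690 for mouse/rat (n = 5371). The mean r over tissues with at least 1 tissue above 6.5 was 0.448, 0.455 and 0.745 for the 3 pairs of species, and -0.00472, -0.0171 and 0.0193 for random pairs. Each of these 6 comparisons had the smallest p that 100000 random pairings can give (permutation test, p = 1e-05).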

**Figure 4:**
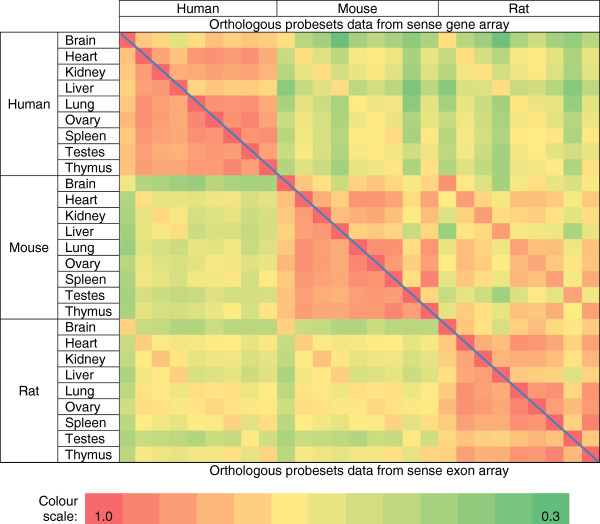
**Heatmaps of orthologous sense exon and gene probesets.** The colours represent the Pearson’s correlation coefficient of the orthologous probesets across any 2 tissues. The correlations for orthologous exons were calculated from exons probesets that are present across all 3 species based on 80% DNA identity. The correlations for orthologous genes were calculated from gene probesets that are present across all 3 species based on NCBI HomoloGene build 65. Pearson’s correlation ranged from 0.3 (green) to 1.0 (orange). The lower and upper triangles are heatmaps using data from exon and gene probesets respectively.

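Lists for germ cells, thymocytes and other cells of the gonads held genes high in testes, thymus or ovary on average over the 3 species. Among their measured genes, the Leydig and Sertoli list and the follicle and steroid list have STAR and CYP11A1 in common. Each had most of its measured genes called in both testes and ovary, and sharing between the organs was not tested. In testes GK2, a glycerol kinase of sperm, was 6.97 ± 0.59 log2 above the other 8 tissues (SE, n = 3 species, limma adjusted p = 4.70e-08), with 3.48 in human, 9.37 in mouse and 8.05 in rat. The human value includes the second testes array, which is low in germ cell transcripts, and the average was 8.00 with the first human array alone and 5.93 with the second. ODF1, a protein of the sperm tail, was 6.71 higher. All 15 measured germ cell genes were higher in testes (15 adjusted over the list alone, median 5.49 log2), and so were 6 of 6 Leydig and Sertoli genes (6 adjusted over the list alone, median 2.95), 3 of 6 without mouse or without rat. In ovary 4 of these 6 were higher too (5 adjusted over the list alone, median 3.24). CLDN11, the tight junction protein of Sertoli cells, gave 3.28, 2.99 and 3.03 log2 in human, mouse and rat. Thymus was marked by DNTT, the polymerase that diversifies antigen receptors, 7.06 ± 0.32 log2 higher (SE), and by the chemokine receptor CCR9, 6.89 ± 0.27 (SE). There 7 of 7 thymocyte genes were higher (7 adjusted over the list alone, median 4.52). Of these 7, 5 were higher in spleen too (5 adjusted over the list alone, median 1.49) and 2 in lung (3 adjusted over the list alone, median 0.54). The 6 measured proliferation genes, such as TOP2A, were also higher in thymus (6 adjusted over the list alone, median 2.77), 4 of them in testes. In ovary the cholesterol transport protein STAR was 5.77 ± 0.29 log2 higher (SE, limma adjusted p = 8.60e-11). Here 7 of 7 follicle and steroid genes passed (7 adjusted over the list alone, median 3.03), 3 without mouse or without rat, and 5 of the 7 were higher in testes too. The oocyte genes BMP15 and GDF9, growth factors of the egg, were both called (2 adjusted over the list alone, median 2.43) but gave 0.15 and -0.30 in human ovary against 5.45 and 5.16 in mouse, and neither passed without mouse or without rat. In spleen both measured members of the B cell list were higher (2 adjusted over the list alone, median 3.82), 1 without mouse. They are CD79B and CXCL13, a chemokine that draws B cells. Genes called higher and lower numbered 555 and 733 in testes and 374 and 498 in thymus. In spleen they numbered 324 and 384 and in ovary 103 and 67. With tissue labels shuffled within each species, 6 of 100 splits of the 27 samples, the real one included, gave as many ovary calls. The other splits gave up to 969, with a median of 0. A shuffled label can fall on the same tissue in several species, and the split then counts genes of that tissue. This test therefore does not decide whether the ovary count stands apart from chance. Quantile normalization turned the balance in thymus, to 552 higher and 357 lower, and in spleen, to 454 and 251. With 1 species left out the higher counts ran from 139 to 731, 126 to 421, 79 to 411 and 4 to 328 in the same order, and the lower counts from 17 to 1463, 77 to 744, 31 to 956 and 1 to 233.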

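Pancreas enzyme genes were high in spleen and liver, and other lists for cells outside the 9 organs had few measured members. CPB1, a carboxypeptidase of pancreatic juice, was 6.47 ± 0.74 log2 higher in spleen than in the other 8 tissues (SE, n = 3 species, limma adjusted p = 1.08e-05). All 4 measured pancreas genes were higher in spleen (4 adjusted over the list alone, median 3.18) and in liver (4 adjusted over the list alone, median 2.88). The spleen calls numbered 1 without mouse and 1 without rat. PNLIPRP1, a lipase-related protein of the pancreas, gave -0.11 log2 in human spleen against 4.73 in mouse and 4.64 in rat. Without mouse and rat spleen the spleen counts of all genes were 76 higher and 14 lower. Of 3 erythroid genes 2 were higher in spleen (3 adjusted over the list alone, median 1.92) and none without mouse or without rat: the red cell anion exchanger SLC4A1 gave -0.67 in human, 5.95 in mouse and 2.61 in rat. Skeletal muscle had 1 of 2 genes higher in heart (2 adjusted over the list alone), the alpha-actin ACTA1 by 4.76 ± 0.28 log2 (SE). Fat cells had 1 of 5 in heart (1 adjusted over the list alone), the fatty acid carrier FABP4 by 3.95, none without mouse or without rat. Smooth muscle had 1 of 4 in heart (1 adjusted over the list alone, median 0.66), the intermediate filament DES by 4.79. More of its genes were called in lung, 2 of 4 (3 adjusted over the list alone, median 1.63). In ovary it was 2 of 4 as well (2 adjusted over the list alone, median 1.36). For lists without an organ among the 9, the tissue given is the one with the largest mean difference in these data. Of the 2 measured colon epithelium genes LGALS4, a galectin of the gut, was higher in liver (1 adjusted over the list alone) with 4.27 in human, 0.25 in mouse and 0.17 in rat, and it was not called without human or without mouse. Embryonic and fetal genes had 1 of 3 higher in ovary (1 adjusted over the list alone), the growth factor MDK by 2.09, and none with any species left out. The single ribosomal protein gene measured, RPL4, was not called higher by limma in any of the 9 tissues (0 at an unadjusted p under 0.05 as well), and its largest rise, 0.50 log2 in spleen, had an adjusted p of 0.249. It was called lower in testes, with a difference of -0.96 log2 (limma adjusted p = 0.0204). The mean of RPL4 over the 3 species was 6.14 log2 in spleen (SD 2.04) and 5.64 over the other 8 tissues. Both lie below 6.5, so these differences rest on a weak signal of 1 gene.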

**Figure 5:**
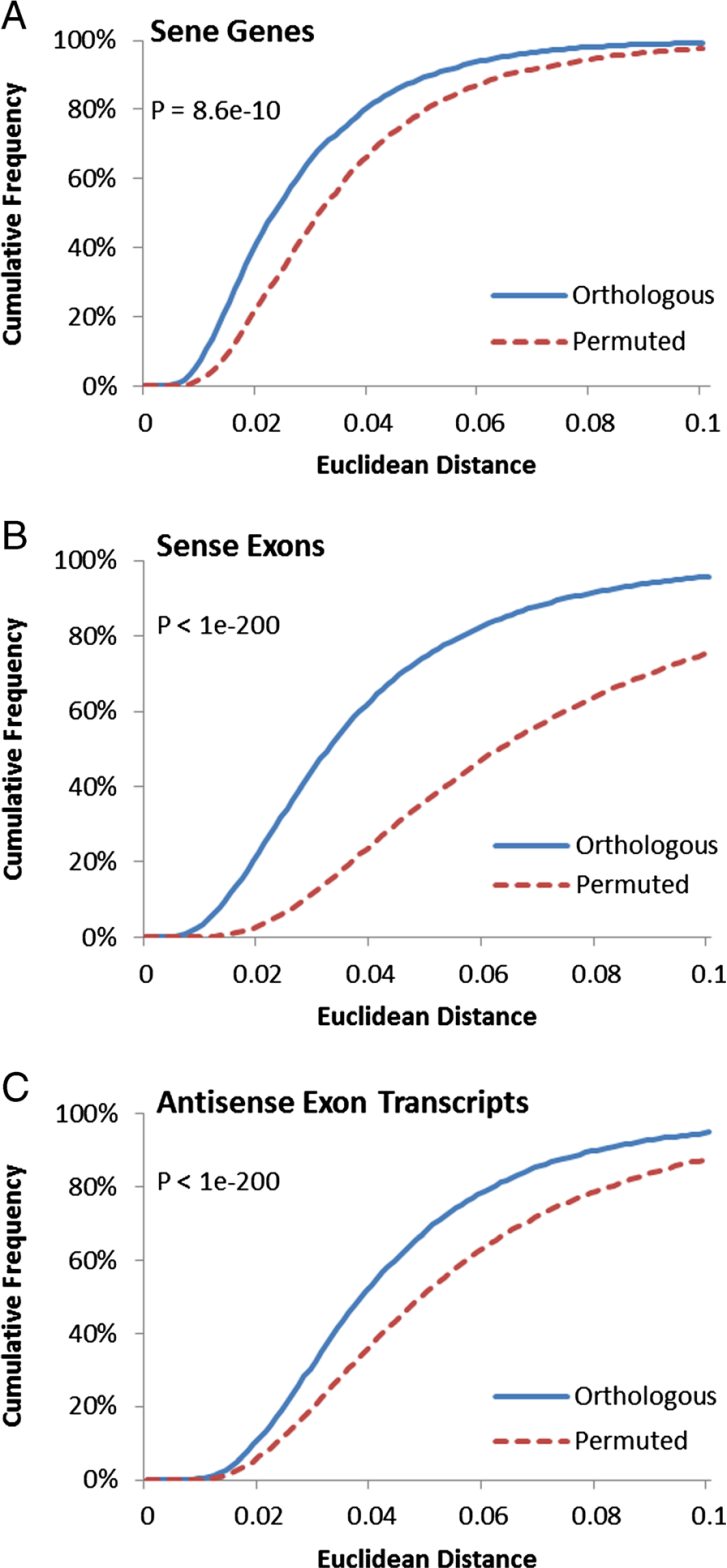
**Cumulative frequency of mouse/rat orthologous transcripts at gene and exon level against permuted pairs.** Vertical axis represents cumulative frequency. Horizontal axis represents expression divergence, calculated using Euclidean distance. Panel **A** shows the expression divergence distribution of protein-coding genes as defined by NCBI HomoloGene build 65 and its permuted pairs. Panel **B** shows the orthologous sense exons. Panel **C** shows antisense exon transcripts at the exon level excluding exons with antisense RefSeq transcripts. Probability density plots are given in Additional file 1: Figure S33.

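For mouse and rat, 95.6% of the orthologous genes lay closer to each other than the mean random pair did. The share was 84.8% between human and mouse and 85.5% between human and rat. The share of random pairs that lie below their own mean is not given here, so these shares lack that baseline. Among mouse/rat orthologs CKM of muscle and NRGN of the synapse, at 0.0143 and 0.0186, lay below the median of 0.0229. FGL1, a protein secreted by the liver, at 0.0651, and MBP of myelin, at 0.0681, lay near the mean of random pairs. The MBP value rests on the probeset kept in each species.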

We extended the same analysis to exon-level expression data. Despite using different intensity thresholds to calculate expression divergence (Figure 4, Figure 5B, and Additional file 1: Figure S30), our results show that the expression divergence between orthologous sense exon transcripts is significantly lower than permuted pairs. 

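Averaged over the core exons of each gene, sense signals of orthologs again lay closer together than those of random pairs. Single orthologous exons could not be matched, since the sequences behind the match by DNA identity are not among the files, and the mean of all core exon probesets of a gene was used in their place. The mean distance was 0.0376 against 0.0589 for random human/mouse pairs (n = 11091 genes), 0.0415 against 0.0668 for human/rat (n = 5486) and 0.0278 against 0.0690 for mouse/rat (n = 5357). The share of genes closer than the mean random pair was 85.2%, 85.9% and 95.7%, again without the share of random pairs below their own mean as a baseline. Over the 9 tissues the mean r of the orthologs was 0.452, 0.458 and 0.748. None of 100000 random pairings of the same genes came as low in distance (permutation test, p = 1e-05, the smallest they can give).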

Our results consistently demonstrate a stronger correlation between expression profiles of orthologous tissues than non-orthologous tissues as shown by the diagonal lines representing orthologous tissues between 2 organisms on the heatmap (Figure 4). 

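At the exon level too, matching tissues were more alike on average than others, with brain, spleen and thymus the most alike and testes the least. Across the 5305 genes with core exons in all 3 species, Pearson's r of matching tissues, from the mean of the exon probesets of a gene, averaged 0.755 between human and mouse, 0.754 between human and rat and 0.863 between mouse and rat. Other tissue pairs averaged 0.599, 0.599 and 0.620. Human and mouse thymus reached 0.801 and mouse and rat brain 0.901, while testes gave 0.605 between human and mouse and 0.836 between mouse and rat. Kidney gave 0.769 between human and mouse, 0.780 between human and rat and 0.871 between mouse and rat. Human brain and mouse kidney, which do not match, gave 0.470. These correlations are across genes, which are not independent replicates.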

As an example, the Pearson’s correlation between mouse and rat kidney is 0.72 while the correlation between mouse kidney and human brain is 0.44 (Additional file 1: Figure S31). Thus, our results validated our experiment and suggested that our analytical procedures are suitable for studying expression divergence in exon transcripts.

### Antisense transcript expressions suggest selective pressure

The same method for analyzing sense expression divergence at the exon level was used to analyze antisense expression divergence. Expression signal detected by each exon-specific probeset on the antisense array was treated as one antisense transcript. Using BLAST, we identified 7,460, 5,836 and 18,346 orthologous antisense transcripts for human/mouse, human/rat and mouse/rat comparisons, respectively. Student’s t-test with unequal variance between the expression divergence of orthologous antisense transcripts and that of permuted pairs suggests that the expression divergence of orthologous antisense transcripts are significantly lower from their respective permuted pairs in all 3 comparisons (p-value < 10^-8^; Figure 5C; Additional file 1: Figures S32A, S33A, and S35). Using different intensity thresholds (full set of orthologous exons without threshold, intensity of at least one orthologous probeset to be above 6.5 which is the intensity threshold for DABG p-value of less than 0.01, or intensity of at least one orthologous probeset to be above 8) also showed that the expression divergence of orthologous exons for antisense transcripts are significantly lower. At the same time, the Pearson’s correlations of expression divergence between permuted pairs (Additional file 1: Figures S32B, and S33B) are close to zero which is similar to that reported by [36]. However, it had been suggested that Pearson’s correlation and Euclidean distance can produce different results [37] and a novel randomization procedure had been proposed recently [38]. Using the randomization procedure proposed by [38], we arrive at the same conclusion that the expression divergence of orthologous antisense transcripts are significantly lower than their respective permuted pairs regardless of intensity thresholds (Additional file 1: Figure S34). This suggests that our results are not artifacts due to the use of Euclidean distance, different randomization methods or intensity thresholds. Therefore, our results suggest that the expressions of antisense transcripts are under selective pressure and their expressions are evolutionarily conserved which in agreement with the roles of antisense transcripts proposed by a large number of recent studies across different species (reviewed in [39,40]).

Our results show that the average difference between the expression divergence of the sense orthologs and its permuted counterparts is larger than the average difference between that of the antisense orthologs and its permuted counterparts (Figures 5B and 5C). This may imply on the extent of selective pressure on antisense transcripts. Permuted pairs approximate a purely neutral evolution of gene expression without selective pressure [23]. Hence, the deviation from permuted pairs may approximate the strength of selective pressure on top of a neutral background. Therefore, our results suggest that antisense expression is subjected to less selective pressure compared to sense expression.

### Positive correlation between sense and antisense expression

Our results showed positive correlation between the sense and antisense expressions for all 30 tissues (Additional file 1: Figure S36-S39), demonstrating consistency across the 3 species. The Pearson’s correlation coefficient ranged from 0.333 (human brain) to 0.627 (rat thymus). Our result also showed positive correlation between sense and antisense divergence (Figure 6, r = 0.4437). This corroborates studies suggesting that sense and antisense expressions are positively correlated [36,41]. [36] reported that more sense/antisense pairs were positively correlated than negatively correlated, leading [36] to a conclusion that negative correlation between sense/antisense pairs are rare events. This is supported by [41] showing positive correlation between sense/antisense pairs in human breast epithelium and verified these findings with strand-specific quantitative PCR. However, our results corroborates [36], showing a large range of correlations between sense and antisense expressions. This may suggest a degree of independence between the regulation of sense and antisense expression. In addition, [36] reported that sense transcript detection occurred about 10 cycles earlier than antisense transcript detection using strand-specific quantitative PCR and [31] had reported lower antisense expression than their protein coding counterparts. This suggests even though both sense and antisense transcripts are present at the same time, there is a net abundance of sense transcripts.

**Figure 6:**
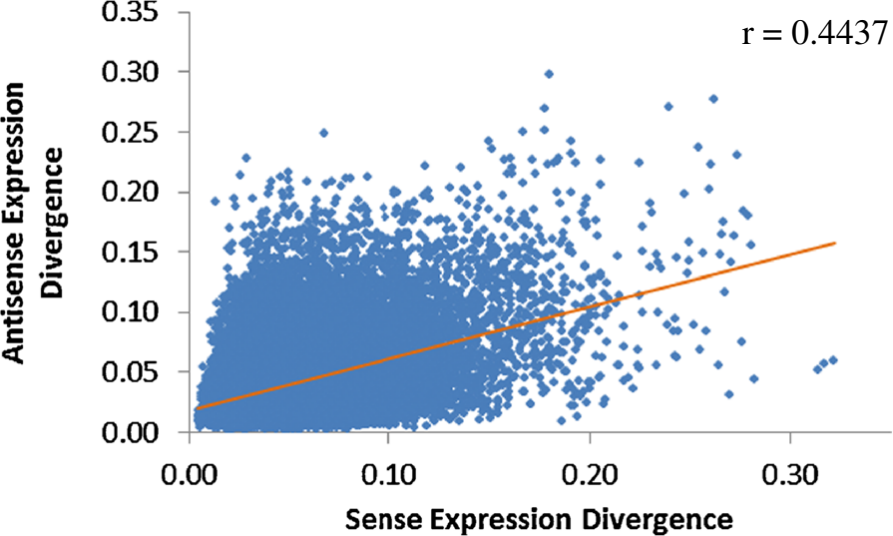
**Correlation between sense and antisense expression divergence.** The linear regression line is shown in orange.

Consistent positive correlation between sense and antisense divergence may suggest an over-arching regulatory mechanism for both sense and antisense expression while the large proportion of uncorrelated sense and antisense expression may suggest a layer of independent regulation. Chromatin structure had been shown to affect the accessibility of RNA polymerase II and other transcription factors to the site of transcription by means of methylation and acetylation [42,43]; thereby, playing an important factor in regulating gene expression. However, the role of chromatin structure in antisense transcript regulation had only been recently reported by [10] using chromatin immuno-precipitation and demonstrated positive correlation between *cis*-NAT promoter activity, the presence of RNA polymerase II histones modification and the resulting antisense RNA-seq read density, suggesting that chromatin structure also may be involved in *cis*-NAT transcription.

## Conclusion

In summary, we analyzed the expression of antisense transcripts in corresponding tissues across 3 species and found evidence for the conserved expression of these transcripts, similar to what have been observed in protein-coding genes. This supports the idea that expression of antisense transcripts is regulated and subject to selection pressure. Our result is based on a large number of antisense transcripts, supplementing previous studies of the functions of specific antisense transcripts. In addition, the tissue-specific expression pattern of some antisense transcripts might guide future in-depth study of their potential function.

One could argue that the conserved expression of natural antisense transcripts might be a by-product of the regulated and conserved expression of the corresponding protein-coding genes. Chromatin remodelling is one mechanism of gene regulation that makes the DNA sequences accessible to transcriptional protein complexes. It is possible for antisense transcripts to get a “free ride” when this happens in a regulated manner. Further studies are necessary to fully address these possibilities, especially using new technologies like strand-specific RNA-Seq.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ML performed the bioinformatic analysis and drafted the manuscript. YB contributed the randomization procedures and participated in bioinformatics analyses. HW validated the results using PCR. SMW and SXG conceived and oversaw this project. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Figures S1-S39, Supplementary methods and additional figures. Click here for file

Additional file 2 **Supplementary Dataset 1.** List of novel antisense transcripts, with associated sequences, identified in this study. Click here for file

## Data access

Microarray data for this work had been deposited in NCBI GEO as GSE41462 (antisense data) and GSE41464 (sense data). The sense and antisense expression data for various normal tissues in human, mouse and rat will also be accessed at UCSC Genome Browser as a custom track.

# Supplementary material for: Conserved expression of natural antisense transcripts in mammals
**Source:** BMC Genomics. 2013 Apr 12;14:243. doi: 10.1186/1471-2164-14-243
**Supplement:** Additional file 1 — Figures S1-S39, Supplementary methods and additional figures.

Supplementary Figures

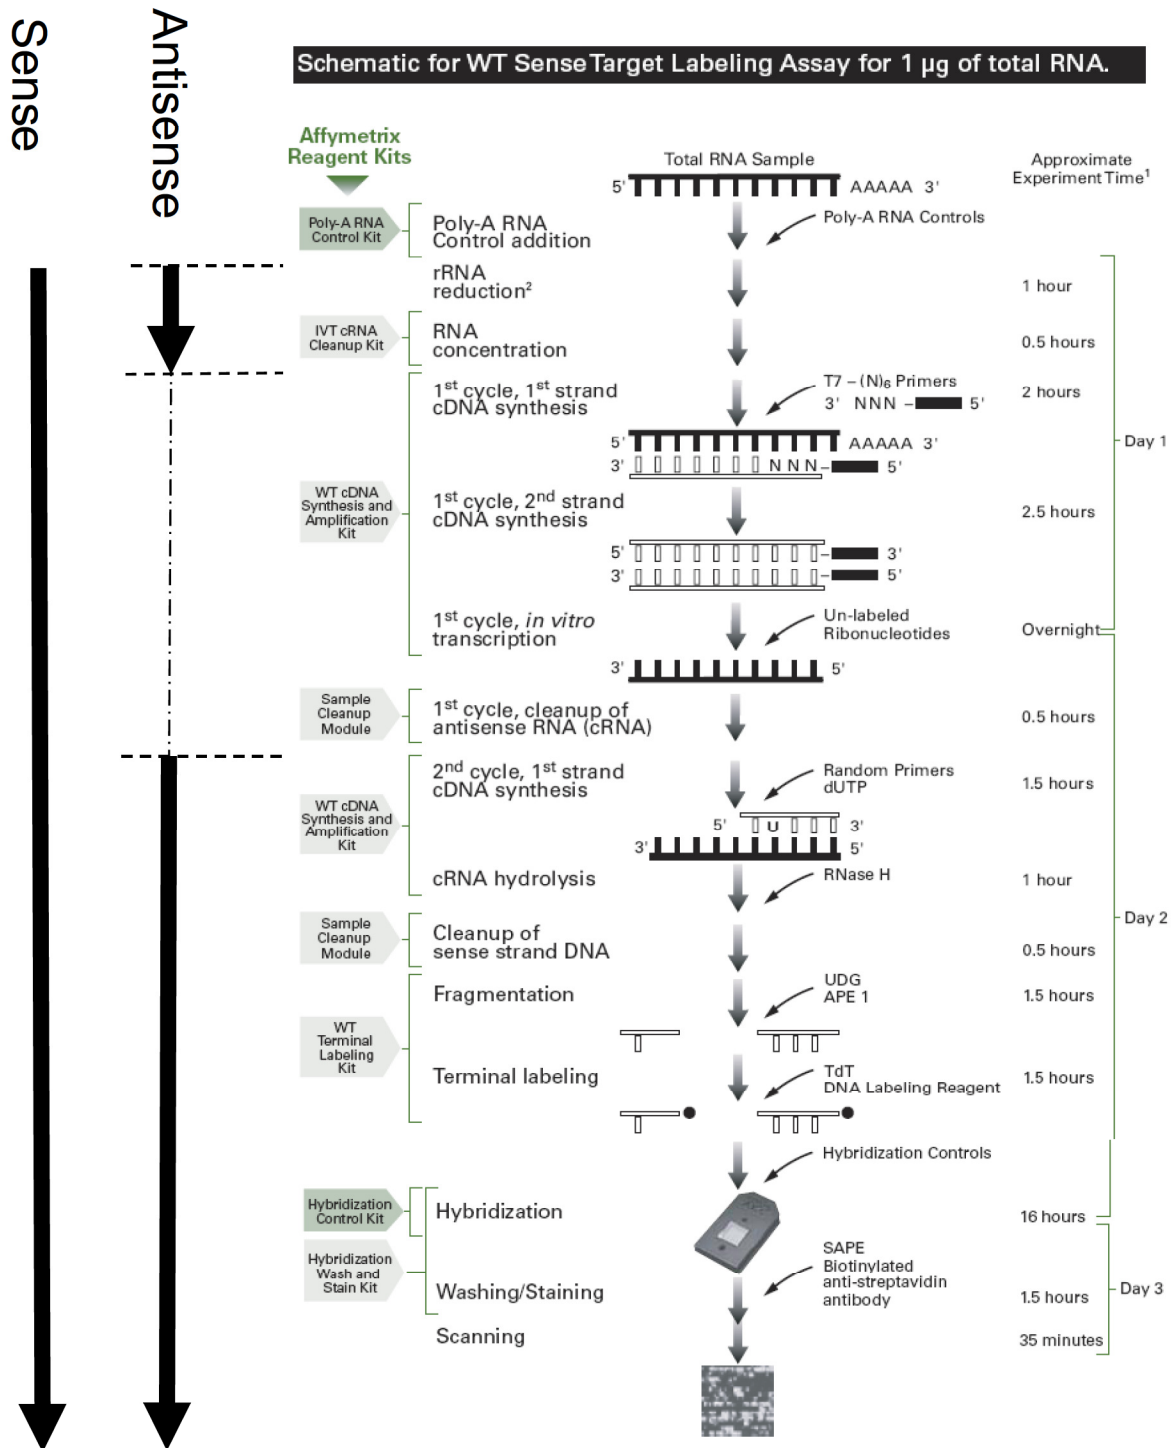

Figure S1. The modified protocol compared with standard Affymetrix protocol. In our antisense transcriptome analysis using Exon array (ATE) protocol, the first cycle cDNA synthesis and *in vitro* transcription is skipped. The image on the right is courtesy of Affymetrix, Inc.

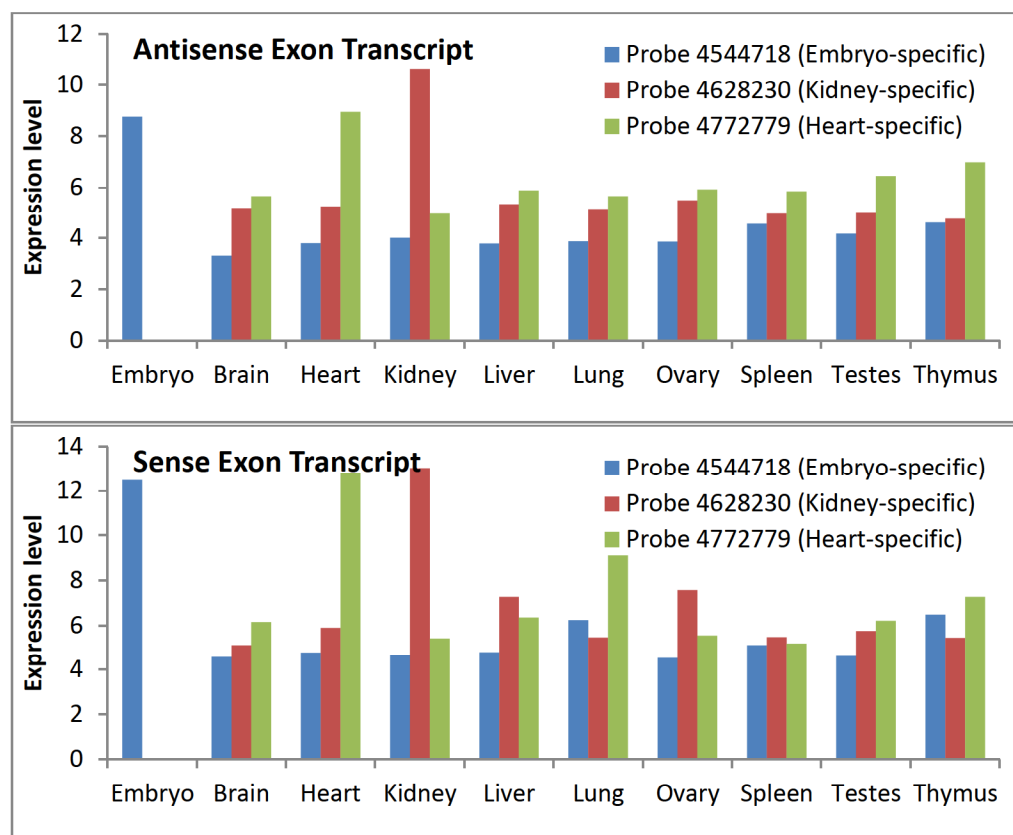

Figure S2. Expression data from microarray for probesets used in strand-specific PCR validation (Figure 4). All 3 probesets are from mouse exon array.

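Sense values of the genes behind these probesets follow muscle and kidney. Miox, the myo-inositol oxygenase of the kidney tubule, had 13.04 in mouse kidney, followed by 7.57 in ovary and a median of 5.62 over the other tissues shared with human and rat (log2, mean of 2 arrays). Ckm, the creatine kinase of muscle, had 12.83 in mouse heart and 12.78 in the whole embryo, with 9.11 in lung. Mylpf, a light chain of fast skeletal muscle, had 12.48 in the embryo (12.55 and 12.42 on its arrays) and at most 6.48, in thymus, elsewhere. Ckm is known from heart as well as skeletal muscle, and the whole embryo holds both.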

A. Probe set ID 4544718

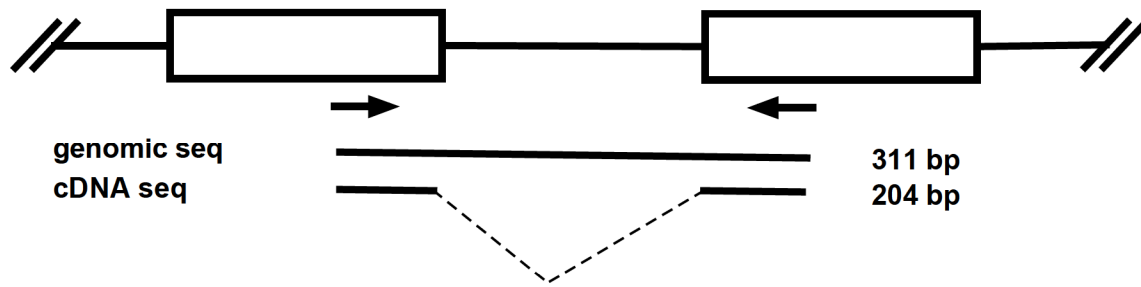

B. Probe set ID 4628230

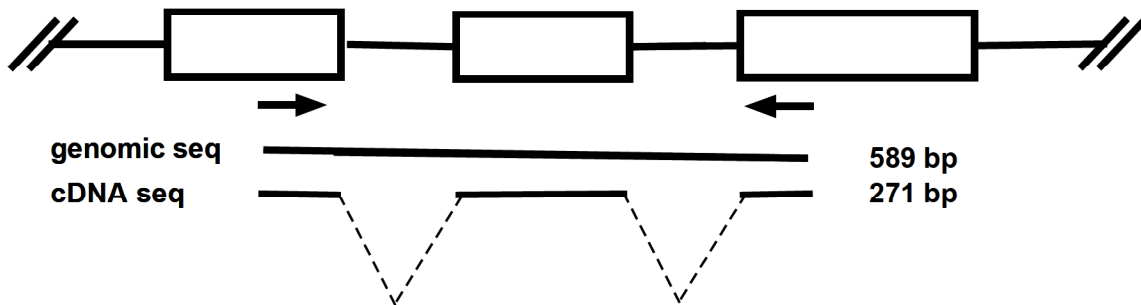

C. Probe set ID 4772779

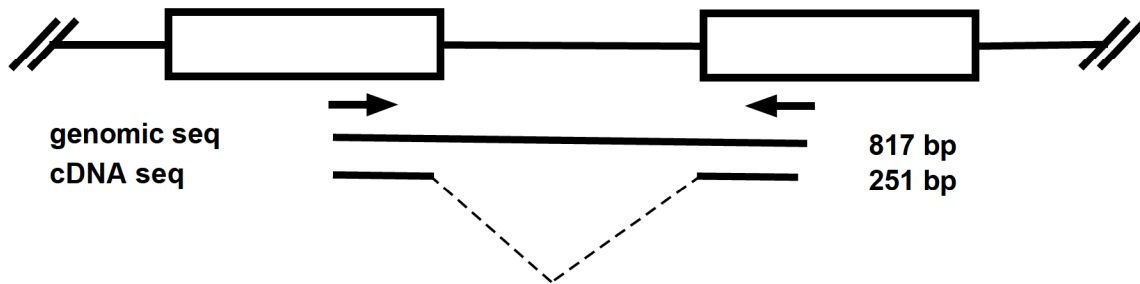

Figure S3. Primer design for strand-specific RT-PCR. For each targeted transcript, the corresponding probe sequence in array was used to map to the reference genome. Sense primer and antisense primer were designed in different exons across one intron (probe 4544718 and 4772779) or two introns/one exon (probe 4628230). Different size from mRNA and genomic DNA for each targeted sequence will determine if the RT-PCR products were from mRNA templates or from genomic DNA contamination. In fact, the sizes of strand-specific RT-PCR fit with the size of corresponding mRNA; therefore, rule out the possibility of genomic DNA contamination.

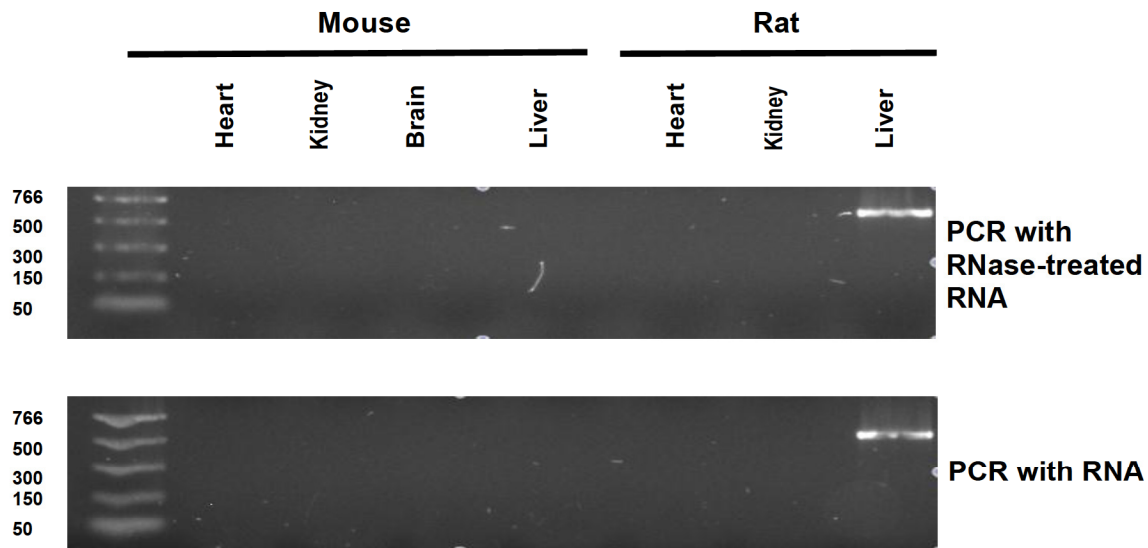

Figure S4. PCR of RNA samples. The issue of genomic DNA contamination: All the RNA samples used for the study were pre-tested for possible DNA contamination. The upper panel shows PCR result using RNase A-treated RNA samples as the templates, the lower panel shows PCR results using RNA directly as the templates. In both tests, all RNA samples show no sign of genomic DNA contamination except one (rat liver RNA), which was not used in validation study.

A.

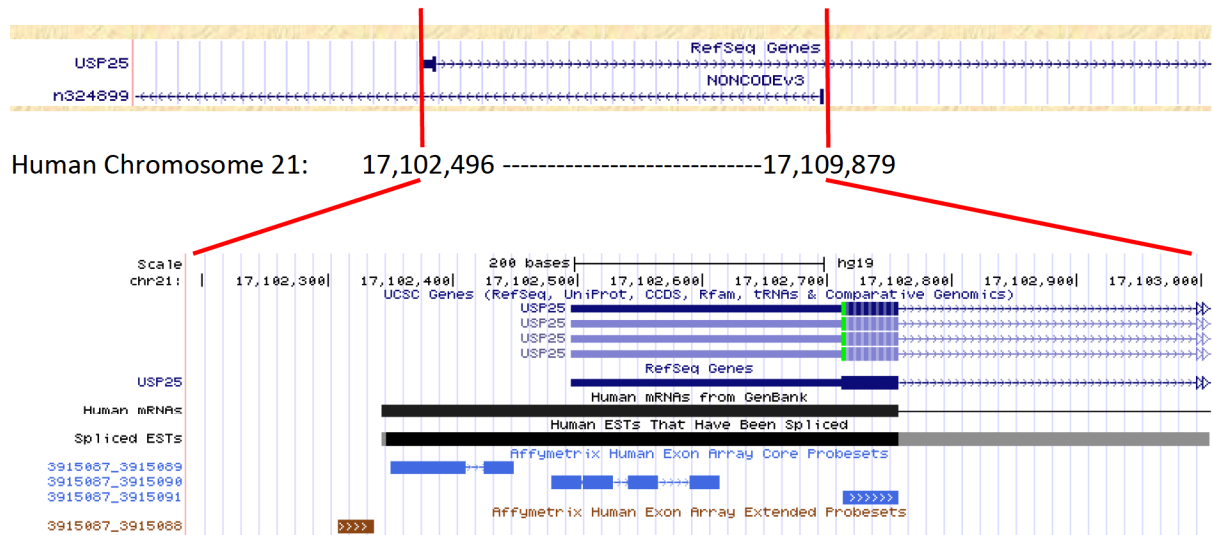

B.

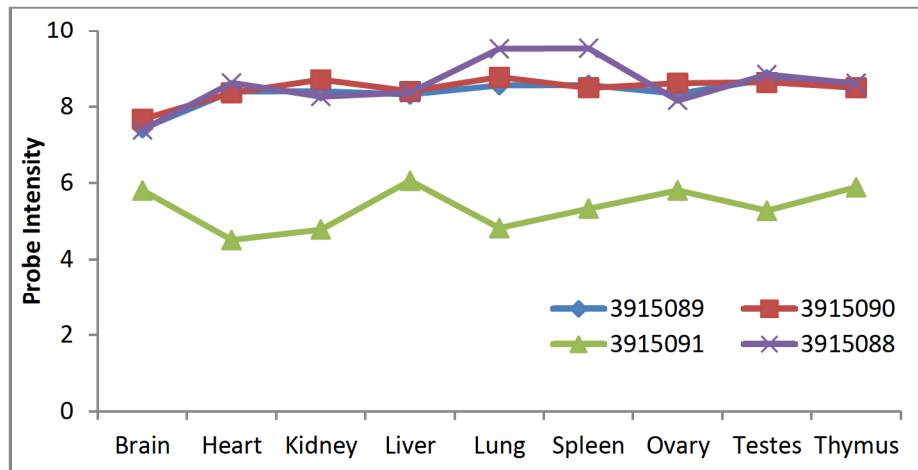

Figure S5. Expression profile of a human long noncoding RNA. Panel A show an overlapping long noncoding RNA identified in NONCODE version 3 (Bu et al., 2012), n324899, which overlaps with human USP25 in chromosome 21 and in the opposite orientation. The region of overlap is between 17,102,496 to 17,109,879 base-pairs, which contain 3 Affymetrix core probesets (probeset IDs 3915089, 3915090 and 3915091) and 1 extended probeset, probeset ID 3915088. Panel B shows the expression profile of the antisense transcript which corresponds to NONCODE transcript ID n324899. **Main Findings: Our antisense microarray results confirm the presence of expected NONCODE transcript.**

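USP25, which codes for a protease that removes ubiquitin, gave a sense signal above 6.5 in all 10 human tissues at the second and the third of these core probesets. The sense signal of the first was lowest in brain, 5.89, and highest in lung, 8.01 (log2, mean of 2 arrays). The second ran from 7.39 in brain to 8.43 in heart, and the third reached 9.41 in heart.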

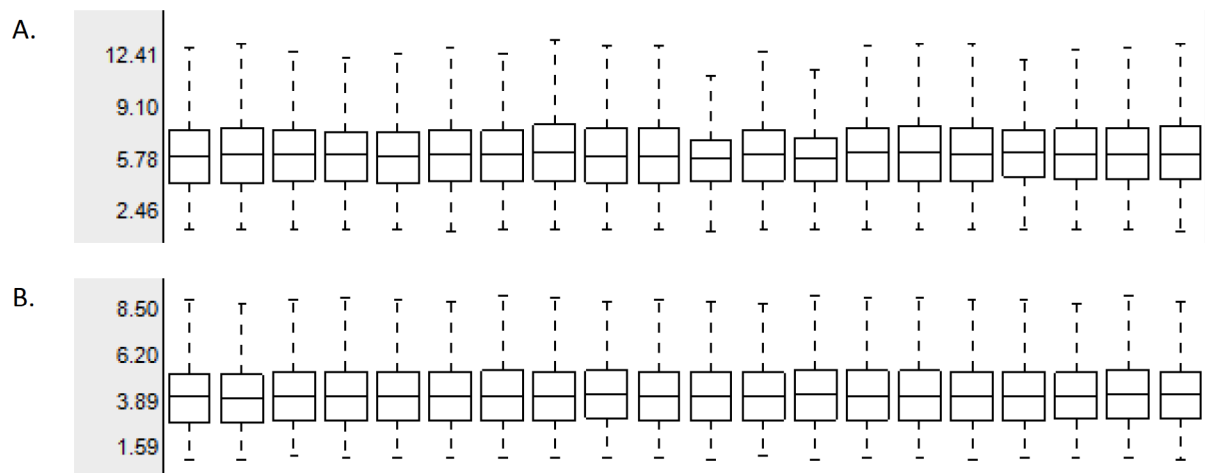

Figure S6. Distribution of core probeset intensity after RMA normalization: human at gene probeset level. Panel A shows intensity of sense gene probesets. Panel B shows intensity of antisense gene probesets. The y-axis represents the probeset intensities. The samples are (from left to right): brain replicate 1, brain replicate 2, colon replicate 1, colon replicate 2, heart replicate 1, heart replicate 2, kidney replicate 1, kidney replicate 2, liver replicate 1, liver replicate 2, lung replicate 1, lung replicate 2, ovary replicate 1, ovary replicate 2, spleen replicate 1, spleen replicate 2, testes replicate 1, testes replicate 2, thymus replicate 1, and thymus replicate 2.

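The distribution of the human sense gene probesets differed little between the 10 tissues. The median of an array was 6.24 ± 0.12 (log2, SD, n = 20 arrays), from 5.98 on the first lung array to 6.44 on the second kidney array, and the quartiles averaged 4.55 and 7.79.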

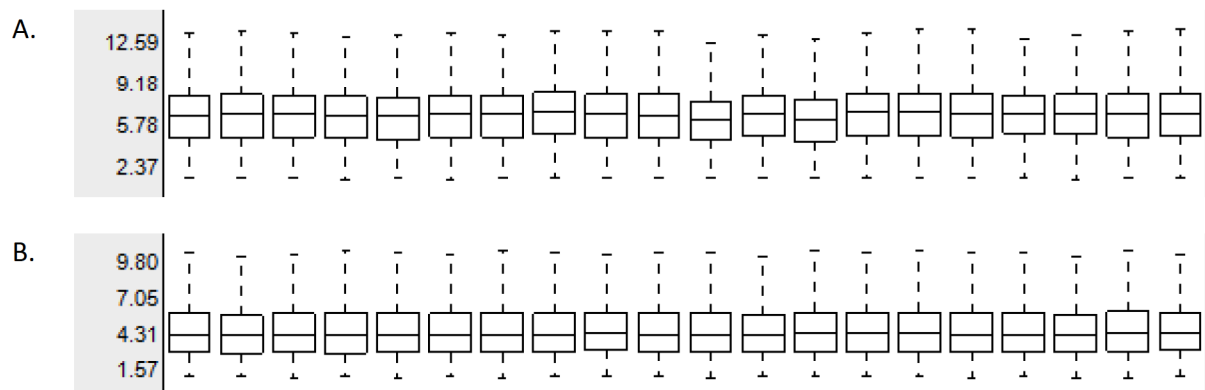

Figure S7. Distribution of core probeset intensity after RMA normalization: human at exon probeset level. Panel A shows intensity of sense exon probesets. Panel B shows intensity of antisense exon probesets. The y-axis represents the probeset intensities. The samples are (from left to right): brain replicate 1, brain replicate 2, colon replicate 1, colon replicate 2, heart replicate 1, heart replicate 2, kidney replicate 1, kidney replicate 2, liver replicate 1, liver replicate 2, lung replicate 1, lung replicate 2, ovary replicate 1, ovary replicate 2, spleen replicate 1, spleen replicate 2, testes replicate 1, testes replicate 2, thymus replicate 1, and thymus replicate 2.

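Human core exon probesets had a median of 6.58 ± 0.17 per array (log2, SD, n = 20 arrays). The lowest array was the first of lung, 6.17, and the highest the second of kidney, 6.86, with quartiles that averaged 4.77 and 8.13.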

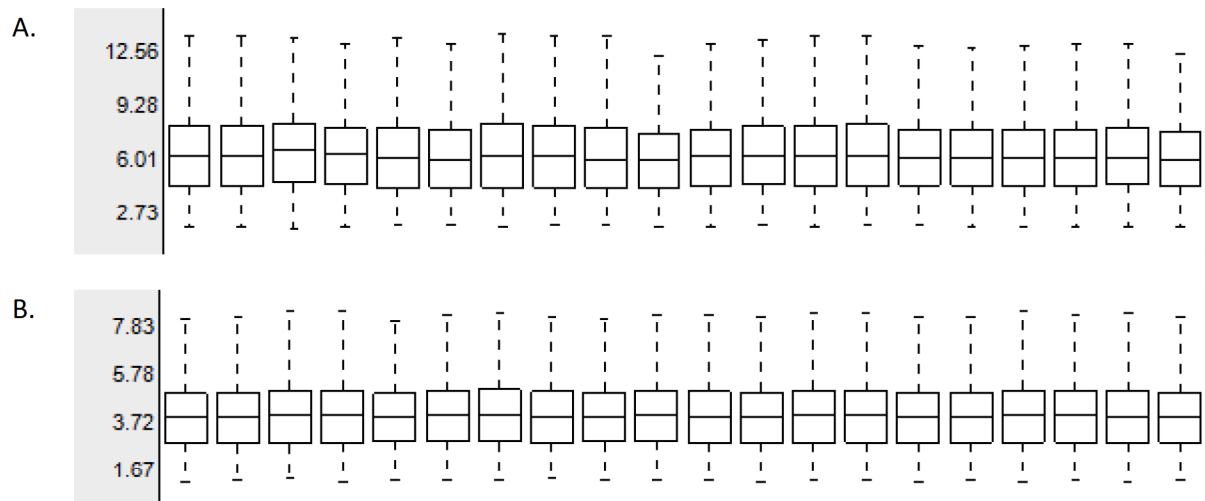

Figure S8. Distribution of core probeset intensity after RMA normalization: mouse at gene probeset level. Panel A shows intensity of sense gene probesets. Panel B shows intensity of antisense gene probesets. The y-axis represents the probeset intensities. The samples are (from left to right): brain replicate 1, brain replicate 2, embryo replicate 1, embryo replicate 2, heart replicate 1, heart replicate 2, kidney replicate 1, kidney replicate 2, liver replicate 1, liver replicate 2, lung replicate 1, lung replicate 2, ovary replicate 1, ovary replicate 2, spleen replicate 1, spleen replicate 2, testes replicate 1, testes replicate 2, thymus replicate 1, and thymus replicate 2.

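In mouse the whole embryo had the highest sense gene median, 6.55 on its first array, and liver the lowest, 5.92 on its second. The mean of the array medians was 6.14 ± 0.14 (log2, SD, n = 20 arrays), with quartiles that averaged 4.39 and 7.89.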

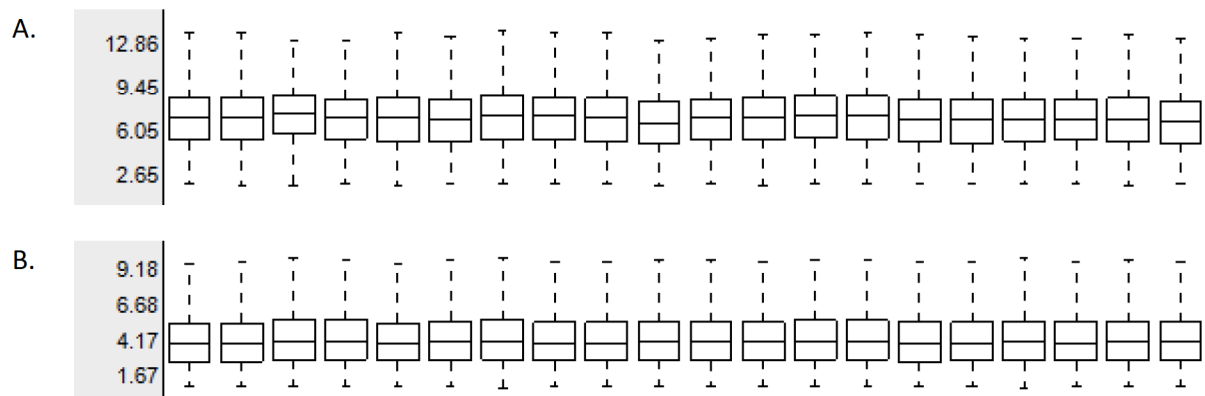

Figure S9. Distribution of core probeset intensity after RMA normalization: mouse at exon probeset level. Panel A shows intensity of sense exon probesets. Panel B shows intensity of antisense exon probesets. The y-axis represents the probeset intensities. The samples are (from left to right): brain replicate 1, brain replicate 2, embryo replicate 1, embryo replicate 2, heart replicate 1, heart replicate 2, kidney replicate 1, kidney replicate 2, liver replicate 1, liver replicate 2, lung replicate 1, lung replicate 2, ovary replicate 1, ovary replicate 2, spleen replicate 1, spleen replicate 2, testes replicate 1, testes replicate 2, thymus replicate 1, and thymus replicate 2.

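On the mouse exon level the embryo was again highest and liver lowest, with medians of 7.32 and 6.56. Over the arrays the median was 6.95 ± 0.19 (log2, SD, n = 20 arrays) and the quartiles averaged 5.20 and 8.48.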

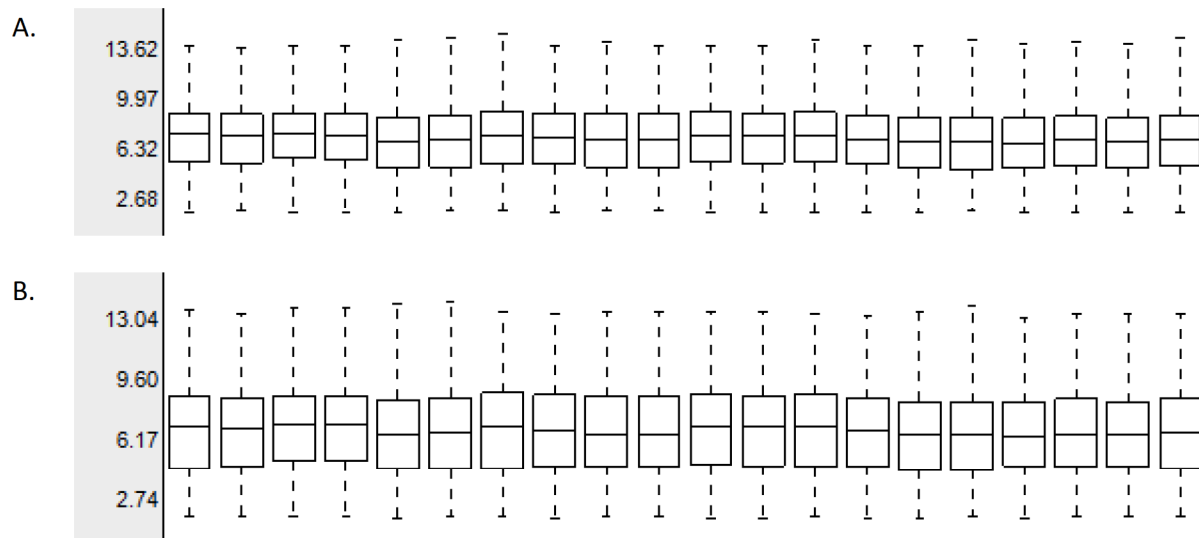

Figure S10. Distribution of core probeset intensity after RMA normalization: rat at gene probeset level. Panel A shows intensity of sense gene probesets. Panel B shows intensity of antisense gene probesets. The y-axis represents the probeset intensities. The samples are (from left to right): brain replicate 1, brain replicate 2, embryo replicate 1, embryo replicate 2, heart replicate 1, heart replicate 2, kidney replicate 1, kidney replicate 2, liver replicate 1, liver replicate 2, lung replicate 1, lung replicate 2, ovary replicate 1, ovary replicate 2, spleen replicate 1, spleen replicate 2, testes replicate 1, testes replicate 2, thymus replicate 1, and thymus replicate 2.

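Rat gene probesets had sense medians of 6.73 ± 0.24 (log2, SD, n = 20 arrays). Testes had the lowest, 6.38, and the embryo the highest, 7.09, both on the first array, and the quartiles averaged 4.72 and 8.61.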

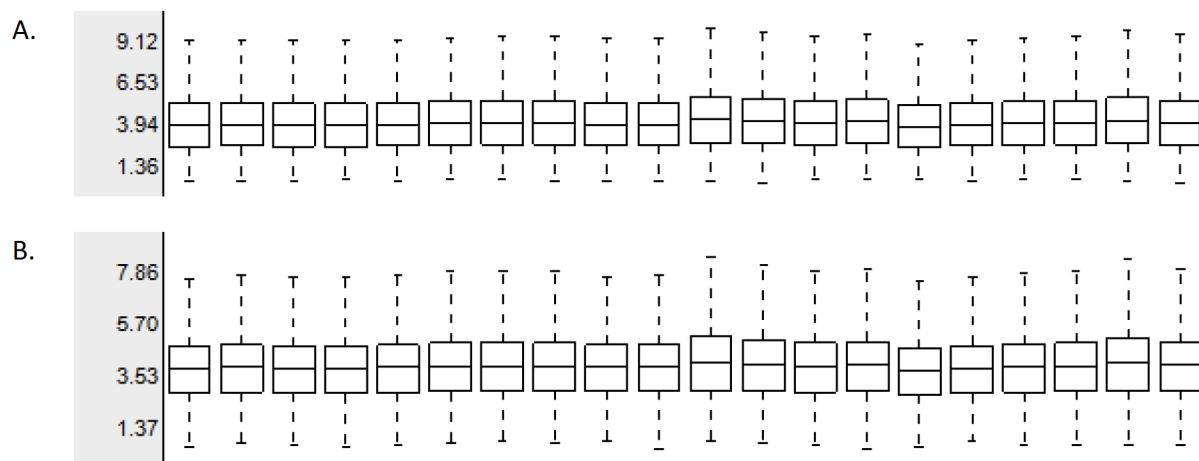

Figure S11. Distribution of core probeset intensity after RMA normalization: rat at exon probeset level. Panel A shows intensity of sense exon probesets. Panel B shows intensity of antisense exon probesets. The y-axis represents the probeset intensities. The samples are (from left to right): brain replicate 1, brain replicate 2, embryo replicate 1, embryo replicate 2, heart replicate 1, heart replicate 2, kidney replicate 1, kidney replicate 2, liver replicate 1, liver replicate 2, lung replicate 1, lung replicate 2, ovary replicate 1, ovary replicate 2, spleen replicate 1, spleen replicate 2, testes replicate 1, testes replicate 2, thymus replicate 1, and thymus replicate 2.

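Rat testes and embryo held the ends of the range on the exon level as well, with medians of 6.74 and 7.36. The mean of the medians was 7.08 ± 0.21 (log2, SD, n = 20 arrays) and the quartiles averaged 5.17 and 8.81.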

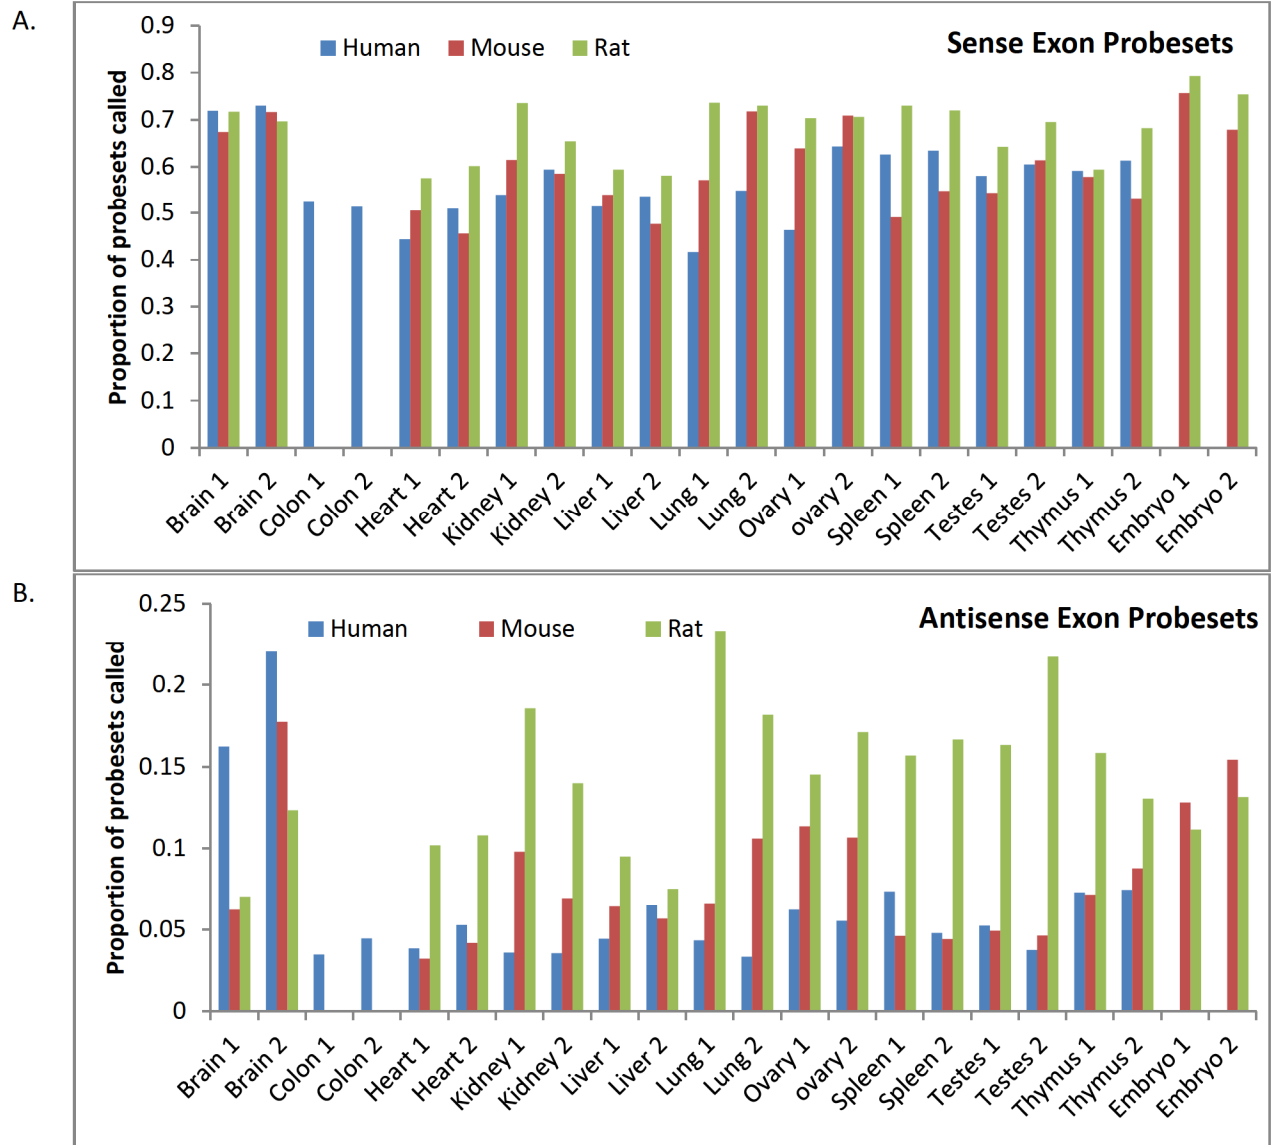

Figure S12. Proportion of exon-level probeset detected above background (DABG), with a detection p-value of < 0.01. Panel A shows sense arrays. Panel B shows antisense arrays. **Main Findings: The proportion of detected probesets in the sense and antisense exon arrays were 61.5% (standard deviation of 9.2%) and 9.6% (standard deviation of 5.5%) respectively, which is relatively consistent with Ge et al. (2008) reporting 41.4% sense detection and 13.4% antisense detection.**

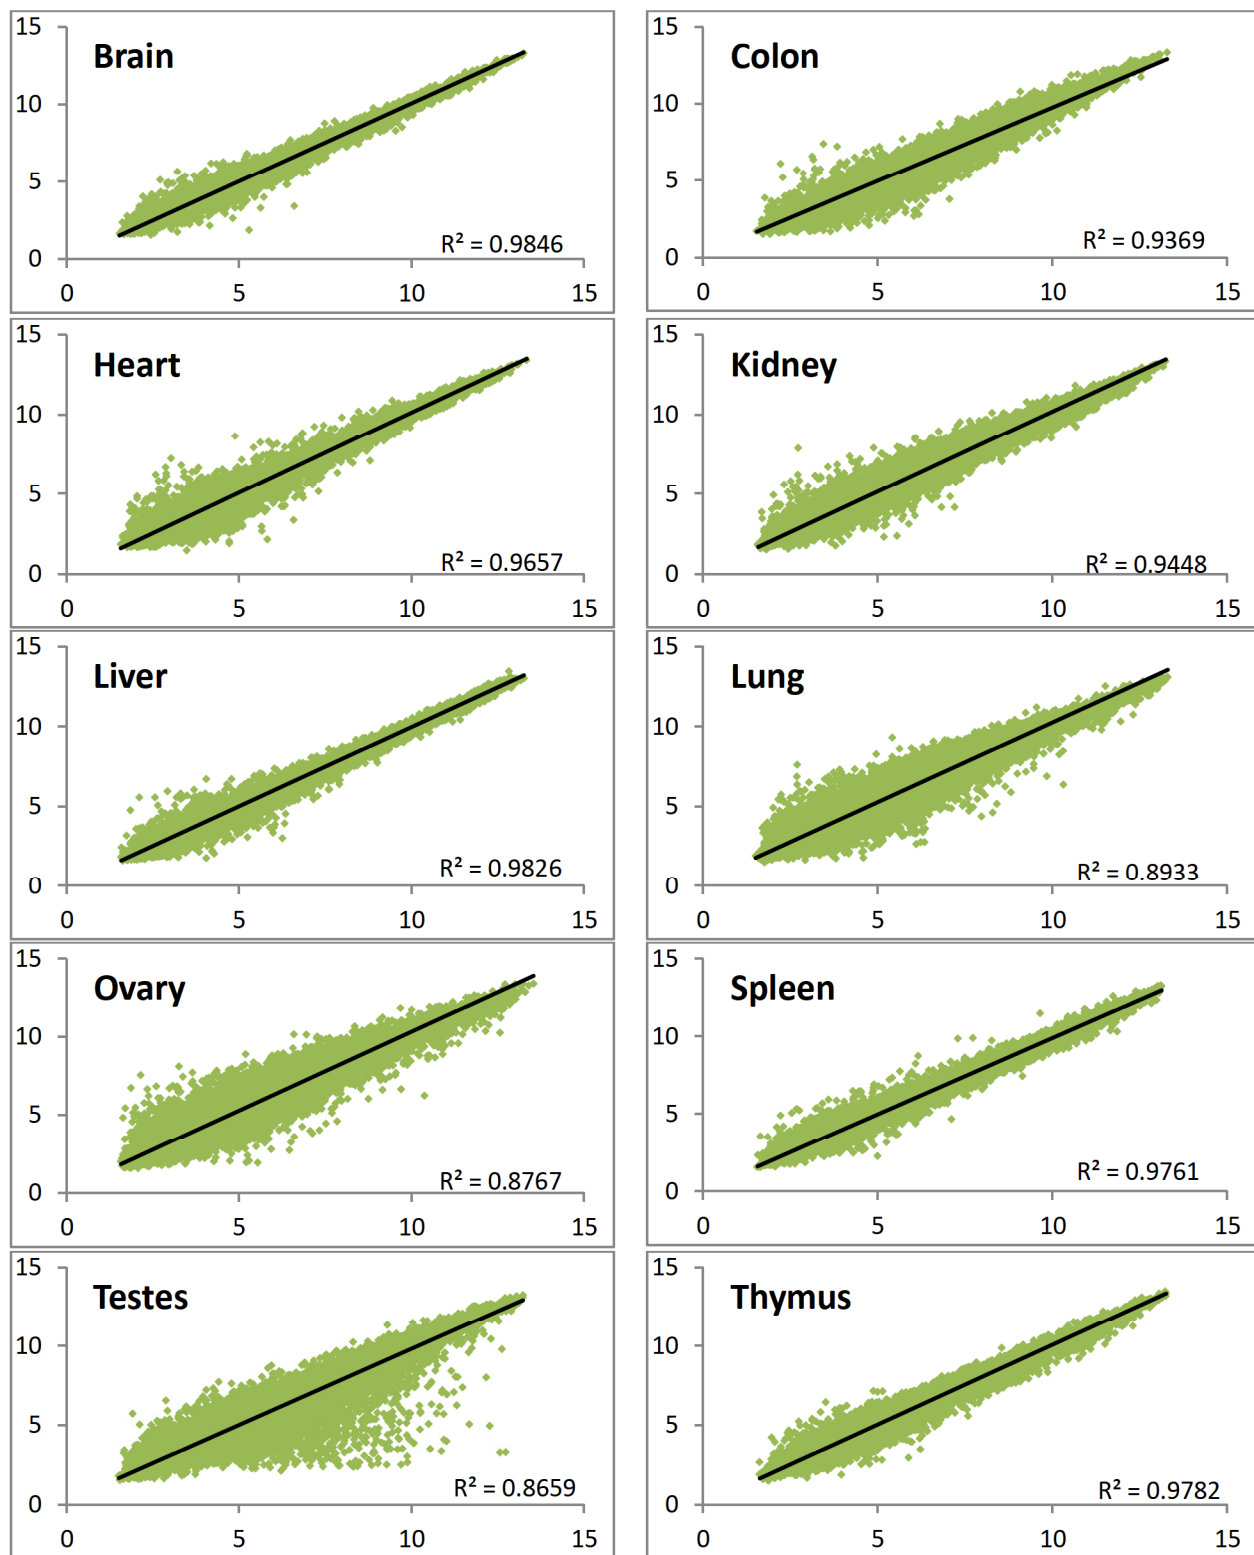

Figure S13. Correlation between intensity of technical replicates (n = 2) for human sense gene array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

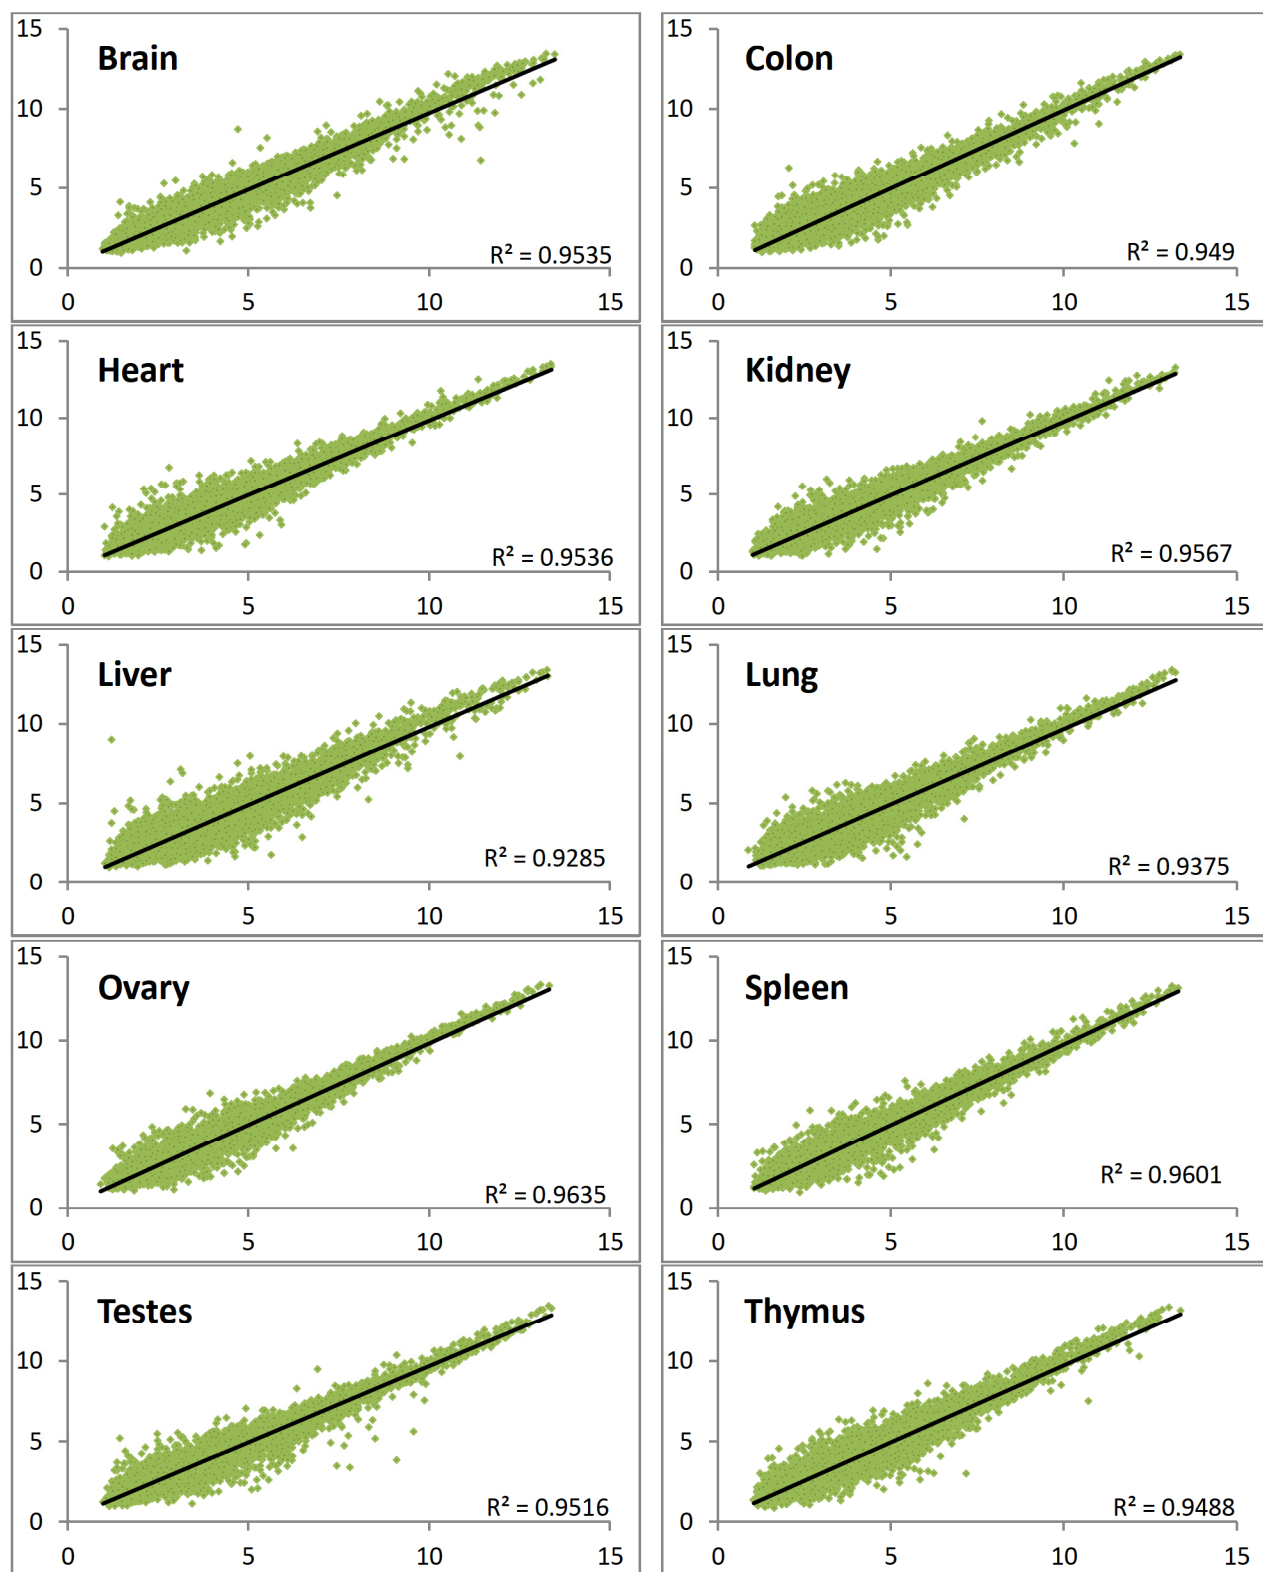

Figure S14. Correlation between intensity of technical replicates (n = 2) for human antisense gene array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

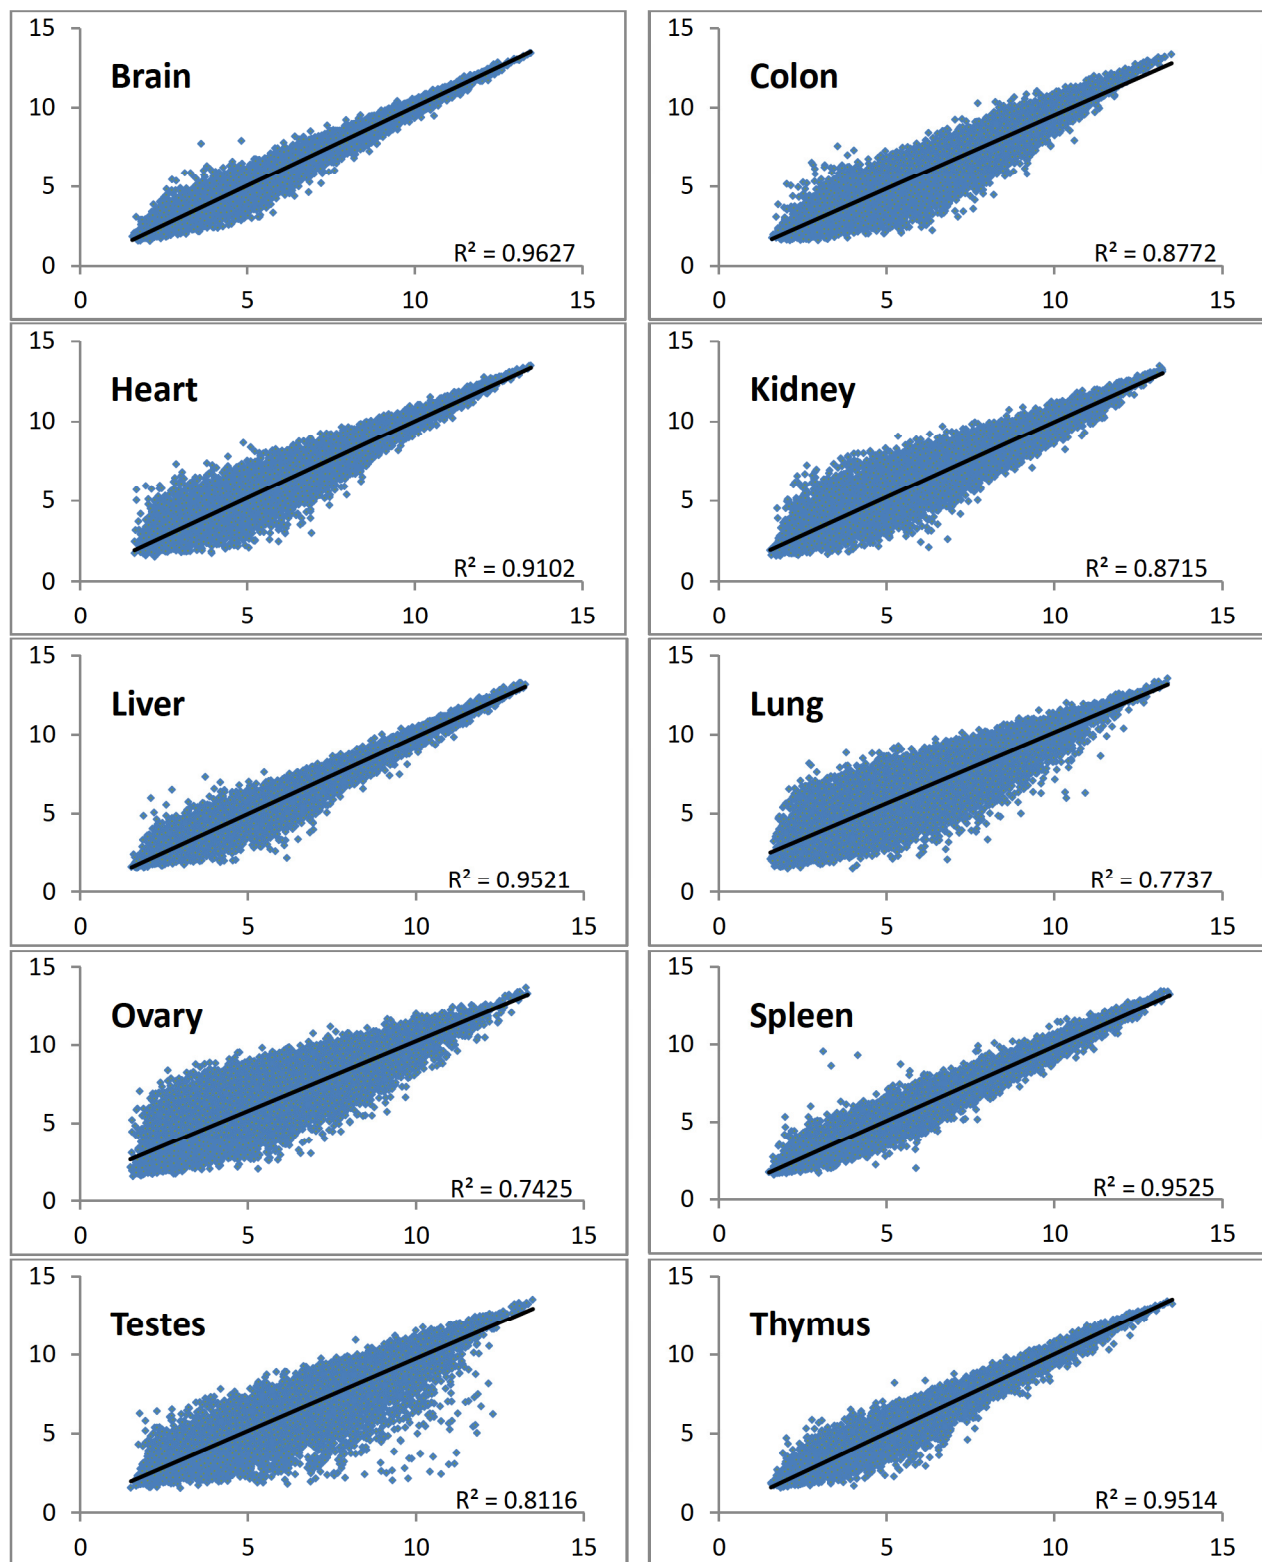

Figure S15. Correlation between intensity of technical replicates (n = 2) for human sense exon array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

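Human ovary, testes and lung had by far the most core exon probesets that differed by over 3 log2 between the 2 arrays. Ovary had 7479, of which 6983 were higher on the second array, and lung 3464, of which 2839 were higher. Testes had 4464 in the other direction, with 4067 lower on the second array, and kidney followed with 1286. On the second arrays ovary and testes had an r of 0.928 with each other across exon probesets.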

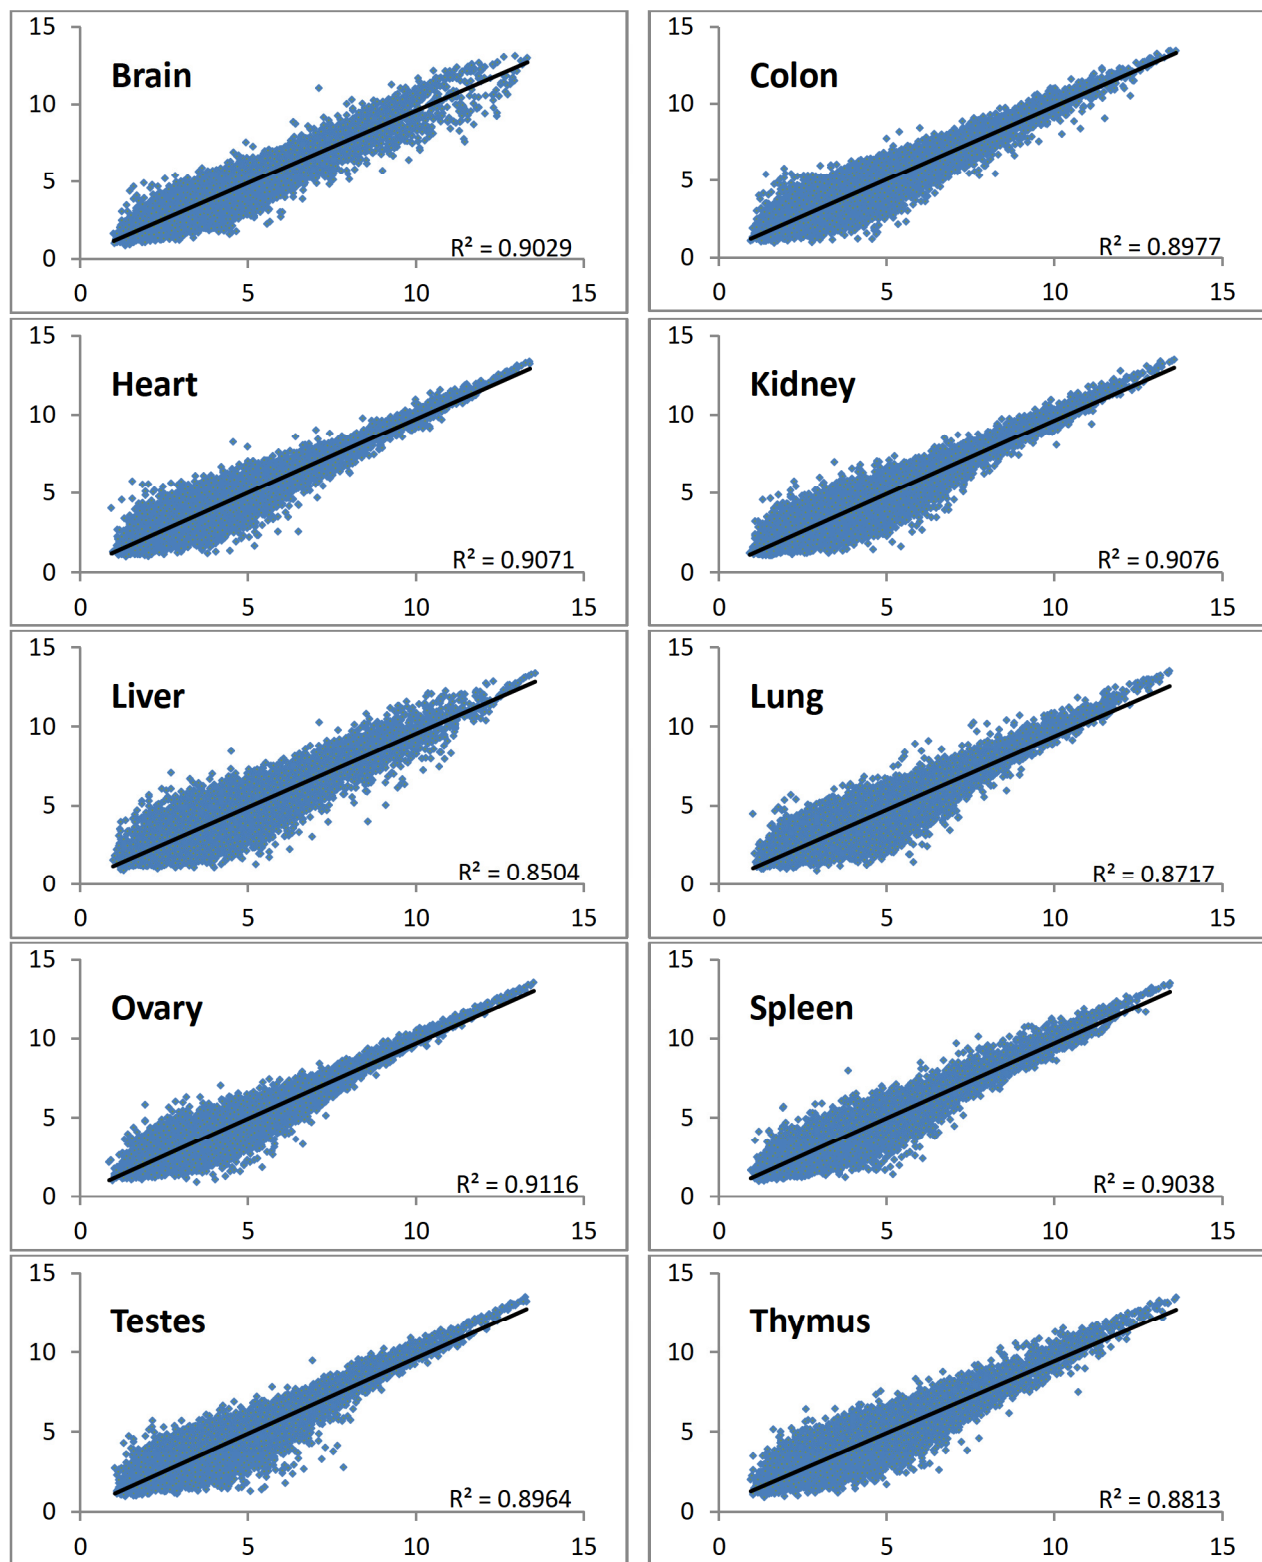

Figure S16. Correlation between intensity of technical replicates (n = 2) for human antisense exon array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

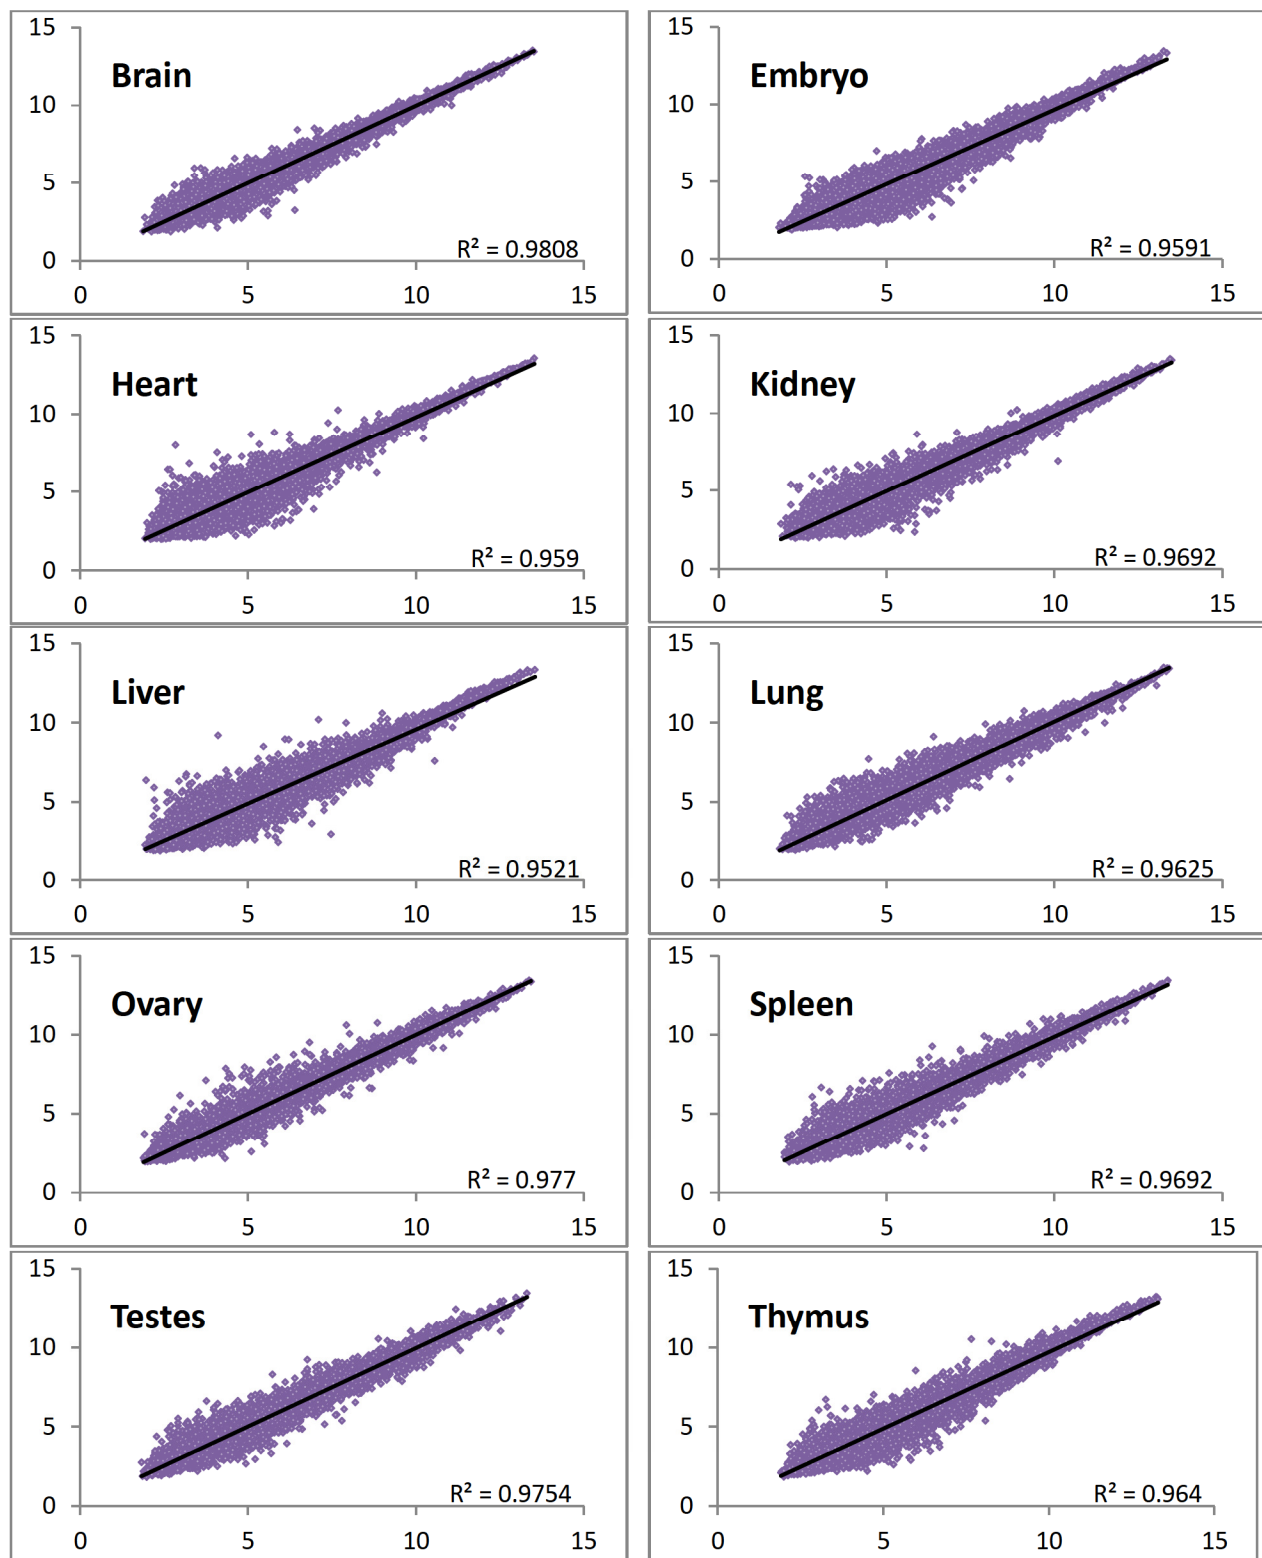

Figure S17. Correlation between intensity of technical replicates (n = 2) for mouse sense gene array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

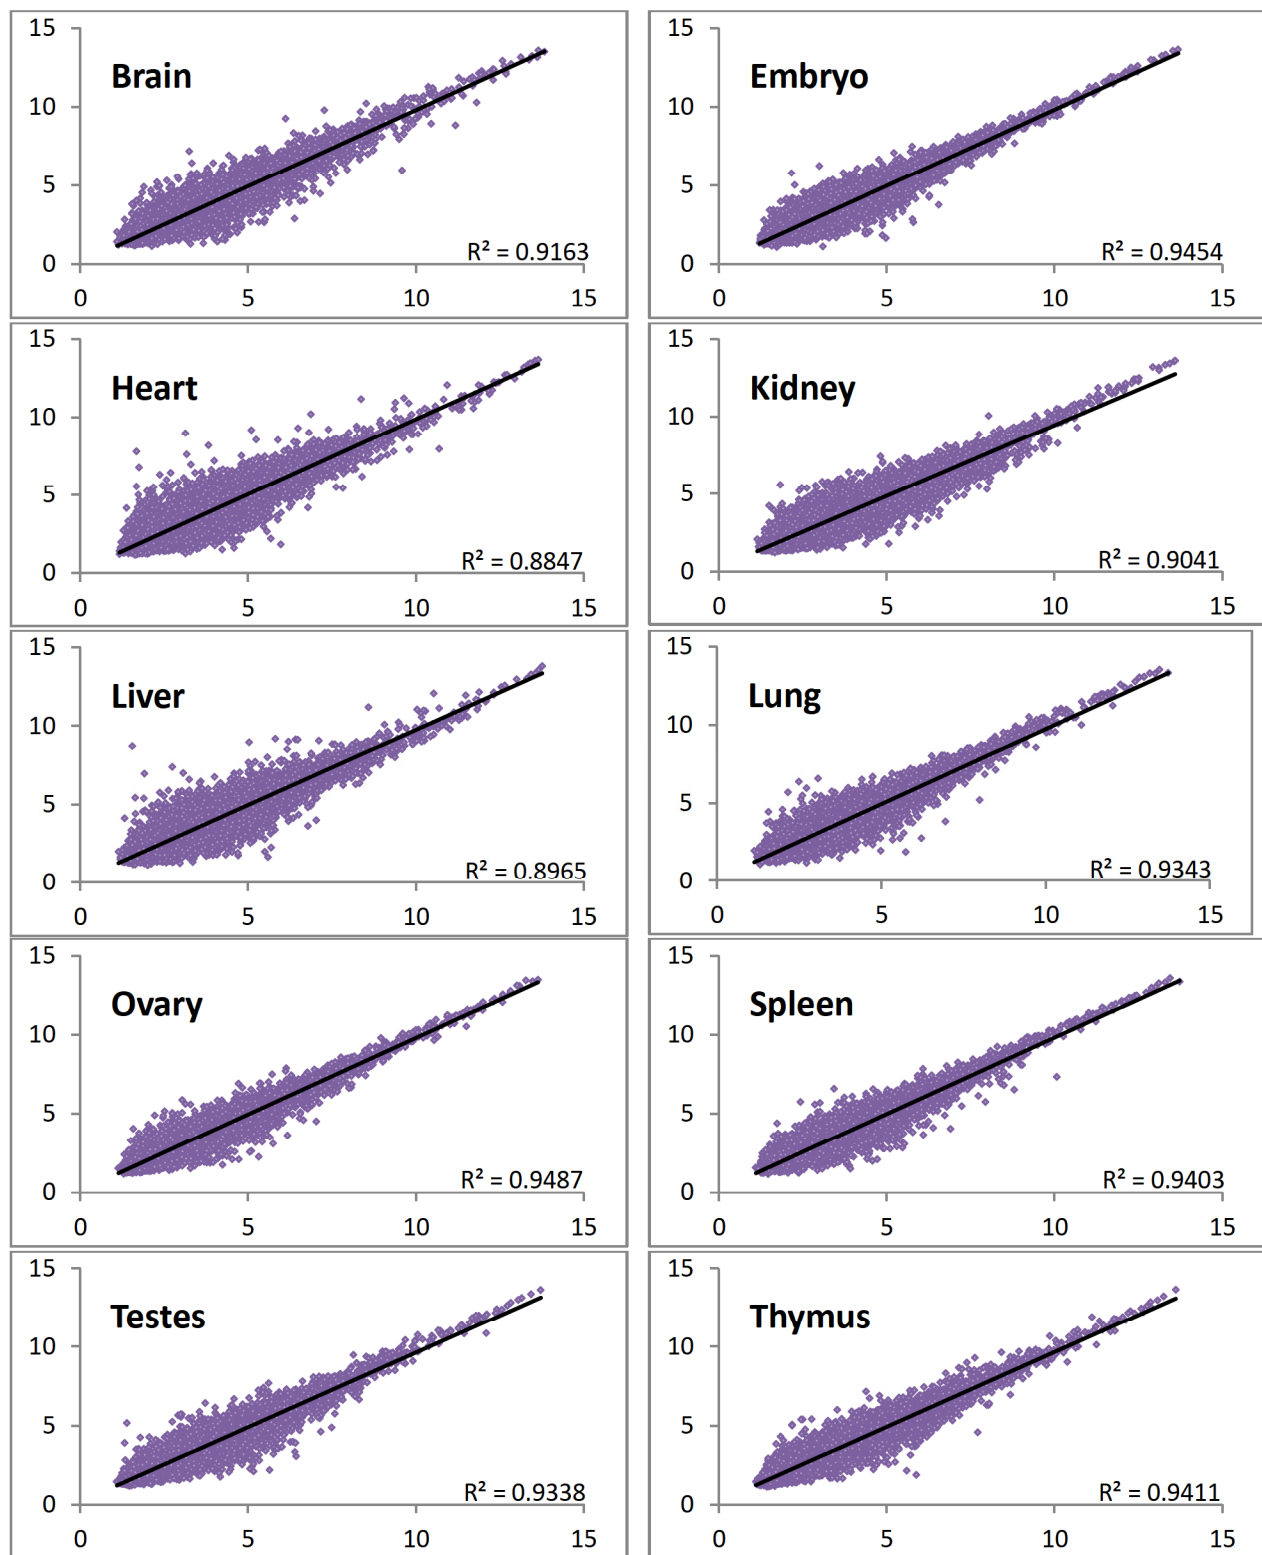

Figure S18. Correlation between intensity of technical replicates ($n = 2$) for mouse antisense gene array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

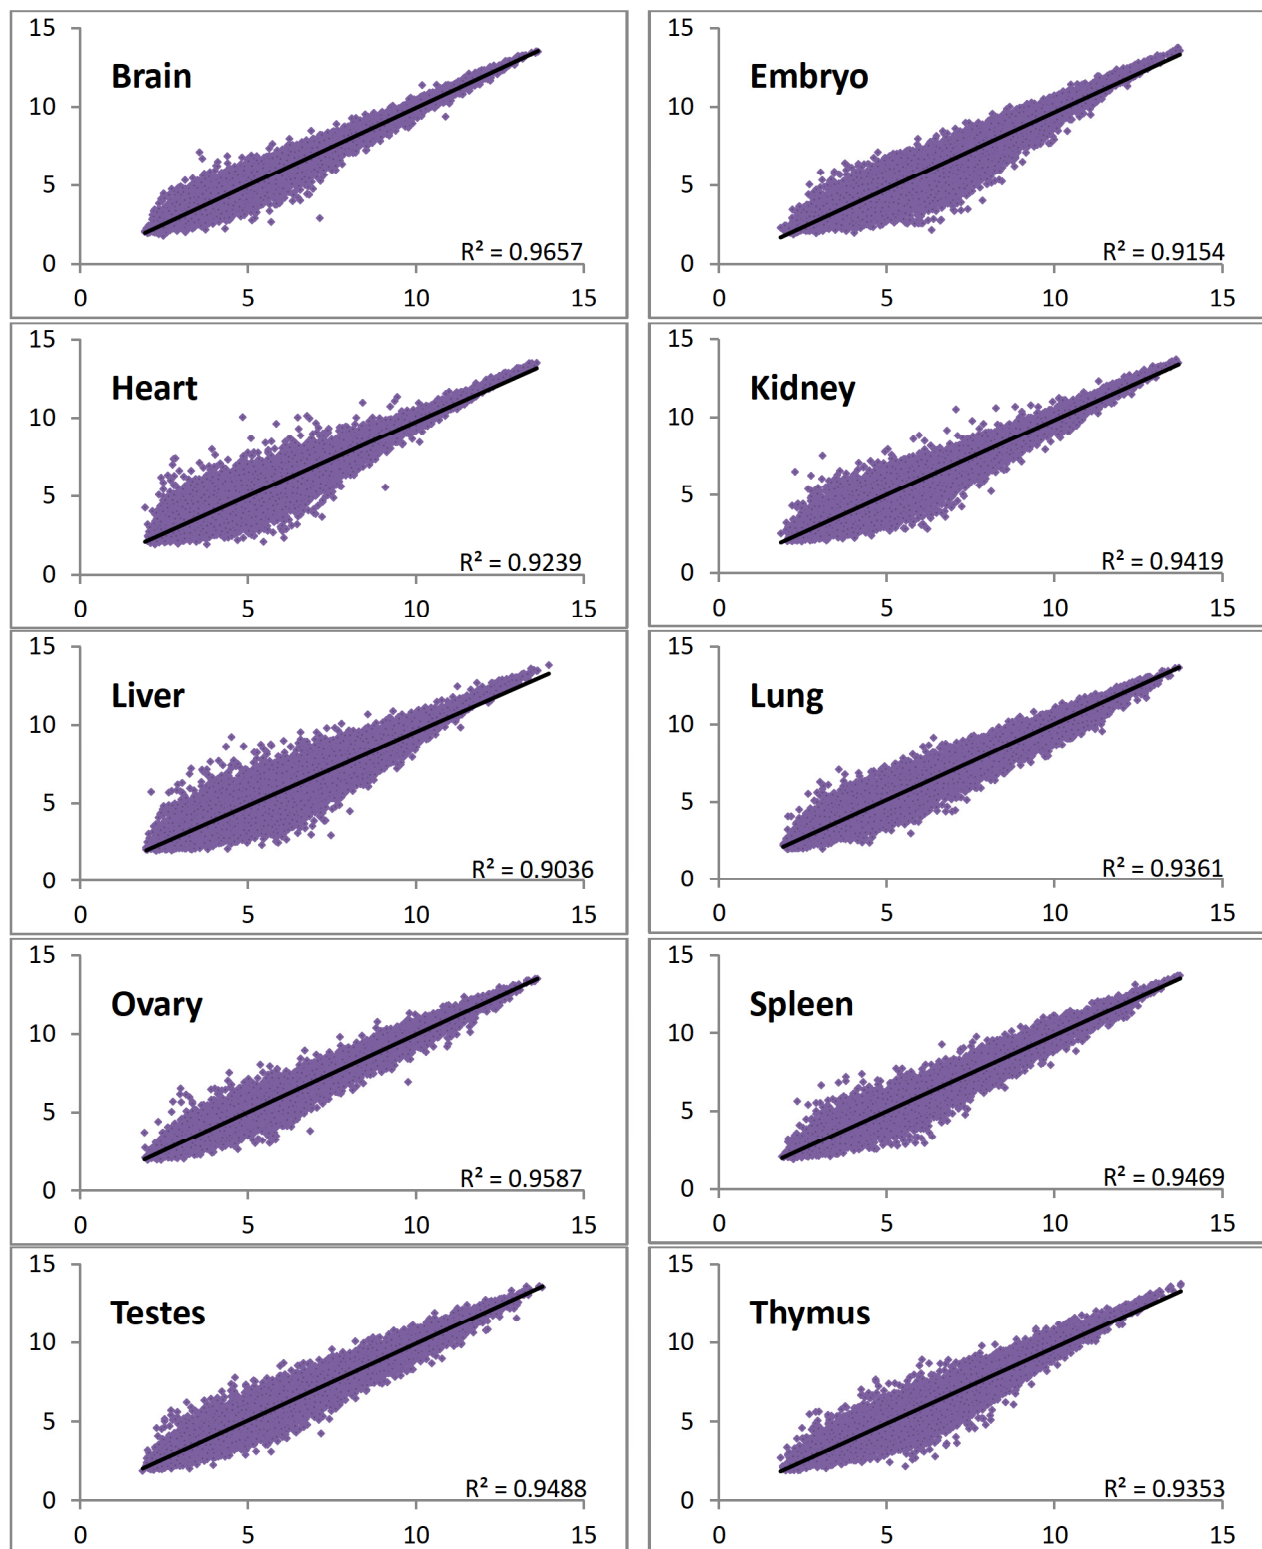

Figure S19. Correlation between intensity of technical replicates ($n = 2$) for mouse sense exon array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

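Mouse liver had the most exon probesets that differed by over 3 log2 between its arrays, 414.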

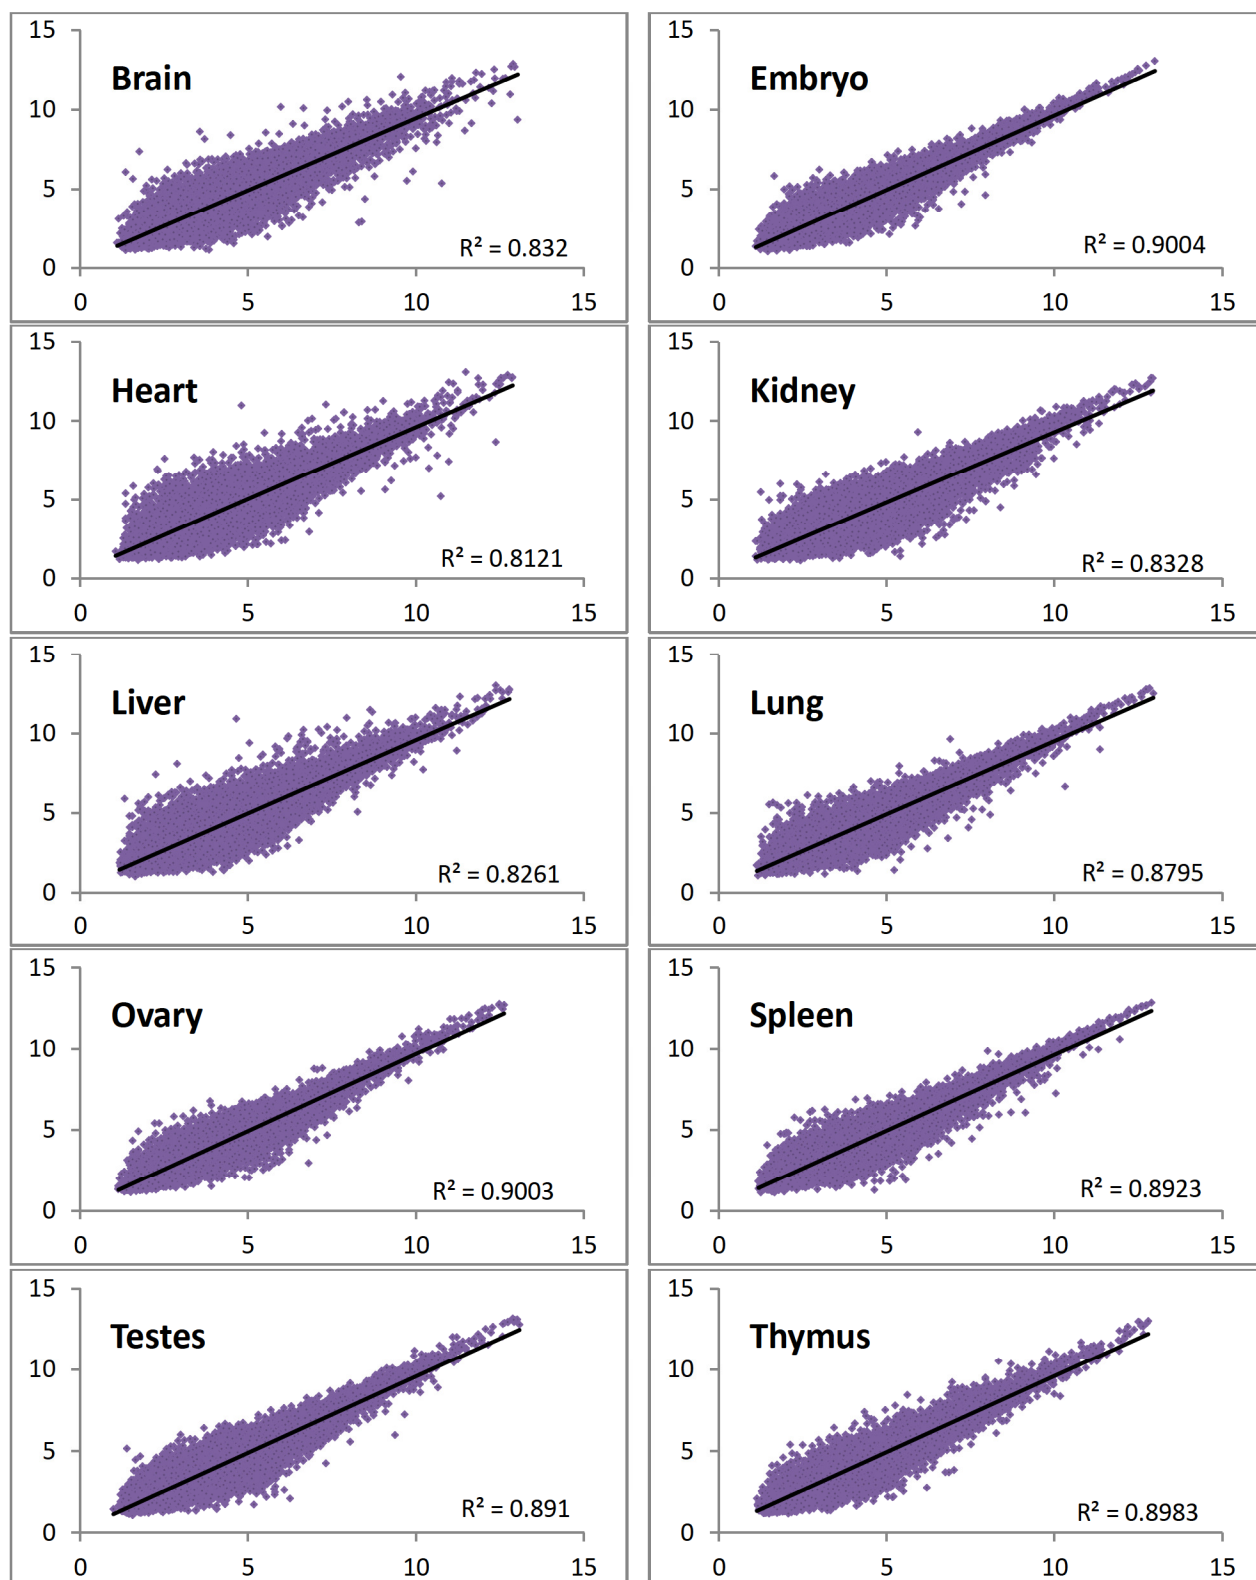

Figure S20. Correlation between intensity of technical replicates (n = 2) for mouse antisense exon array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

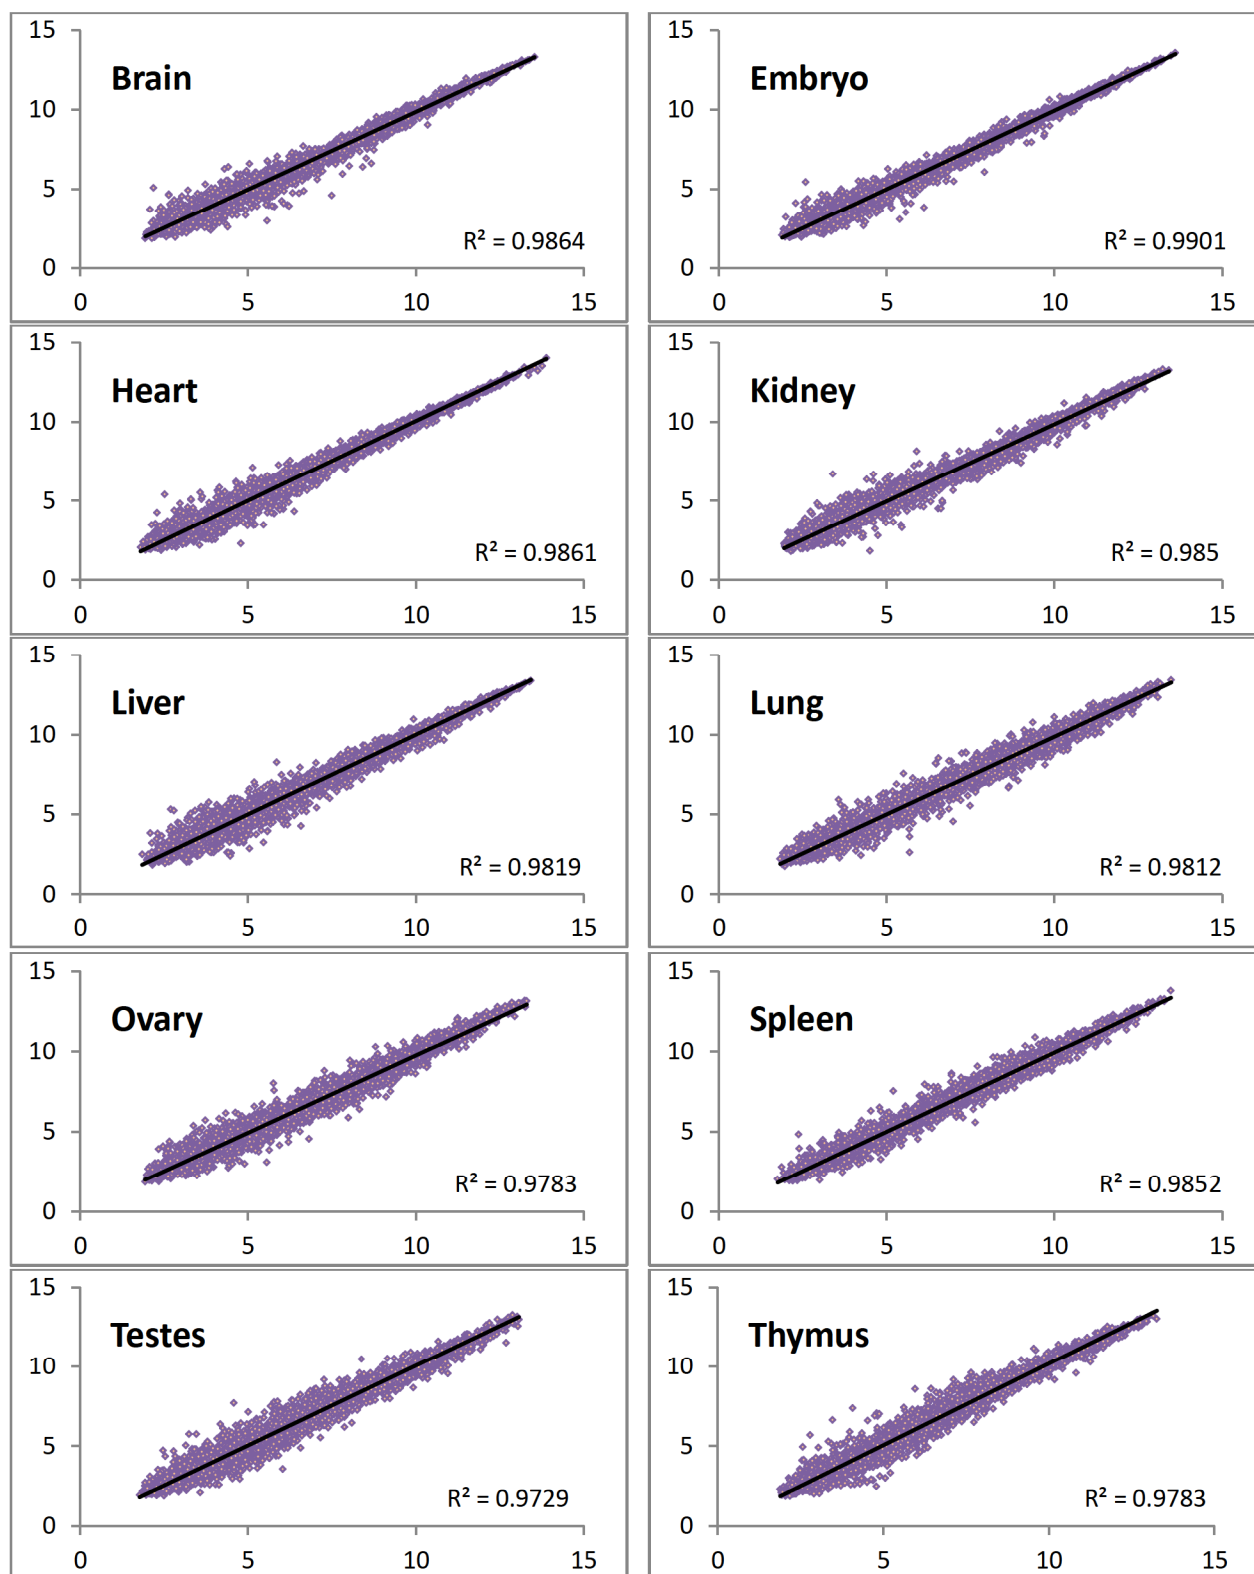

Figure S21. Correlation between intensity of technical replicates ($n = 2$) for rat sense gene array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

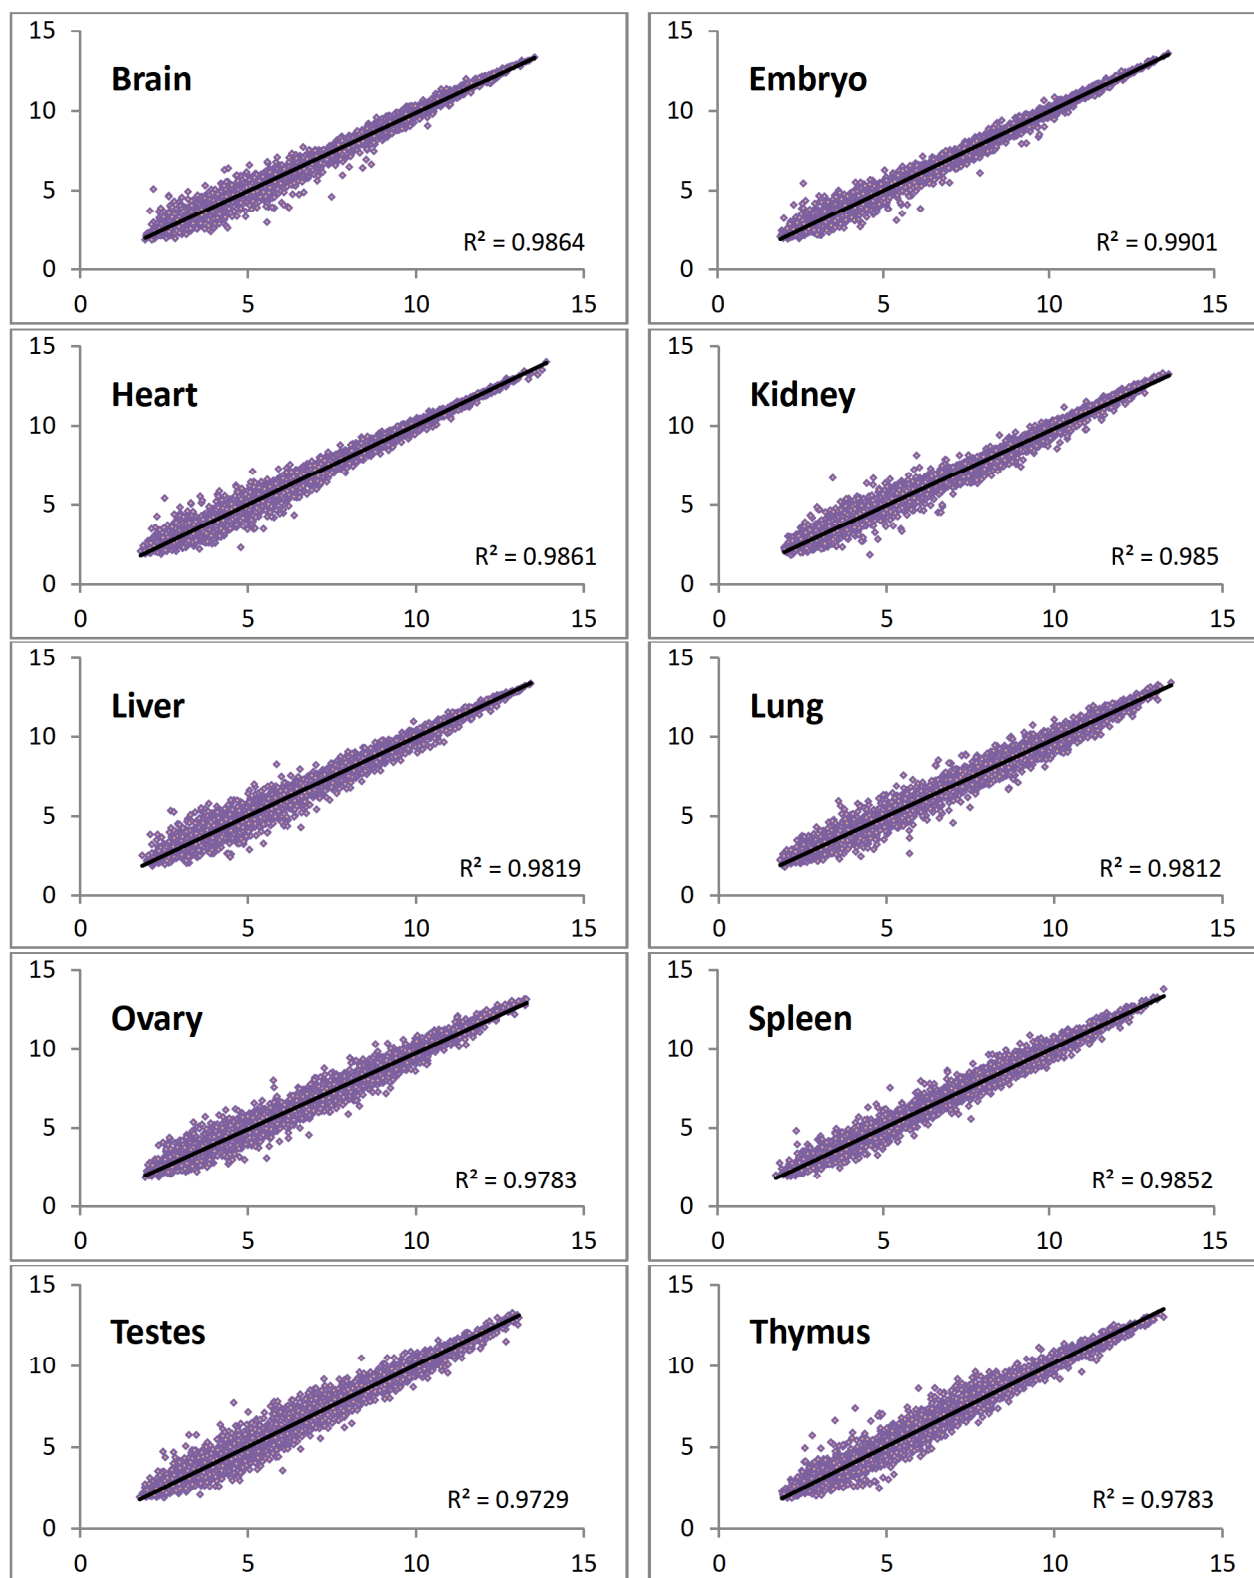

Figure S22. Correlation between intensity of technical replicates (n = 2) for rat antisense gene array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

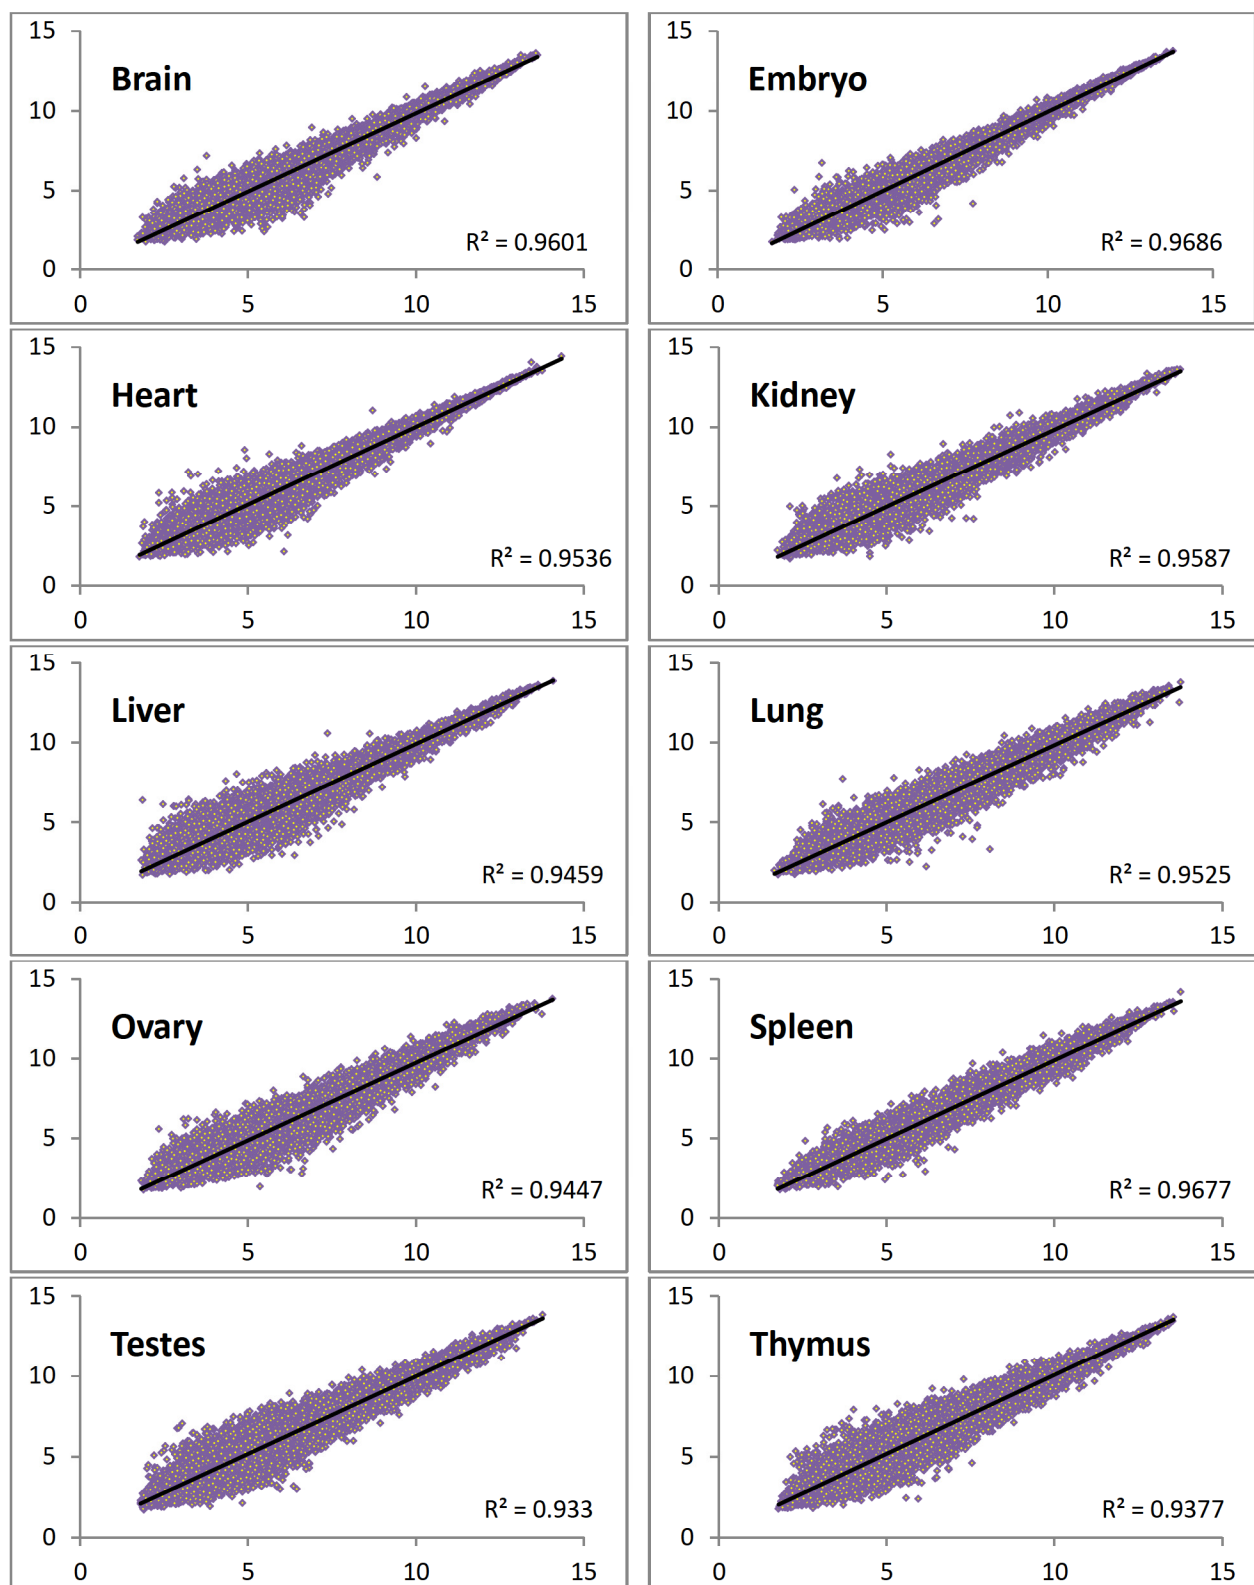

Figure S23. Correlation between intensity of technical replicates ($n = 2$) for rat sense exon array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

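In rat the most exon probesets that differed by over 3 log2 between the arrays were in thymus, 72.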

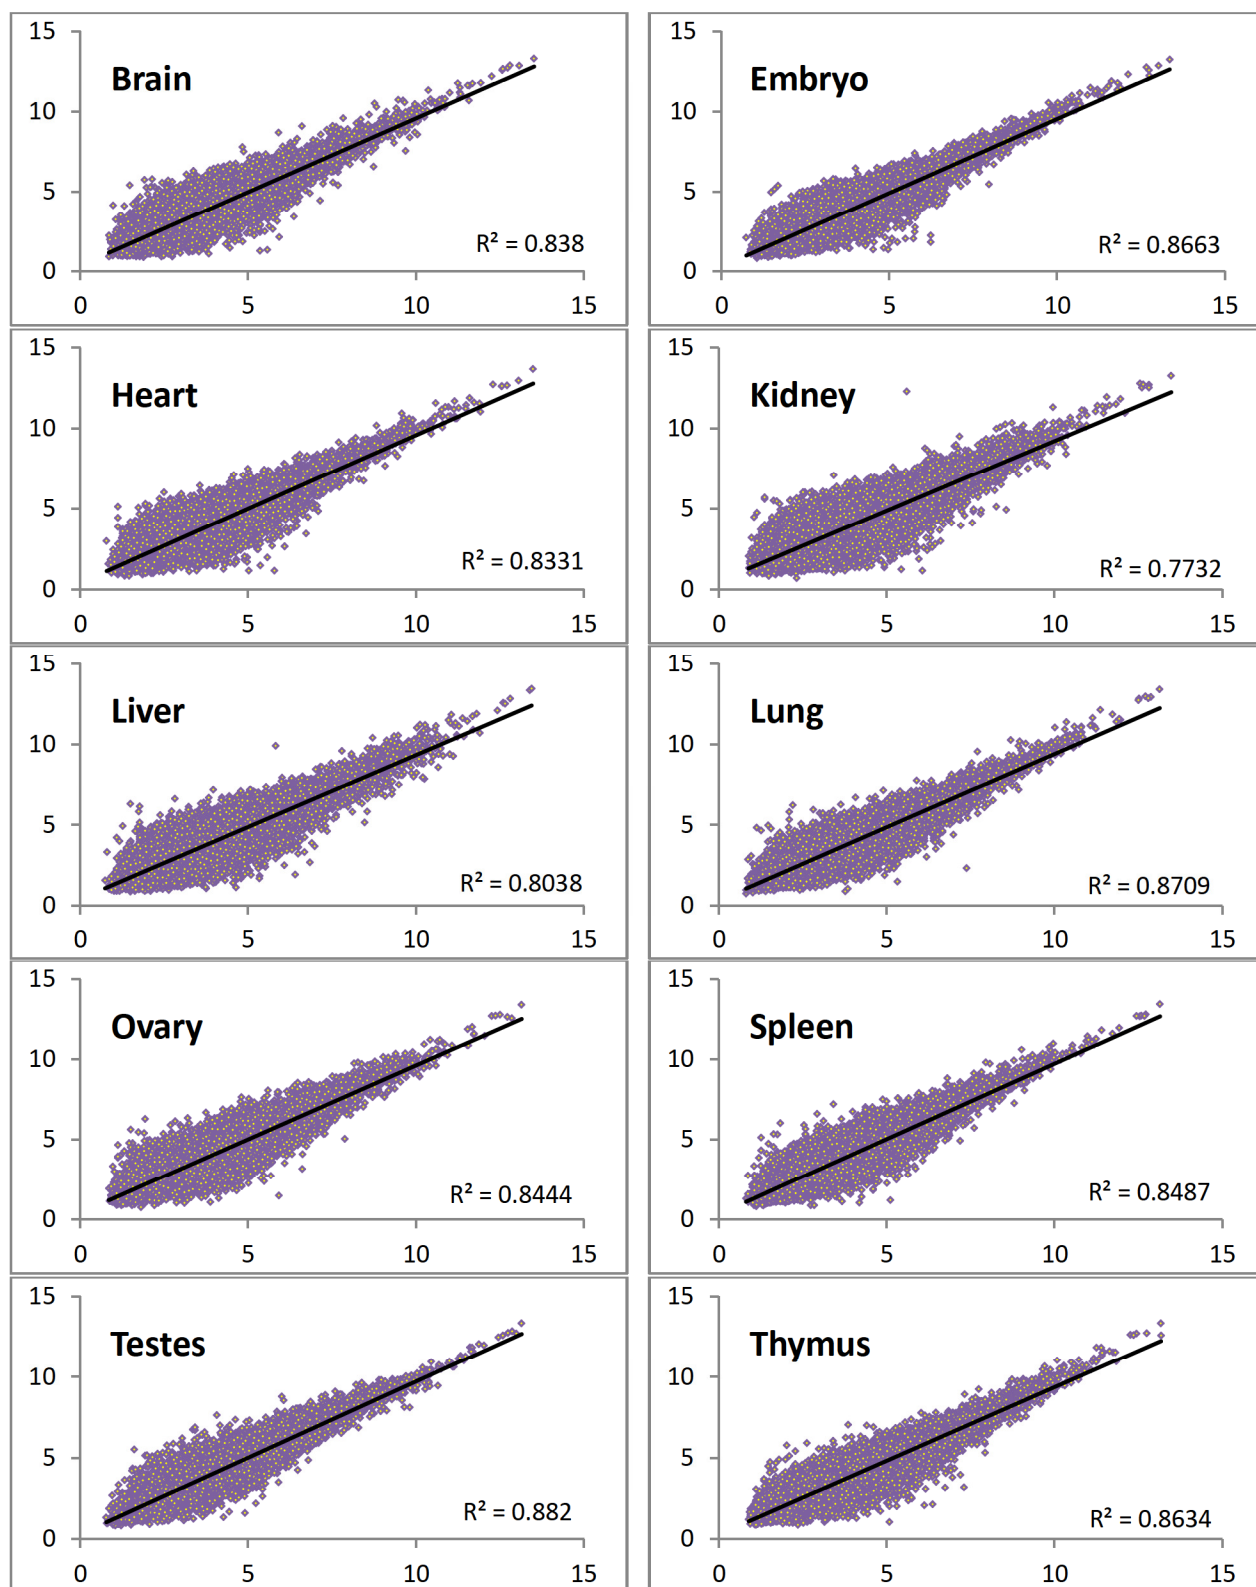

Figure S24. Correlation between intensity of technical replicates (n = 2) for rat antisense exon array. The y-axis and x-axis are the expression intensities (in logarithmic scale) of the first and second replicate respectively. **Main Findings: All technical replicates are correlated.**

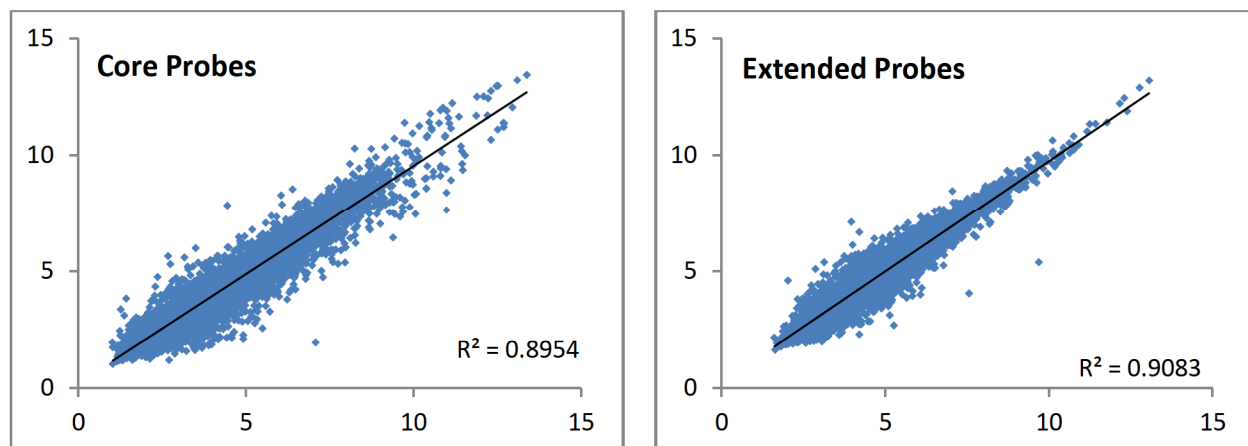

Figure S25. Comparing the correlations of the 2 technical replicates between overlapping core and extended probesets for human brain. 5283 extended probesets were found to be in opposite orientation compared to the core probesets with less than 25 bases between the centre of the opposite oriented probesets. This allowed for the validation of the antisense array protocol using the extended probesets in the corresponding sense array. Using these 5283 probesets, correlation between the technical replicates ($n = 2$) were estimated.

Main Findings: The technical replicates are strongly correlated in both core probesets in antisense array and extended probesets in sense array.

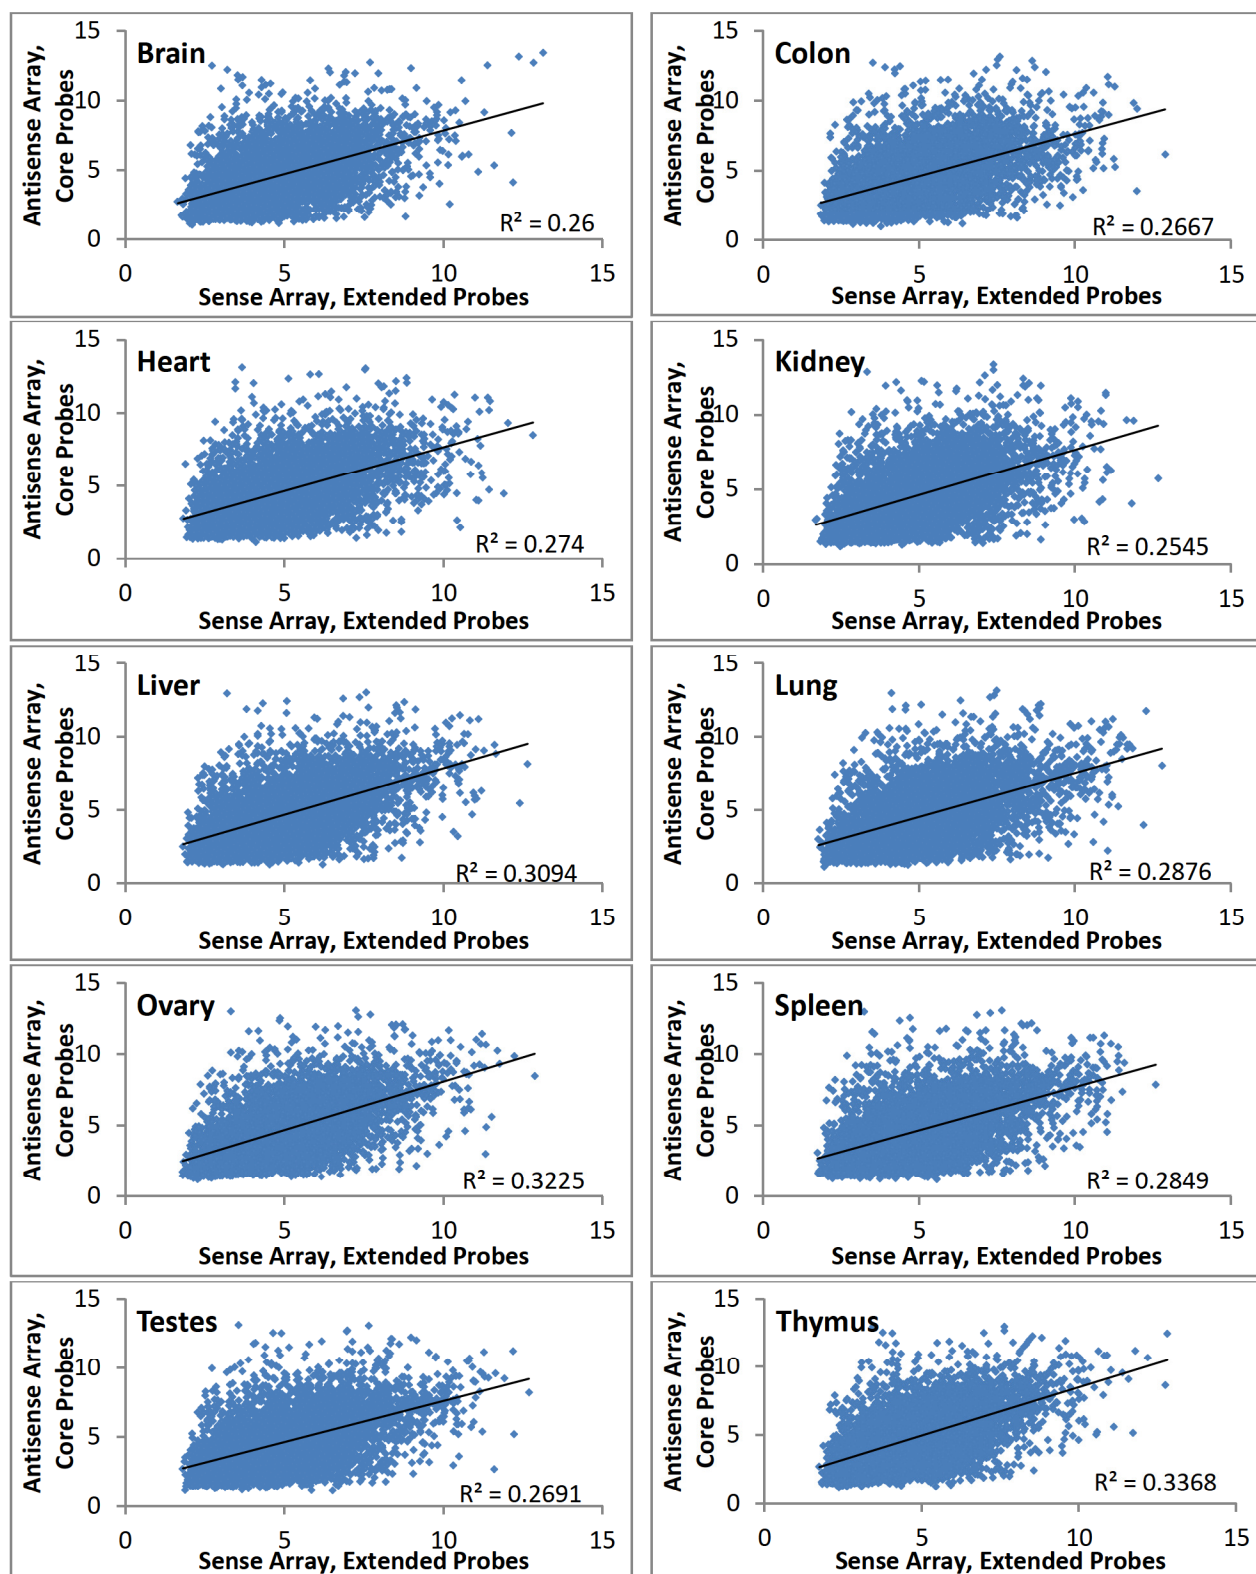

Figure S26. Correlation between overlapping core probesets and oppositely oriented extended probesets in human arrays. 5283 extended probesets were found to be in opposite orientation compared to the core probesets with less than 25 bases between the centre of the opposite oriented probesets. This allowed for the validation of the antisense array protocol using the extended probesets

in the corresponding sense array. The expression intensity of each probeset is the average of the 2 technical replicates. **Main Findings: Using 10 human tissues, the correlation between the overlapping core probesets and the oppositely oriented extended probesets is between 0.25 to 0.34.**

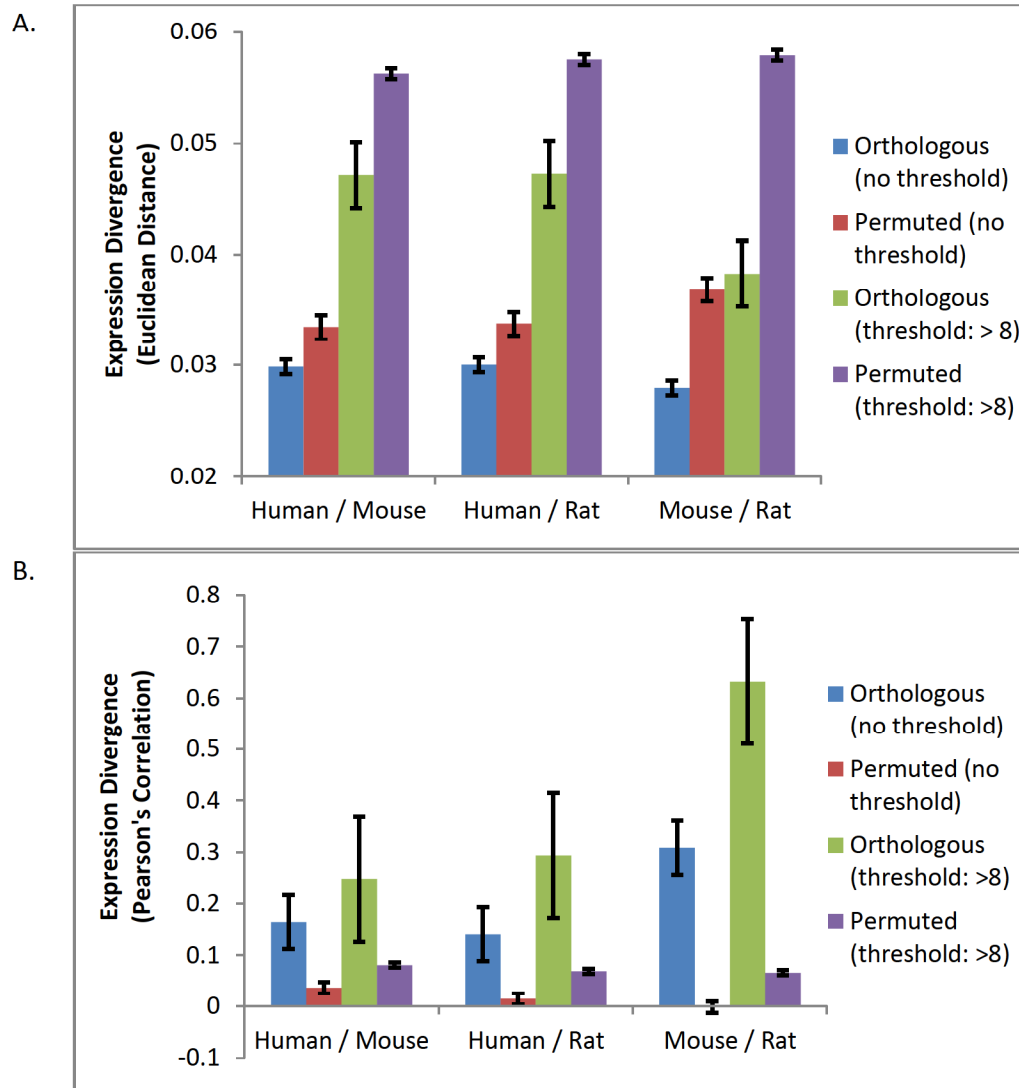

Figure S27. Average expression divergence between orthologous sense genes and permuted pairs. Panel A used Euclidean distance as a measure of expression divergence while Panel B used Pearson's correlation. "No threshold" refers to using full set of orthologous genes. "Threshold: >8" requires at least one of the orthologous probesets to have an expression intensity of more than 8, so as to reduce errors due to lowly expressed genes in both species. Error bars denote standard error.

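With at least 1 tissue above 8, human/mouse orthologs had a mean distance of 0.0403 against 0.0650 for random pairs (n = 7549 genes), human/rat orthologs 0.0441 against 0.0729 (n = 4108) and mouse/rat orthologs 0.0289 against 0.0746 (n = 4373). Their mean r over the 9 tissues was 0.473, 0.478 and 0.764.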

Main Findings: Orthologous pairs show expression divergence which are significantly lower than that of permuted pairs regardless of threshold or measures, suggesting that different threshold or measures do not affect the conclusion. Mouse/rat orthologous genes show lower expression divergence compared to either human/mouse or human/rat orthologous genes. These findings are consistent with Jordan et al. (2005).

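Gene by gene, 79.6% of the 4163 genes measured in all 3 species had a lower distance between mouse and rat than between human and mouse, and 82.9% a lower one than between human and rat. CKM, NRGN and SLC12A1, a salt transporter of the kidney, were among these genes, and SLC12A1 had 0.0672 between human and mouse, 0.0565 between human and rat and 0.0257 between the rodents. FGL1 of the liver was an exception for human/rat, with 0.0628 there. The mean r over tissues of the same genes was 0.746 between mouse and rat, 0.472 between human and mouse and 0.449 between human and rat.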

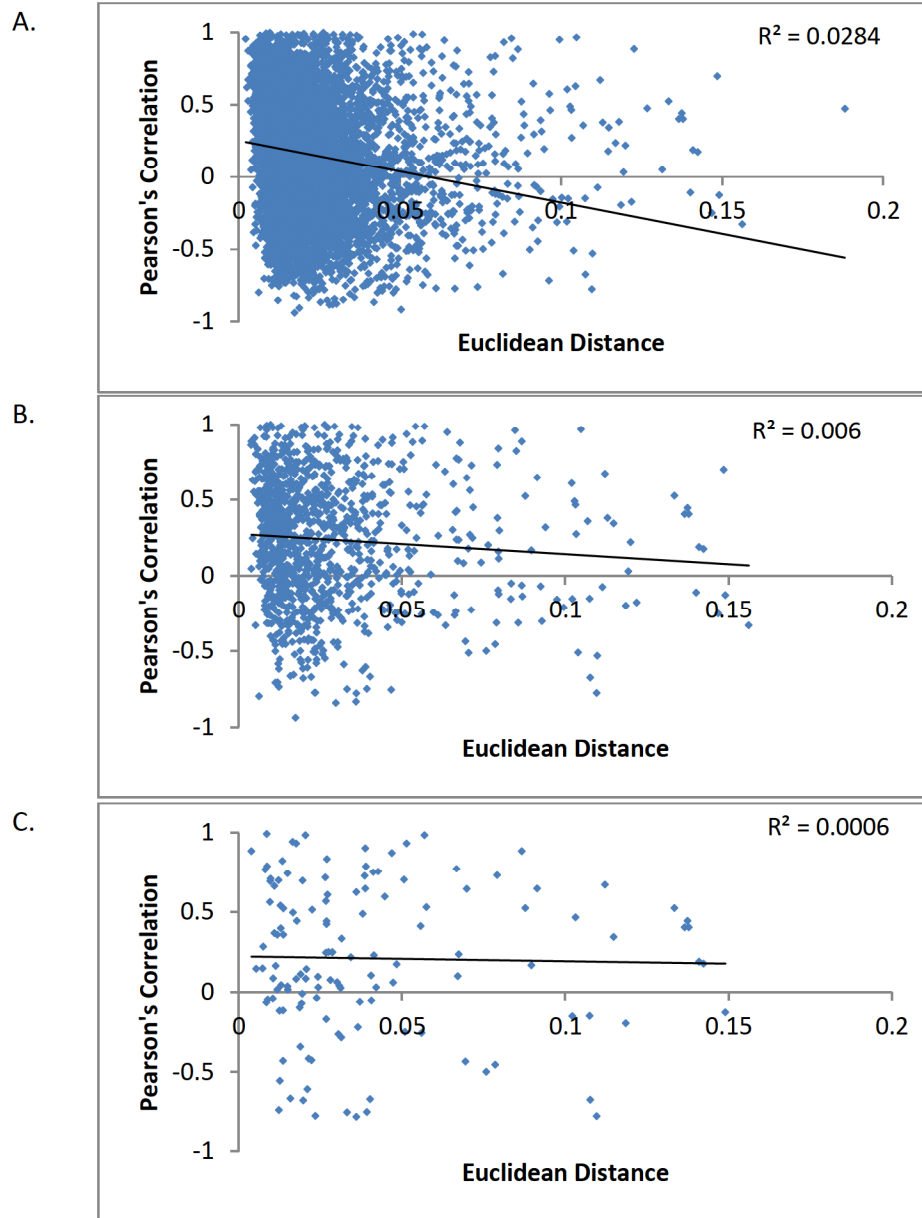

Figure S28. Correlation between Euclidean distance and Pearson's Correlation. The correlation between Euclidean distance and Pearson's Correlation was analyzed using orthologous sense gene expressions between human and mouse. Panel A shows the scatterplot using all orthologous gene expressions between human and mouse while Panels B and C requires at least one of the expressions in the orthologous tissues to be more than 6.5 and 8 respectively. **Main Findings: There is no correlation between Euclidean distance and Pearson's correlation.**

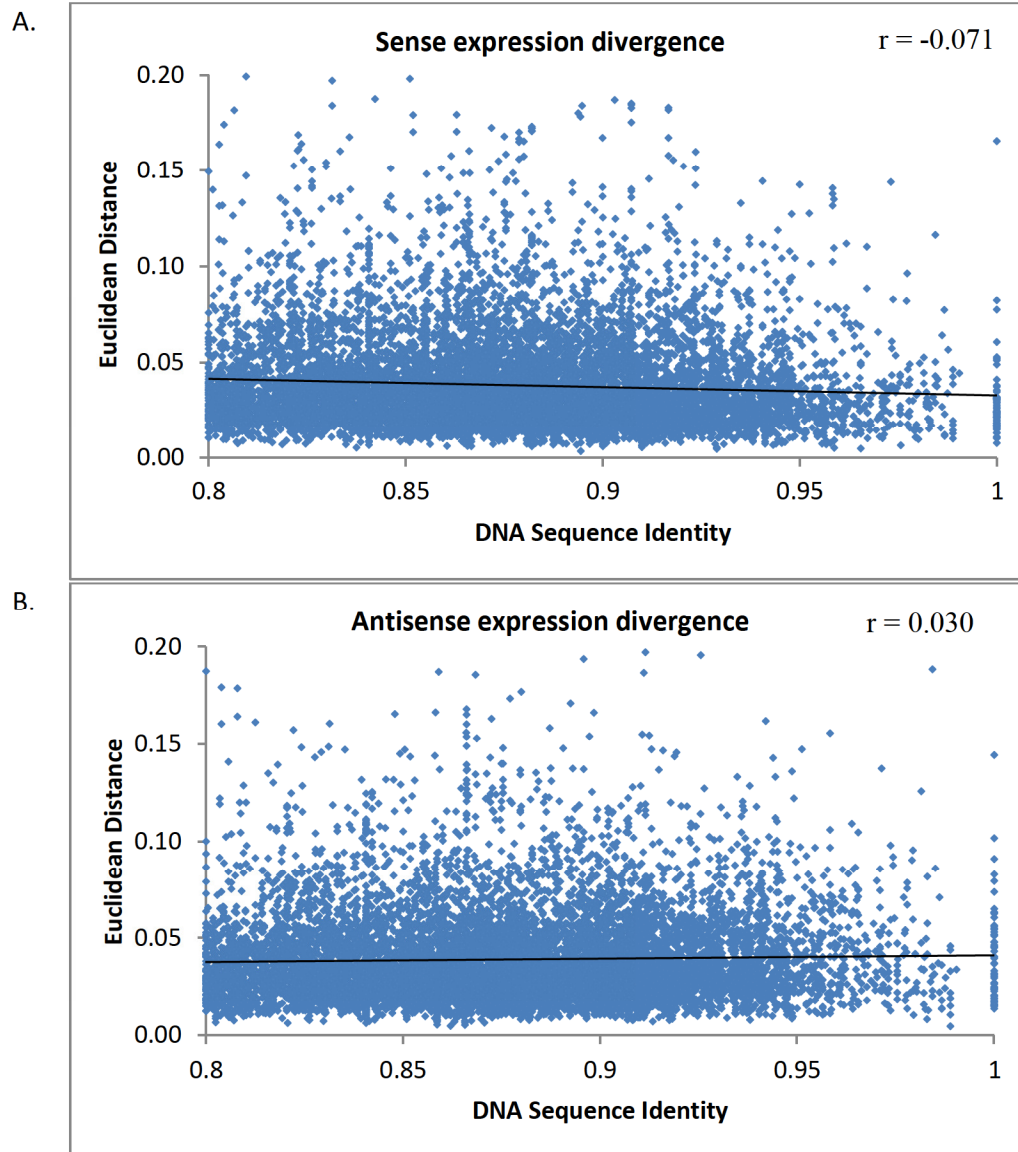

Figure S29. Correlation between expression divergence and DNA sequence identity.

Main Findings: Expression divergence is not correlated to DNA sequence identity for both sense and antisense transcripts.

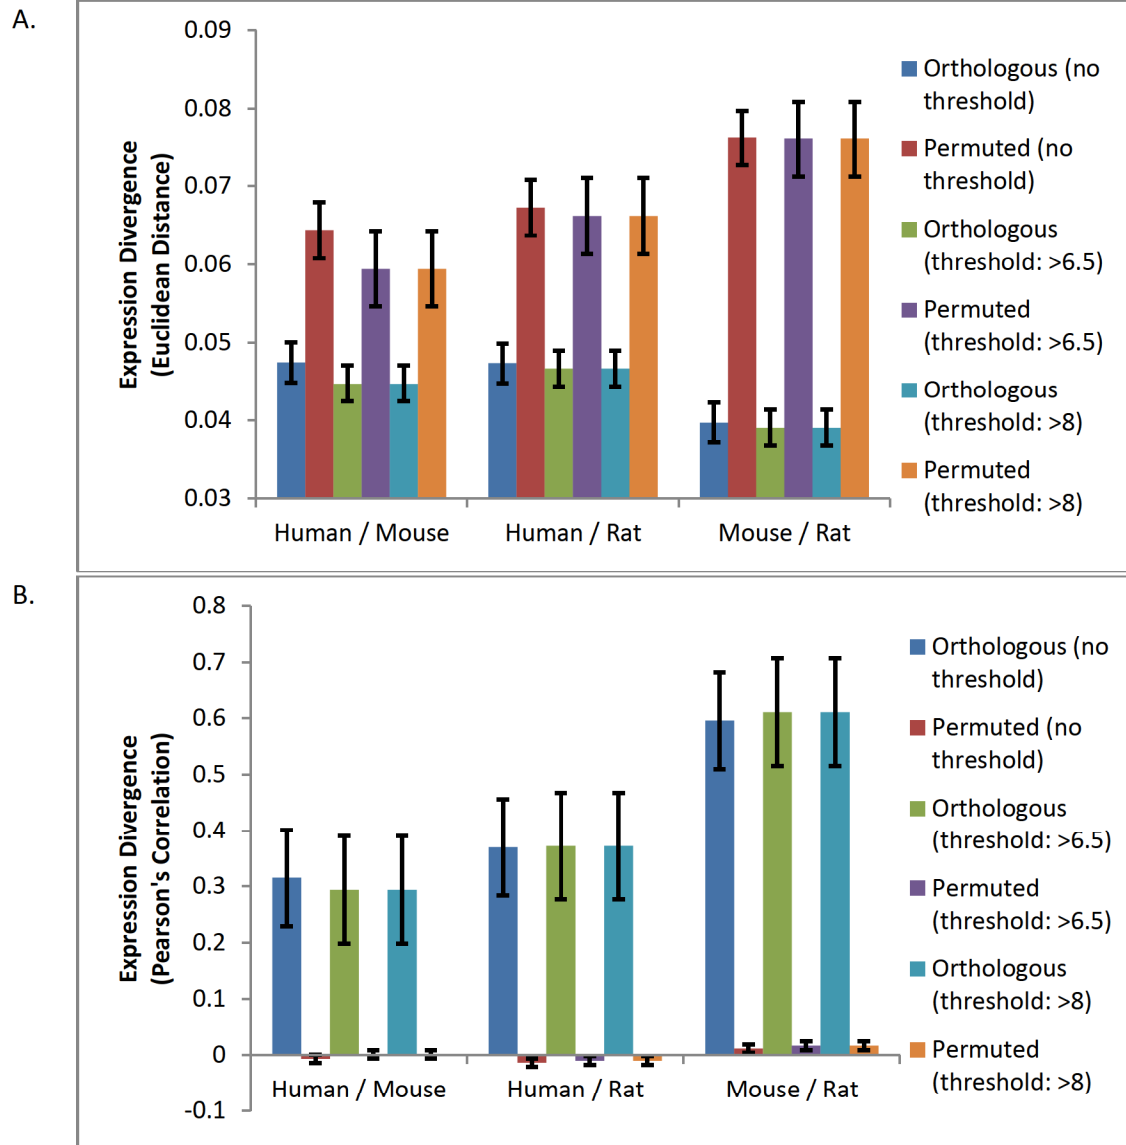

Figure S30. Average expression divergence between orthologous sense exon probesets and permuted pairs. Panel A used Euclidean distance as a measure of expression divergence while Panel B used Pearson's correlation. "No threshold" refers to using full set of orthologous genes. "Threshold: >6.5" and "Threshold: >8" requires at least one of the orthologous probesets to have an expression intensity of more than 6.5 and 8 respectively. Error bars denote standard error.

Main Findings: Orthologous pairs show expression divergence which are significantly lower than that of permuted pairs regardless of threshold or measures, suggesting that different threshold or measures do not affect the conclusion. Mouse/rat orthologous genes show lower expression divergence compared to either human/mouse or human/rat orthologous genes. These findings are consistent with Jordan et al. (2005).

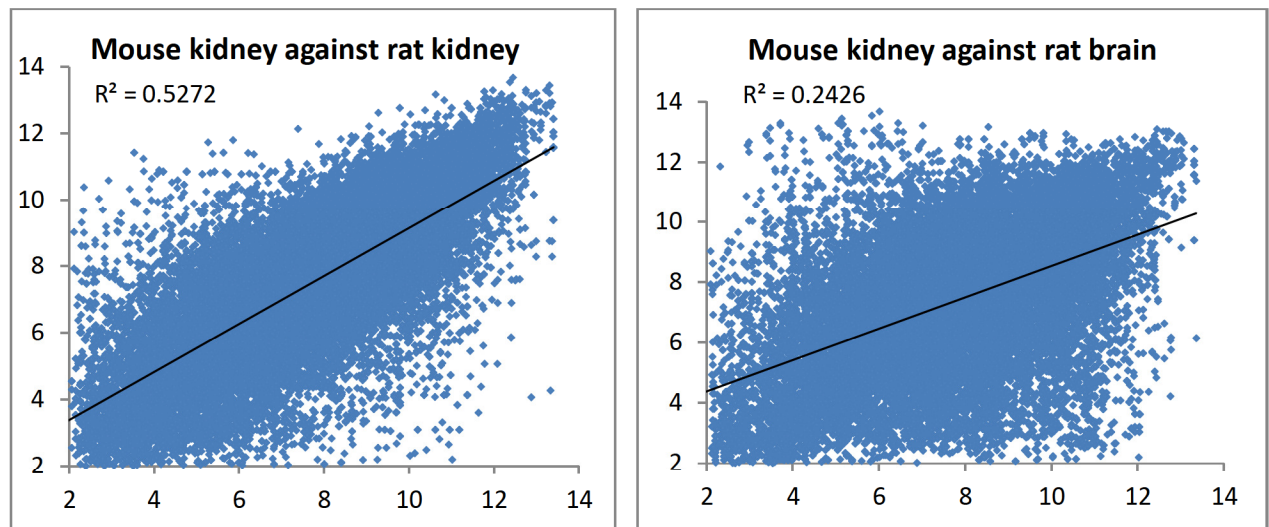

Figure S31. Scatterplot between sense exon expression of mouse kidney and rat kidney or rat brain. Both axes are expression levels. **Main Findings: Orthologous tissues are more correlated in expression levels than non-orthologous tissues for sense expression.**

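Across the shared genes, from the mean of their core exon probesets, mouse kidney and rat brain had a Pearson's r of 0.524, and mouse brain and rat kidney 0.507.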

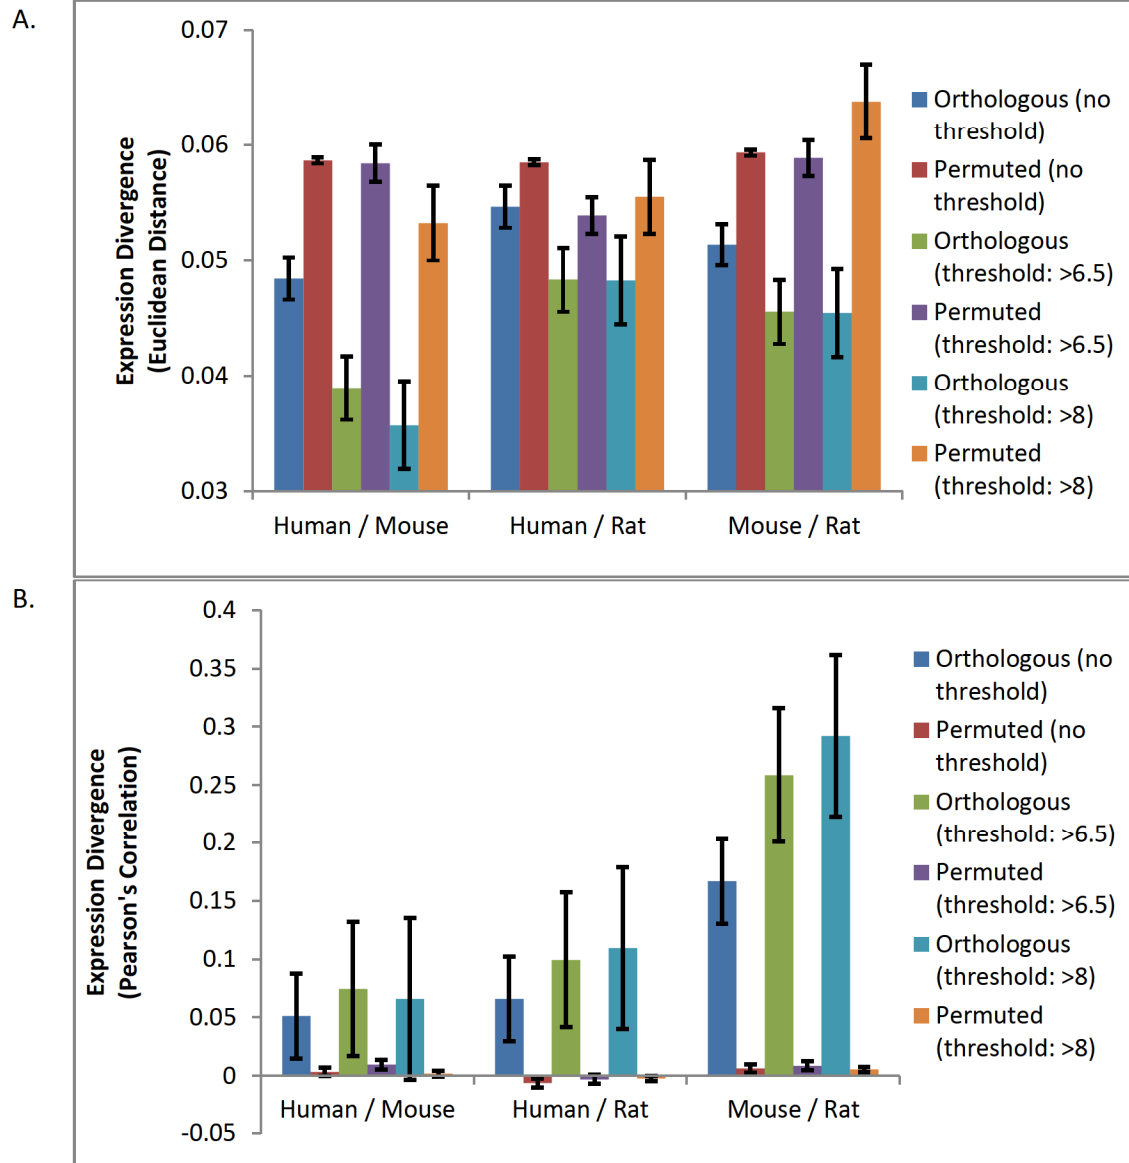

Figure S32. Average expression divergence between orthologous antisense transcript probesets at exon level and permuted pairs (with overlapping RefSeq transcripts as antisense transcripts). Panel A used Euclidean distance as a measure of expression divergence while Panel B used Pearson's correlation. "No threshold" refers to using full set of orthologous genes. "Threshold: >6.5" and "Threshold: >8" requires at least one of the orthologous probesets to have an expression intensity of more than 6.5 and 8 respectively. Error bars denote standard error.

Main Findings: Orthologous pairs show expression divergence which are significantly lower than that of permuted pairs regardless of threshold or measures, suggesting that different threshold or measures do not affect the conclusion.

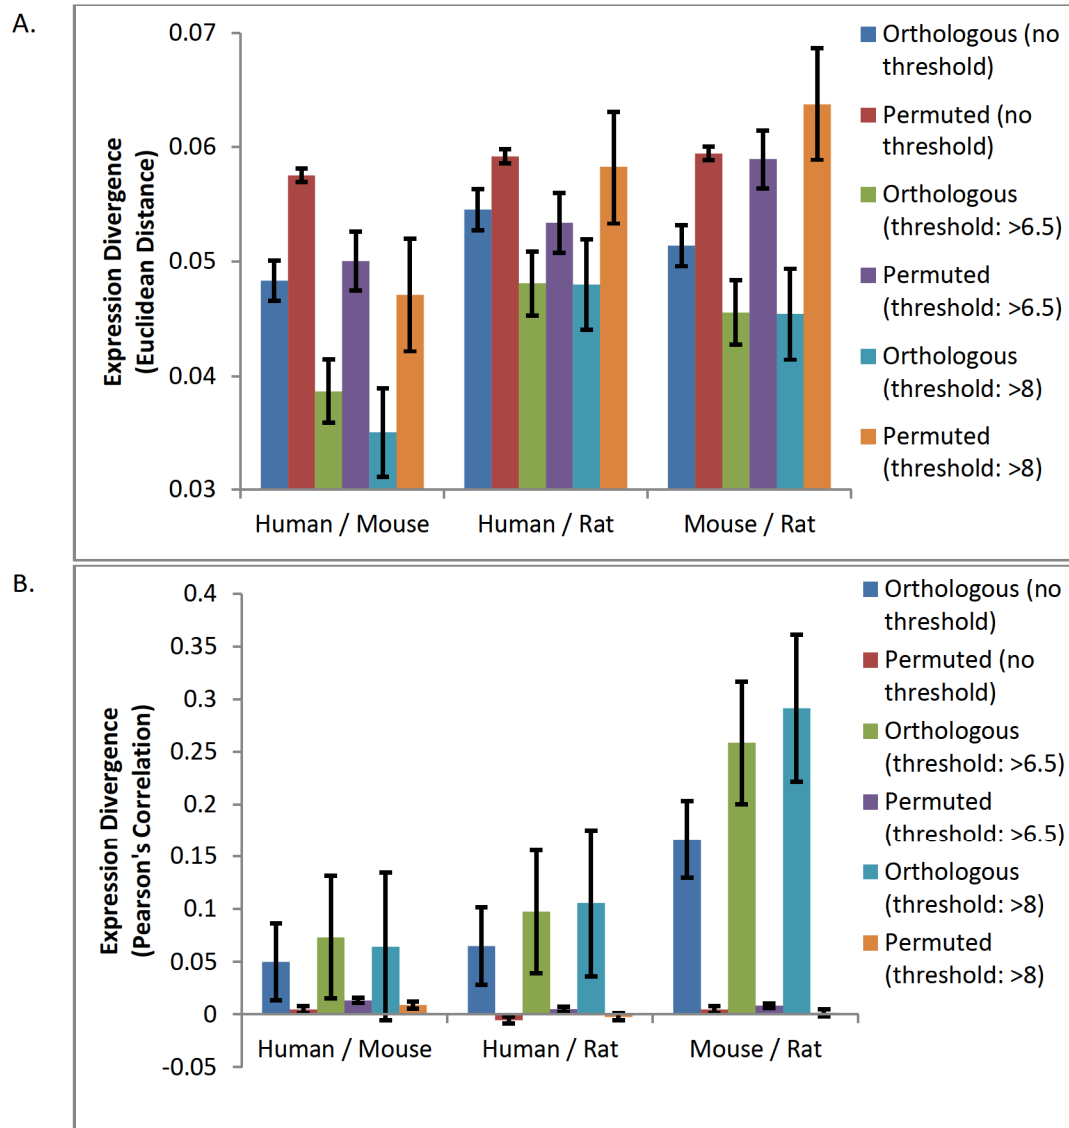

Figure S33. Average expression divergence between orthologous antisense transcript probesets at exon level and permuted pairs (after removal of overlapping RefSeq transcripts as antisense transcripts).

Panel A used Euclidean distance as a measure of expression divergence while Panel B used Pearson's correlation. "No threshold" refers to using full set of orthologous genes. "Threshold: >6.5" and "Threshold: >8" requires at least one of the orthologous probesets to have an expression intensity of more than 6.5 and 8 respectively. Error bars denote standard error.

Main Findings: Orthologous pairs show expression divergence which are significantly lower than that of permuted pairs regardless of threshold or measures, suggesting that different threshold or measures do not affect the conclusion. Comparing to Figure S26, the presence of interfering RefSeq transcripts from the opposite strand does not affect the conclusion.

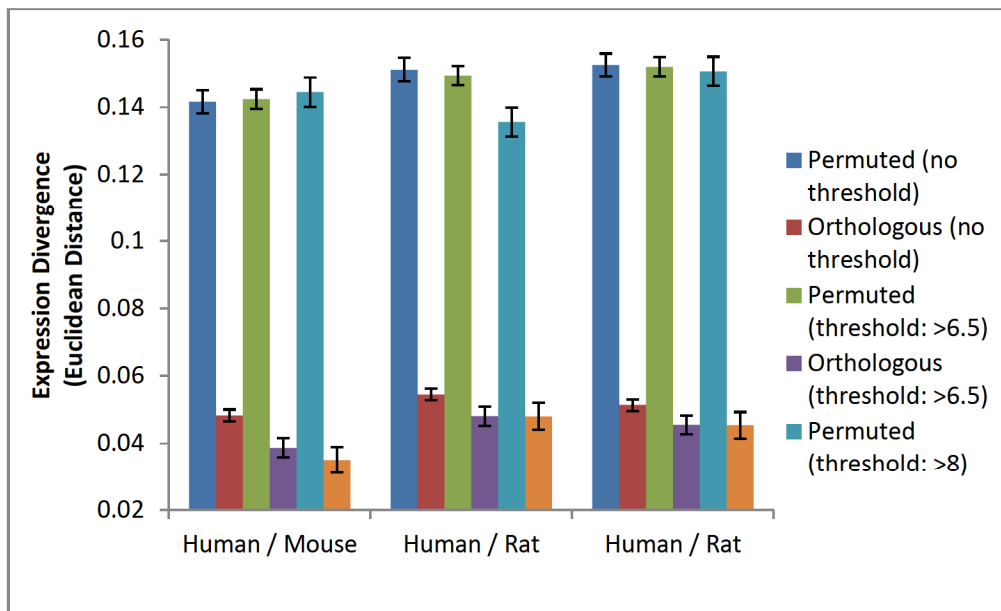

Figure S34. Average expression divergence between orthologous antisense transcript probesets at exon level and permuted pairs using Piasecka et al. (2012) randomization procedure to generate permuted pairs (after removal of overlapping RefSeq transcripts as antisense transcripts). “No threshold” refers to using full set of orthologous genes. “Threshold: >6.5” and “Threshold: >8” requires at least one of the orthologous probesets to have an expression intensity of more than 6.5 and 8 respectively. Error bars denote standard error.

Main Findings: Orthologous pairs show expression divergence which are significantly lower than that of permuted pairs regardless of threshold or measures, suggesting that different threshold or measures do not affect the conclusion. Comparing to Figure S26, the presence of interfering RefSeq transcripts from the opposite strand does not affect the conclusion.

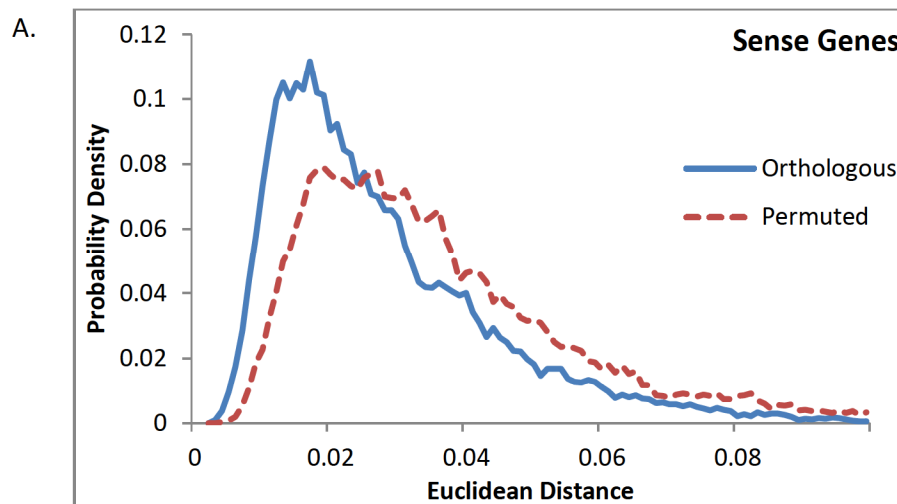

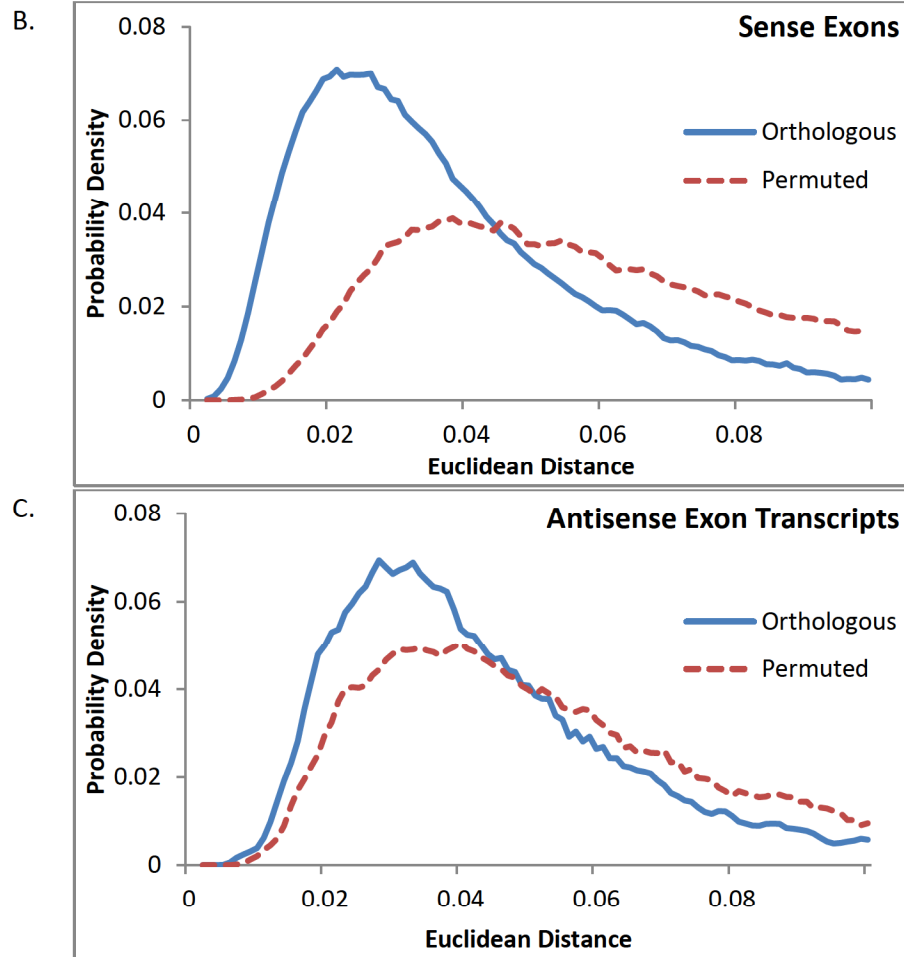

Figure S35. Distribution of mouse/rat orthologous transcripts at gene and exon level again permuted pairs. Vertical axis represents cumulative frequency. Horizontal axis represents expression divergence, calculated using Euclidean distance. Panel A shows the expression divergence distribution of protein-coding genes as defined by NCBI HomoloGene build 65 and its permuted pairs. Panel B shows the orthologous sense exons. Panel C shows antisense exon transcripts are the exon level which excluded exons with antisense RefSeq transcripts.

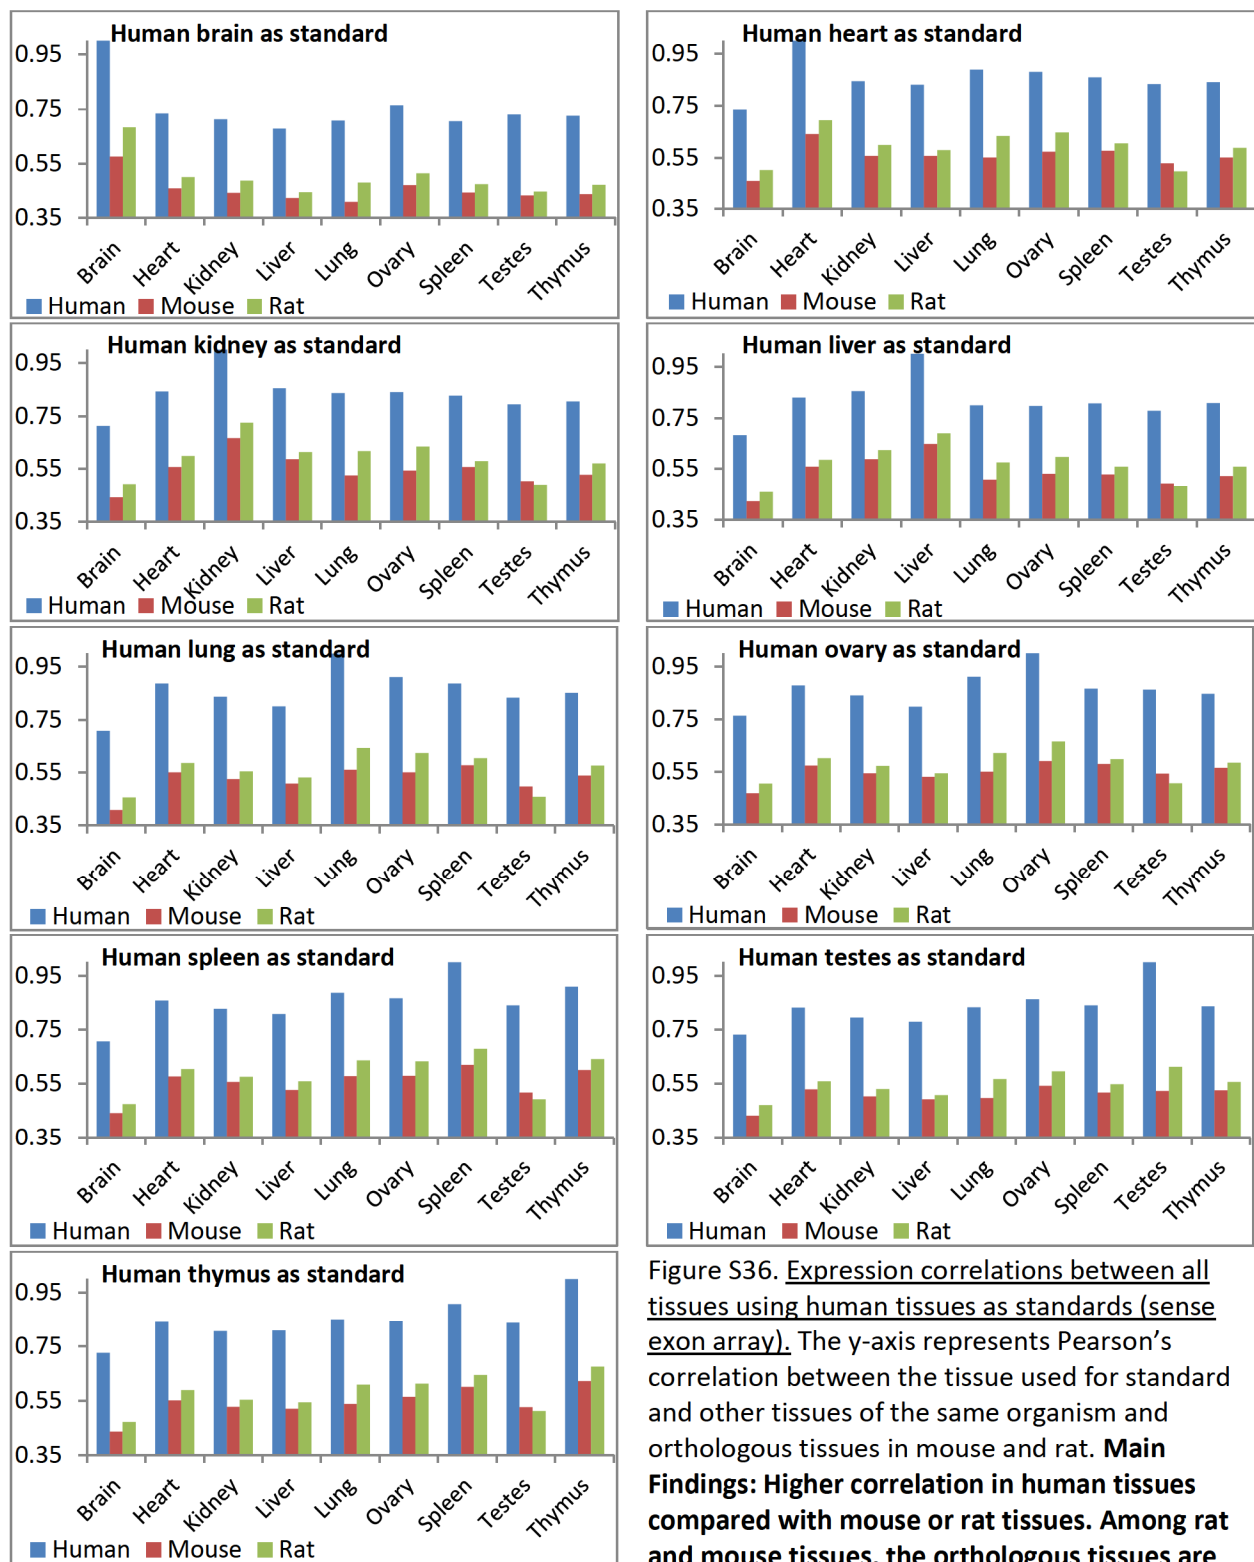

Figure S36. Expression correlations between all tissues using human tissues as standards (sense exon array). The y-axis represents Pearson's correlation between the tissue used for standard and other tissues of the same organism and orthologous tissues in mouse and rat. **Main Findings: Higher correlation in human tissues compared with mouse or rat tissues. Among rat and mouse tissues, the orthologous tissues are more correlated than the rest.**

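Within human, brain and liver were the least alike and ovary and testes the most, with r of 0.687 and 0.912 across all core exon probesets. The mean over the 36 pairs of tissues was 0.823 ± 0.0564 (SD). Without the second arrays lung and ovary were the most alike, with 0.887, and brain and lung the least, with 0.677.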

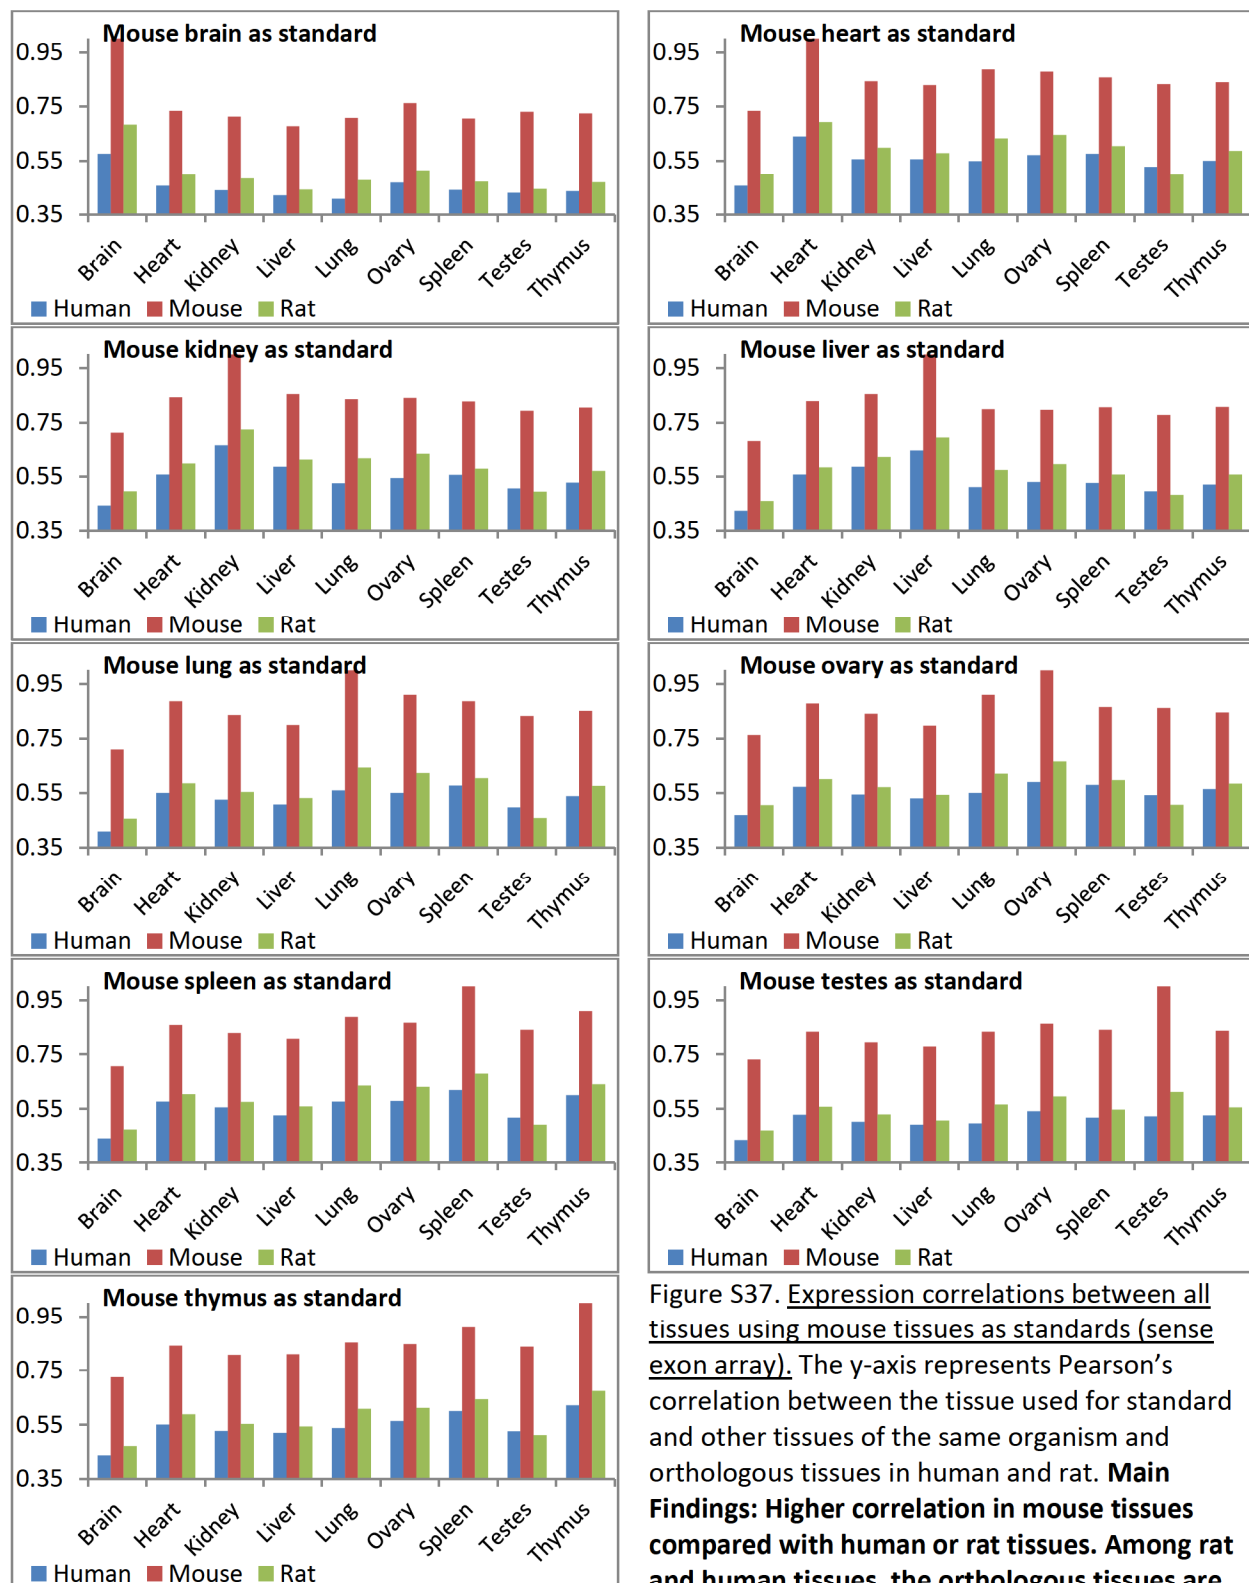

Figure S37. Expression correlations between all tissues using mouse tissues as standards (sense exon array). The y-axis represents Pearson's correlation between the tissue used for standard and other tissues of the same organism and orthologous tissues in human and rat. **Main Findings: Higher correlation in mouse tissues compared with human or rat tissues. Among rat and human tissues, the orthologous tissues are more correlated than the rest.**

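In mouse, spleen and thymus, both rich in lymphocytes, had the highest r across core exon probesets, 0.926, and liver and testes the lowest, 0.638. The 36 pairs of tissues averaged 0.781 ± 0.0734 (SD).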

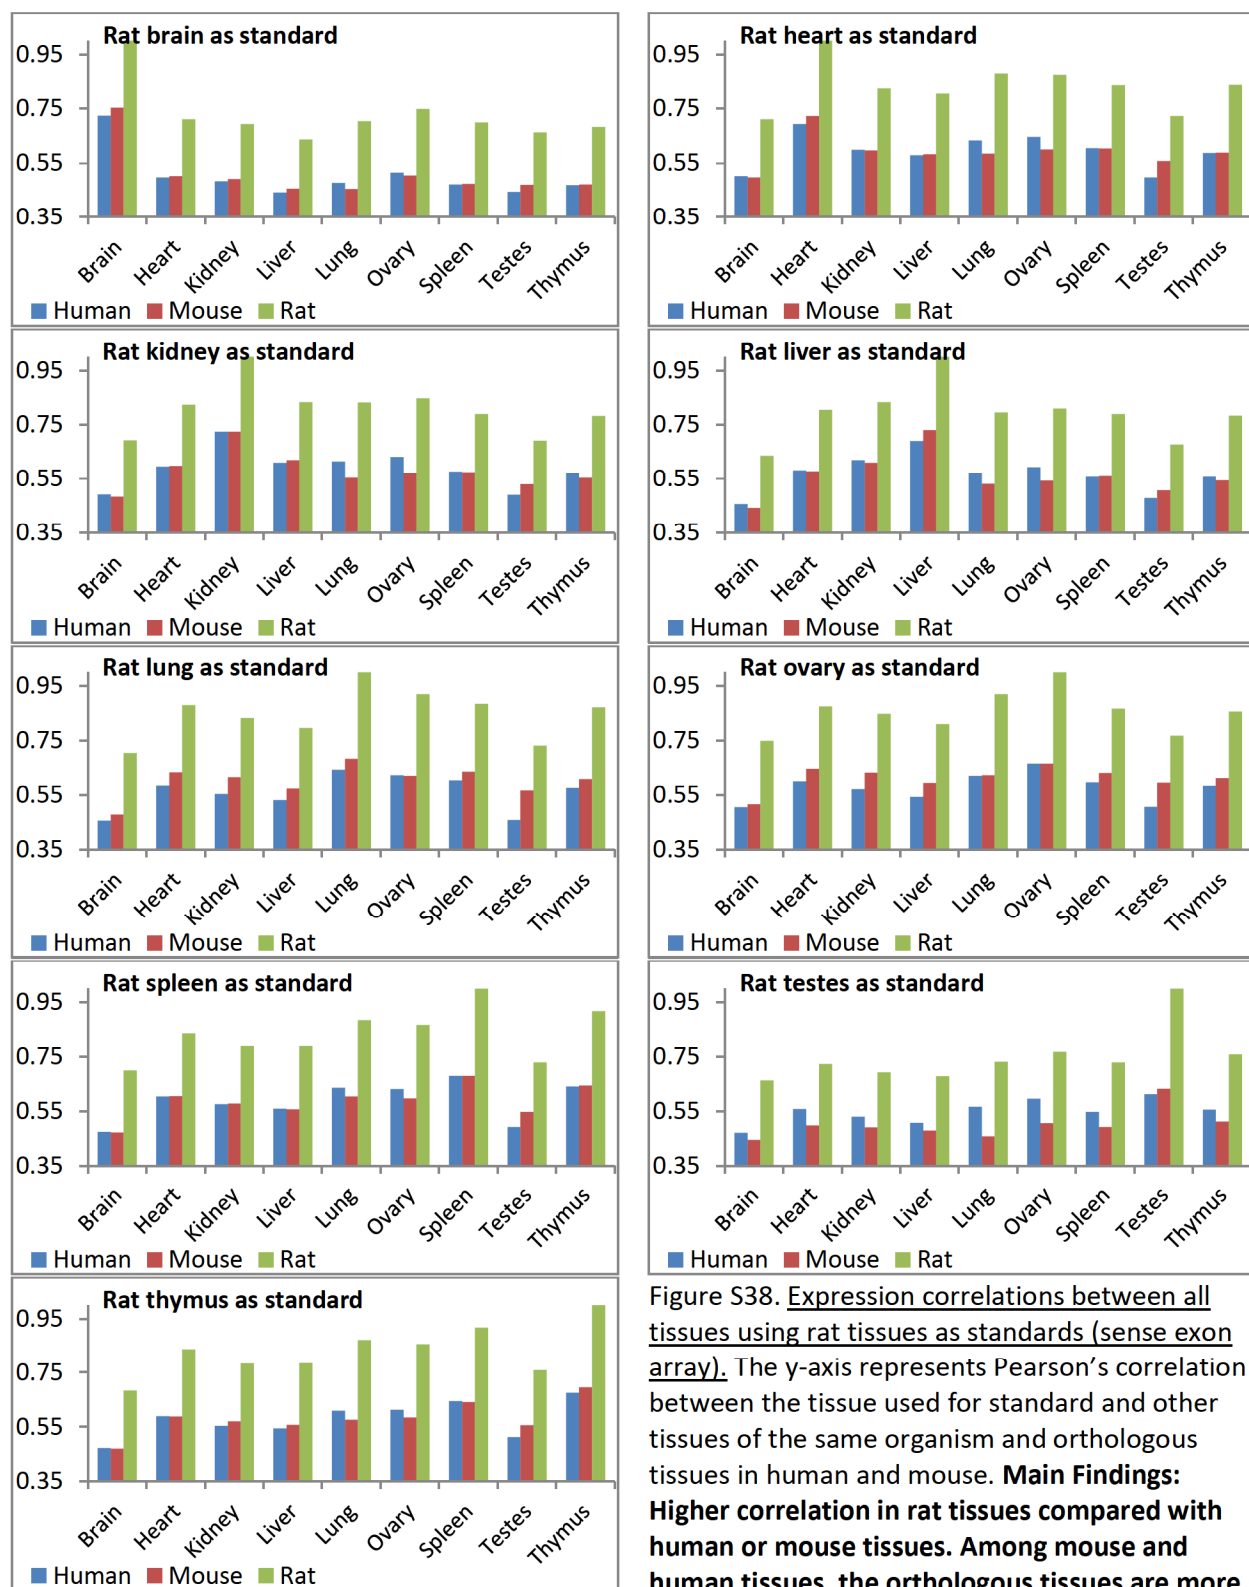

Figure S38. Expression correlations between all tissues using rat tissues as standards (sense exon array). The y-axis represents Pearson's correlation between the tissue used for standard and other tissues of the same organism and orthologous tissues in human and mouse. **Main Findings:** Higher correlation in rat tissues compared with human or mouse tissues. Among mouse and human tissues, the orthologous tissues are more correlated than the rest.

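In rat spleen and thymus were the most alike at 0.924 and liver and testes the least at 0.555 across core exon probesets, and the mean was 0.753 ± 0.0952 over the 36 pairs of tissues (SD). Without the second arrays (0.545) and by Spearman correlation (0.563) brain and liver were the least alike.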

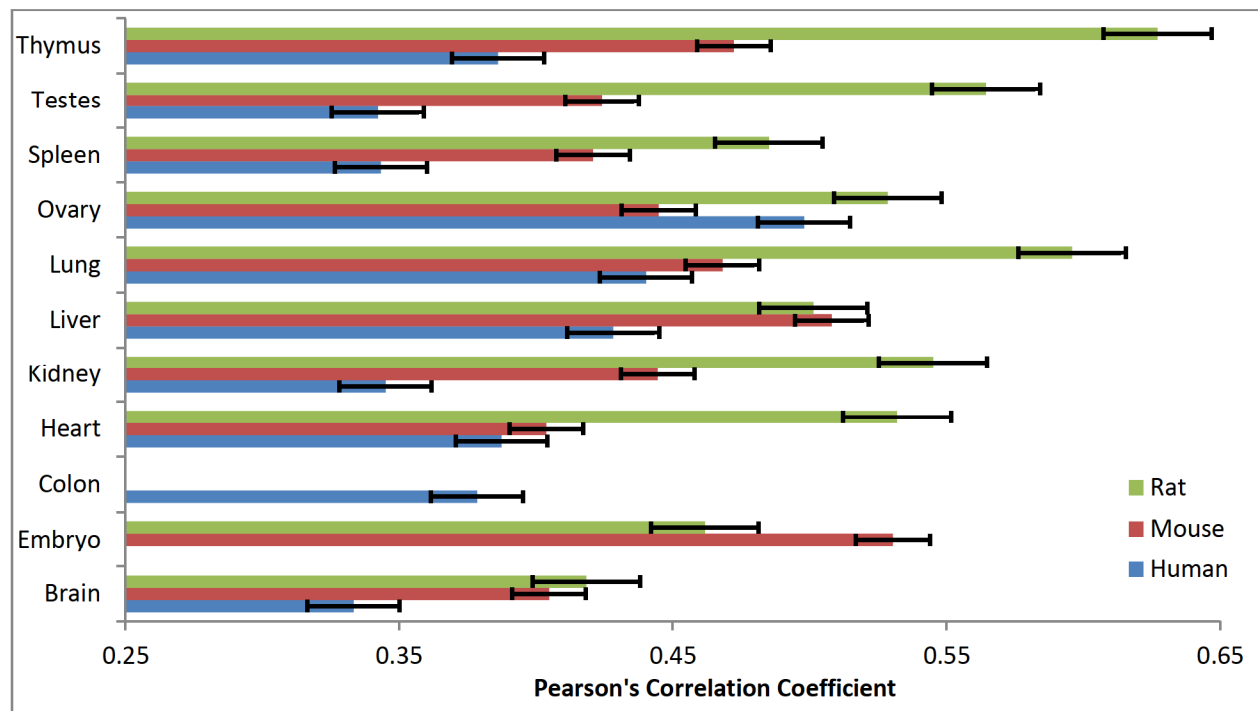

Figure S39. Correlation between sense and antisense expression levels. Error bars represent standard error.

Code S1: R code for Piasecka et al. (2012) randomization

```
#####
# randomization process according to Piasecka et al. (Bioinformatics 2012)#
#####
# PART I. Functions #
#####
# TAU calculation function
TAU_calc = function(DAT){
  X_head = t(apply(DAT,1,function(h)h/max(h)))
  N = ncol(DAT)
  apply(X_head, 1, function(h)sum(1-h)/(N-1))
}

# randomization function according to uniform TAU
Uniform_tau_rand = function(DAT, N){
  N_rand = runif(N, min=min(DAT), max=max(DAT))
  INDEX = rep(0, N)
  for(i in 1:N){
    INDEX[i] = which.min(abs(DAT-N_rand[i]))[1]
  }
  INDEX
}

# expression divergence. relative abundance
eura2 = function(data1, data2){
  Vec_d = rep(0,nrow(data1))
  for (i in 1:nrow(data1)){
    expr.1 = as.numeric(as.matrix(data1[i,]))
    expr.2 = as.numeric(as.matrix(data2[i,]))
    expr.1 = expr.1/sum(expr.1)
    expr.2 = expr.2/sum(expr.2)
    d = sqrt(sum((expr.1-expr.2)^2))
    if(is.na(d)){
      Vec_d[i]=NA
    }else{
      Vec_d[i]=d
    }
  }
  Vec_d
}

#####
# PART II. Main #
#####
main_function = function(N, sourcefile, h_outputfile, r_outputfile){
  # READ data
  DATA = read.csv(sourcefile)
```

```

# split data with labels "1" and "2" representing the 2 sets of tissues
DATA_s1 = DATA[,grep("1",names(DATA),value=T)]
DATA_s2 = DATA[,grep("2",names(DATA),value=T)]

# calculate TAU
TAU_s1 = TAU_calc(DATA_s1)
TAU_s2 = TAU_calc(DATA_s2)

# randomized uniform TAU with N, result is a vector of
# randomized indexes corresponding to gene expression data
Index_rand_s1 = Uniform_tau_rand(TAU_s1, N)
Index_rand_s2 = Uniform_tau_rand(TAU_s2, N)

# calculate expression divergence, result is a vector
# empirical ED
ExprDiv_empirical = eura2(DATA_s1, DATA_s2)

# ED calculated from randomized data
ExprDiv_rand = eura2(DATA_s1[Index_rand_s1, ], DATA_s2[Index_rand_s2, ])

# write homologous and randomized EDs into files
write.table(ExprDiv_rand, r_outputfile, row.names=F,col.names=F,quote=F,sep="\t")
write.table(ExprDiv_empirical, h_outputfile, row.names=F,col.names=F,quote=F,sep="\t")
}

# main_function(<number of randomized pairs>,
#               <Orthologous sample file (CSV)>
#               <Orthologous pairs ED filename (for output)>
#               <Randomized pairs ED filename (for output)>)
main_function(30000, "Human-Mouse-Antisense-Exon.csv", "homologous.txt", "random.txt")

```

How the deposited data were processed for this re-analysis (not part of the article)

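Sense expression was measured on Affymetrix Exon 1.0 ST arrays in 10 tissues each of human, mouse and rat, with 2 technical arrays of 1 purchased total RNA per tissue, 60 sense arrays in all. Every array gives 1 column of gene probesets and 1 of core exon probesets, so 120 columns were used. The antisense arrays of the study and the PCR measurements are not among the deposited files used here, and the conclusions that rest on them were left out. Human samples were used only as tissue values.

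The authors summarized the arrays by RMA in Affymetrix Expression Console, sense arrays apart from antisense arrays, and deposited log intensities for the core set, read here as log2. The version of that software and the steps within RMA are not given in the sources used here. The submitters' notes name the builds hg18, mm9 and rn4. The methods state log values without a base. Base 2 is what RMA writes in that software, and the values run within the range of log2 intensities. RMA as usually run brings the arrays of a run to a common distribution, so a change that moves most genes of a tissue in 1 direction would be reduced, and a ratio of intensities is compressed near the background. The medians of the deposited columns still differ between arrays. Values of human, mouse and rat come from 3 array designs with different probes, so levels of a gene were compared between tissues within a species and only the profiles over tissues between species.

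Gene symbols were taken from the array annotation. A probeset was used for a gene where the annotation gives 1 symbol, and where a symbol has several probesets the one with the highest mean was kept. Orthologs were genes with the same symbol in another species, ignoring case, because HomoloGene is not in the files. For the exon level, the mean over the core exon probesets of a gene was used, since orthologous exons matched by sequence could not be rebuilt, which differs from the single exons of the paper. The 2 arrays of a tissue were averaged.

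Relative abundance, Euclidean distance and Pearson's r over the 9 shared tissues were computed as in the methods of the paper, for genes with at least 1 tissue above 6.5 in either species. Orthologs were compared with 100000 random pairings of the same genes (permutation test, one-sided, seed 1), and pairs of species with 100000 sign flips over genes. Tissues were compared across the 4360 genes shared by the 3 species, by permuting the 9 tissue labels 100000 times. Exact enumeration of these labels was added after the data were seen, since 9 labels allow it, and its p is the one printed. Genes that mark a tissue were tested with limma on 27 RNA samples, 3 species per tissue, with species as an additive term, at a Benjamini-Hochberg adjusted p of 0.05, in 4163 genes above 6.5 in at least 1 sample. A tissue was set against the mean of the other 8. In this design the species are the replicates, so a call means that a gene is high in that tissue on average over species. The SE of a difference uses 1 spread per gene over all 27 samples, not the spread of the 3 species in that tissue. Tissue-specific probesets were counted by the criteria the paper applies to antisense, a Z-score of at least 2, an intensity above 6.5 and a gap of 1 log2 to the next tissue.

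The named genes follow a rule set before the data were examined: for each tissue the 3 genes with the largest difference among those past the threshold and highest there in all 3 species, for each of 22 fixed lists the 3 members with the largest and the 1 with the smallest difference, and the genes the paper names. Other genes are named as members of these lists with values chosen after they were seen. Alternatives set before the data were examined changed the threshold, the measure, the scale, the tissues, the probeset of a gene, the normalization, the model, the arrays and the species used. Others were added after the data were seen, for the human testes arrays, for samples with signs of other tissues, for updated symbols, for exon means in the comparison of tissues and for the exact test. The closing section gives their effect.

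The limma step was tested on simulated data with 200 changed genes among 4163: a change of 1 log2 was recovered in 12.5% of them, of 2 log2 in 77% and of 4 log2 in 100%, with 1, 6 and 11 false calls. The pairing test was tested on simulated genes with and without a shared profile. Precision is limited by 2 arrays per tissue and 1 RNA sample per tissue and species. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.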

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

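The tests of explanations in this part were all chosen after the values they bear on had been seen, while the search for outlying tissues and the gene lists were set before the data were examined. In 12 groups of 10 tissues the measures of the technical arrays were searched for a tissue far from the others. For normally distributed values chance picks out about 1 in 20 such groups, a rate that small counts need not follow.

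In human testes 261 gene probesets differed by over 3 log2 between the technical arrays, a gap to the next tissue of 0.755 of the whole range and past the 95% critical value, and 12 of the 19 measured germ cell genes were lower by over 3 log2 on the second array (median -4.66), with PRM1 going from 12.73 to 3.31. A weaker second array is argued against by the Leydig and Sertoli genes, whose median changed by -0.10, although INSL3 changed by -2.19. An ovary array under the testes label is argued against by 8 of 28 testis list members that stay over 1 log2 above both ovary arrays, although the second testes array is closest to the second ovary array (r = 0.955). RNA with fewer germ cells on the second array stays open: of 307 genes higher in mouse and rat testes, 53.1% were lower by over 1 log2 on it, against 3.66% of the other 3856 genes, so the arrays may not hold the same RNA. Whether a mixture of RNAs took part was not tested, and no biological explanation was tested because both arrays are labelled as 1 RNA sample.

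Pancreas enzyme genes, which the paper does not discuss, were high in rodent spleen and liver, with median rises over the other tissues of 4.99 log2 in mouse spleen, 3.44 in mouse liver, 5.43 in rat spleen and 6.21 in rat liver, and CPB1 rising most in each. Single cross-hybridising probesets are argued against by 6 of the 7 members measured in both rodents that were raised in all 4 samples. Pancreas tissue or RNA in these samples stays open as a candidate explanation: at least 87.5% of the members were raised in each of the 4 samples. Across members, which are not independent replicates, the rises in spleen and liver correlate with r = 0.993 in mouse (8 members) and 0.971 in rat (10 members). Both rises of a member come from the same probeset and subtract the same median of the other tissues, which by itself raises r. These r values therefore do not tell the explanations apart. For expression by spleen and liver themselves in all 3 species, a first test counted the raised human members and left the question undecided. A second test, for the members as a set, was added after its value was known. In human spleen and liver 16.7% of the 6 measured members were raised (median rises 0.17 and 0.15 log2). For the members as a set these values argue against the explanation, by a bound chosen after they were seen. In human spleen 1 member was raised, CPB1 by 7.02 log2, and in human liver 1, REG1A by 1.63. For these the explanation cannot be told apart from pancreas RNA, because single genes do not decide it. Expression by rodent spleen and liver alone was not tested.

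Hepatocyte genes were high in mouse heart, with a median rise of 2.73 log2 over the tissues other than heart and liver. Expression of these genes by heart in all 3 species is argued against by human and rat heart, where 6.45% of the members were raised. Liver tissue or RNA in the mouse heart sample stays open as a candidate explanation, since 84.6% of the members were raised on both arrays. ALB stood at 44.8% of its mouse liver signal on the linear scale and the median of the 13 members at 2.01%, a spread that a single share of liver RNA would not give on a linear scale, and array signals are not linear near background or saturation. Expression by mouse heart alone was not tested.

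Rat thymus was the other tissue picked out, with 2 gene probesets that differ by over 3 log2 against at most 1 in the other rat tissues (a gap of 0.50 of the range). With counts this small a single probeset sets the gap, so rat thymus is not read as apart from the others. Heart muscle genes were higher in rat lung than in the tissues other than lung and heart by a median of 1.83 log2, with NPPA higher by 5.69.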

How the results depend on the processing

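Of the alternatives below, those for samples left out because of signs of other tissues, for the first human testes array (and for the second in the tissue-specific counts), for updated symbols, for exon means in the comparison of tissues and for exact enumeration were chosen after the data were seen. The distance of orthologs to random pairs (66 alternatives over 3 pairs of species), their correlation over tissues (60), the order of the pairs of species (14), and matching against other tissues (33) kept direction and test in every alternative run. The mean correlation within species (12), which has no test, moved by less than its spread over tissue pairs, while across exon probesets the most and the least alike human tissues changed without the second arrays, and the least alike rat tissues without the second arrays and by Spearman. The mean r of orthologs minus random pairs ran from 0.400 to 0.743, and matching minus other tissues from 0.147 to 0.872. Of 378 alternatives for the counts of tissue genes 284 stayed within 1.5 times the count and 94 did not. Of 462 for the lists these numbers were 421 and 41. Of 1864 for named genes 1775 kept call and direction, 66 lost and 6 gained the call and 17 turned. Counts follow as higher and lower. Without the species term they were 553 and 380 in brain, 141 and 19 in heart, 236 and 9 in kidney, 272 and 118 in liver, 91 and 4 in lung, 25 and 1 in ovary, 87 and 33 in spleen, 260 and 130 in testes and 114 and 82 in thymus. The calls in the lists went to 0 for oocyte, erythroid, adipocyte, colon and embryonic genes, 1 for B cell and pancreas and 2 for oxidative phosphorylation. With 1 species or 1 of the 2 arrays left out the counts ran from 539 to 996 and 462 to 998 in brain, 129 to 517 and 17 to 517 in heart, 165 to 660 and 8 to 325 in kidney, 265 to 576 and 121 to 929 in liver, 43 to 584 and 2 to 243 in lung, 4 to 328 and 1 to 233 in ovary, 79 to 411 and 31 to 956 in spleen, 139 to 731 and 17 to 1463 in testes and 126 to 421 and 77 to 744 in thymus. The highest value came from leaving out human in each of these. Fewer samples enter when mouse or rat is left out, but the same holds for human, so the number of samples alone does not set the count. The lists ran from 3 to 7 for follicle genes, 0 to 2 for oocyte, 1 to 2 for B cell, 3 to 6 for Leydig and Sertoli, 0 to 3 for erythroid, 1 to 4 for pancreas and 0 to 1 for adipocyte, colon and embryonic genes. Quantile normalization gave 251 lower in kidney, 311 lower in lung, 173 and 115 in ovary and 251 lower in spleen, and moved the share of higher calls from 83.8% to 61.0% in kidney, 69.7% to 54.7% in lung, 45.8% to 64.4% in spleen and 42.9% to 60.7% in thymus. Without the species term that share went from 48.2% to 59.3% in brain, 61.6% to 88.1% in heart, to 96.3% in kidney, from 49.1% to 69.7% in liver, to 95.8% in lung, from 60.6% to 96.2% in ovary, to 72.5% in spleen, from 43.1% to 66.7% in testes and to 58.2% in thymus. A change of at least 1 log2 left 107 lower in heart, 53 in kidney, 332 in liver, 60 in lung and 42 in ovary, and 231 higher in thymus. The fit of all 54 arrays with the RNA sample as a random block and a replicate block gave 153 lower in kidney, 195 and 126 in ovary and 2 smooth muscle genes and moved no other count by over 1.5 times. The correlation of same-numbered deviations had a median of 0.249 in human (from -0.0109 to 0.806 over the 36 pairs of tissues), -0.0162 in mouse and 0.0349 in rat, so the numbers do not pair the arrays throughout, although in human some tissues with the same number deviate together. Without human testes there were 378 lower in heart, 212 in kidney, 292 in lung, 204 and 173 in ovary, 592 lower in spleen and 1119 in testes. Without mouse heart, heart had 201 and 81, without rat liver, liver had 223 lower, without mouse and rat liver 278 and 68, and without mouse and rat spleen, spleen had 76 and 14. In these 4, erythroid calls were 1, 1, 1 and 0 and embryonic calls 0; without both rodent spleens B cell calls were 0 and pancreas calls 1. The second human testes array alone gave 1 erythroid and 0 embryonic calls. The lowest r of technical arrays among probesets above 6.5 was 0.832 for genes and 0.714 for exons, and the share of exon probesets 62.9% above 6 and 47.8% above 7. The correlation of the divergence measures ran from -0.153 to -0.116 between human and mouse with 1 array left out and was -0.185 between human and rat without the first arrays. A gap of 2 log2 left 1347, 2250 and 1228 tissue-specific gene probesets in human, mouse and rat and 19955 and 25524 exon probesets in human and mouse. Named genes whose direction turned, none of them called where it turned, were MBP in brain (-0.93 without mouse, 2.29 without human), SYNM (-0.037 without human, 1.41 without mouse) and ACTG2 (-0.19 without human, 0.85 without mouse) in heart, DLK1 in ovary (-0.11 without human, 1.58 without rat), GUCA2A in liver (0.043 by quantile normalization, 0.041 without mouse, 0.12 without the first arrays, -0.23 without the second arrays, 0.13 without mouse and rat liver), COL2A1 in ovary (-0.18 without human, 0.11 without mouse, 0.039 without rat, 0.028 without the second arrays, 0.00017 with the second testes array, 0.0012 without mouse and rat liver) and, without mouse and rat spleen, SLC4A1 (-0.67), HEMGN (-0.54), GATA1 (-0.066) and PNLIPRP1 (-0.11) in spleen. The cause of these moves was not tested, beyond the fewer samples or genes that a setting keeps. Precision is limited by 2 arrays per tissue and by the background of each array.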

Differences from the paper's values

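All comparisons here use alternatives set before the data were examined unless a sentence says otherwise. For exon values the paper gives a Pearson's r of 0.72 for mouse and rat kidney and 0.44 for mouse kidney and human brain. The values here are 0.871 and 0.470, across genes from the mean of their core exon probesets, while the paper's come from single exons matched by sequence, so the measures are not the same and no alternative repeats the paper's.

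For human technical arrays at the exon level, R squared is 0.796 in lung and 0.753 in ovary, against about 0.77 and about 0.74 in the paper's Figure S15, read by eye. No alternative was run for R squared. The lowest r of technical arrays, 0.868, lies within the paper's stated range, but 0.714 does not when only probesets with a mean above 6.5 are kept. The highest, 0.995 in rat embryo, is above the upper end of the range the paper states.

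In Figure S27, read by eye, random pairs without a threshold have a mean distance of about 0.033 for human/mouse, about 0.034 for human/rat and about 0.037 for mouse/rat, against 0.0595, 0.0671 and 0.0690 here. The orthologs differ as well, by more than the standard errors though by less than 1.5 times: without a threshold about 0.030 for human/mouse and about 0.030 for human/rat against 0.0384 and 0.0424, and above 8 about 0.047, about 0.047 and about 0.038 against 0.0403, 0.0441 and 0.0289 in the order of the pairs above, of which human/rat lies within the standard error. Random pairs above 8 are at about 0.056, about 0.058 and about 0.058 against 0.0650, 0.0729 and 0.0746. The mouse/rat orthologs without a threshold, about 0.028, do not differ from 0.0282. The mean r over tissues of orthologs without a threshold is about 0.16, about 0.14 and about 0.31 in that figure, against 0.428, 0.427 and 0.715 here, and with at least 1 tissue above 8 about 0.25, about 0.29 and about 0.63, against 0.473, 0.478 and 0.764. For random pairs the mean r is about 0.04, about 0.02 and about 0.00 without a threshold, against -0.00221, -0.0135 and 0.0141, and about 0.08, about 0.07 and about 0.06 above 8, against -0.00852, -0.0190 and 0.0213. The error bars of the figure are standard errors (SEM). None of the alternatives set before the data were examined gives a mean r of orthologs minus that of random pairs under 0.400 for any pair of species, and none was run that reaches the paper's distance of random pairs. The order of the pairs of species, with mouse/rat orthologs closest, is the same in both.

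In Figure S28, read by eye, R squared between both divergence measures is about 0.028 without a threshold against 0.00243 here, and about 0.0006 above 8 against 0.00290. With the threshold of 6.5, leaving out the first array of each tissue gives 0.0234, and no alternative was run that reaches the paper's value above 8. The panels for 6.5 and for 8 show far fewer points than the 9399 and 7549 genes kept here. Among mouse tissues in Figure S37, read by eye, r is about 0.83 for testes and heart and about 0.83 for testes and lung, against 0.693 and 0.702 here, and about 0.73 for brain and heart against 0.755. At the gene level these are 0.796, 0.792 and 0.844, which still differ. The values here cover all core exon probesets of the mouse array, a wider set than the orthologous exons of the paper.

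The paper states that orthologous tissues are more alike than others. That holds for 8 of 9 human tissues, while human testes was closer to mouse ovary (0.712) and rat ovary (0.718) than to testes (0.574 and 0.559). With each gene centred first, an alternative set before the data were examined, it holds for 9 of 9. In Figure S13 the low human testes array is drawn on the axis of the first technical array, and in the deposited columns the second array is the low one.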

Other observations

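The test of other splits in this part was chosen after the counts were seen. Egg genes were high in rodent ovary and not in the human sample. Of the measured oocyte genes 7 of 9 rose in mouse ovary, by a median of 4.49 log2 over the other tissues, with ZP2 of the egg coat highest at 6.46, and 3 of 5 in rat ovary, by a median of 2.18. In human ovary 0 of 7 rose on both arrays (a count with no test), with a median of 0.03. Of the steroid genes, CYP11A1, the first enzyme of steroid synthesis, was higher in ovary by 2.39 log2 in human, 6.55 in mouse and 7.38 in rat, and CYP17A1, an enzyme on the way to androgens, was higher in testes by 2.21, 5.92 and 5.12, while HSD17B1, which makes estradiol, gave 0.43, 5.28 and 4.43 in ovary. These 3 genes were chosen after their values were seen. Heart muscle genes rose in mouse lung as well, 5 of 10 with MYL7 by 4.49 log2, and in human lung 1 of 12, PLN by 3.89. Erythroid genes rose in rat heart, 2 of 3 with SLC4A1 by 3.68 log2.

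Sense probesets that meet the criteria the paper applies to antisense tissue specificity numbered 2649 of 22011 gene probesets in human (12.0%), 3768 of 23332 in mouse (16.1%) and 1881 of 8793 in rat (21.4%), and 37510, 41211 and 20583 exon probesets. Testes held 1179 of those in mouse and 563 in rat but 154 in human, where brain held 793 and thymus 465. With the first human testes array alone testes held 484, and with the second alone 79.

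Whether chance can account for the numbers of genes called in a tissue was tested with 100 splits of the 27 samples, the real one included. In 8 tissues only the real split, 1 of the 100, gave as many calls. That is the smallest share 100 splits can give, and several tissues were tested. The labels of all tissues were shuffled together, and the spread of a gene is taken over all 27 samples. Differences of the other tissues then enter that spread, and in every tissue the median of the other splits was 0. The share therefore argues against chance only for the labels as a whole, without excluding it. It does not decide whether the count of a given tissue stands apart from chance. Brain had 1827 calls against at most 314 in another split, heart 537 against 335, kidney 623 against 435 and liver 1042 against 379. Lung had 491 against 294, spleen 708 against 523, testes 1288 against 487 and thymus 872 against 385. In ovary 6 of the 100 splits, the real one included, gave as many, with 170 calls against up to 969 and a median of 0 in the other splits. Chance cannot be excluded there either. Tissue labels were shuffled within each species, so a label can fall on the same tissue in several species. Such a split counts genes of that tissue, so the test does not decide for ovary. Which samples the highest split put together was not examined.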
